# Endothelial cell cycle state determines propensity for arterial-venous fate

**DOI:** 10.1038/s41467-022-33324-7

**Published:** 2022-10-06

**Authors:** Nicholas W. Chavkin, Gael Genet, Mathilde Poulet, Erin D. Jeffery, Corina Marziano, Nafiisha Genet, Hema Vasavada, Elizabeth A. Nelson, Bipul R. Acharya, Anupreet Kour, Jordon Aragon, Stephanie P. McDonnell, Mahalia Huba, Gloria M. Sheynkman, Kenneth Walsh, Karen K. Hirschi

**Keywords:** Angiogenesis, Morphogenesis, Cell division, Angiogenesis, Stem-cell differentiation

## Abstract

During blood vessel development, endothelial cells become specified toward arterial or venous fates to generate a circulatory network that provides nutrients and oxygen to, and removes metabolic waste from, all tissues. Arterial-venous specification occurs in conjunction with suppression of endothelial cell cycle progression; however, the mechanistic role of cell cycle state is unknown. Herein, using Cdh5-CreER^T2^;R26FUCCI2aR reporter mice, we find that venous endothelial cells are enriched for the FUCCI-Negative state (early G1) and BMP signaling, while arterial endothelial cells are enriched for the FUCCI-Red state (late G1) and TGF-β signaling. Furthermore, early G1 state is essential for BMP4-induced venous gene expression, whereas late G1 state is essential for TGF-β1-induced arterial gene expression. Pharmacologically induced cell cycle arrest prevents arterial-venous specification defects in mice with endothelial hyperproliferation. Collectively, our results show that distinct endothelial cell cycle states provide distinct windows of opportunity for the molecular induction of arterial vs. venous fate.

## Abstract (web summary)

During blood vessel development, endothelial cells become specified toward arterial or venous fates. Chavkin et al find that distinct endothelial cell cycle states provide windows of opportunity for the molecular induction of arterial or venous fate.

## Introduction

Healthy tissue development and maintenance require a functional blood circulatory network comprised of arterial, capillary, and venous blood vessels lined with specialized endothelial cells. Acquisition of specialized arterial and venous endothelial cell phenotypes generally occurs in conjunction with suppression of endothelial cell cycle progression^1–4^. However, we lack understanding of mechanisms that coordinately regulate endothelial cell growth suppression and phenotypic specialization during vascular remodeling, which creates significant roadblocks for clinical therapies, tissue engineering and regenerative medicine.

Our previous work showed that a Notch-Cx37-p27 signaling axis promotes endothelial cell cycle arrest that enables the upregulation of arterial genes, which can be activated through shear stress magnitudes typical of arteries and arterioles^2^. However, it is not clear whether a specific state of the cell cycle plays a role in venous endothelial cell specification, or whether distinct cell cycle states control the differential specification of arterial and venous endothelial cells. In this regard, multiple signaling pathways have been implicated in the regulation of arterial–venous network formation, including TGF-β and BMP^5–9^, but how these signaling pathways function in coordination with cell cycle state to induce specific endothelial cell phenotypes is also not known.

To fill these knowledge gaps, we combined the previously generated transgenic alleles of the Cre-responsive Fluorescent Ubiquitination Cell Cycle Indicator (FUCCI) reporter mice labeled R26FUCCI2aR^10^ and endothelial-specific tamoxifen-inducible Cdh5-CreERT2^11^ mice to generate mice that allow visualization of cell cycle state specifically in endothelial cells. The FUCCI reporter system takes advantage of differential ubiquitination and degradation of cell cycle-related proteins Cdt1 and Geminin to identify cell cycle states by expressing fusion proteins mCherry-hCdt1(30/120) and mVenus-hGem(1/110)^10^. In S, G2, and M states, only Geminin is expressed, resulting in mVenus-hGem(1/110) expression and green fluorescence labeling in S/G2/M states; Geminin is then degraded following mitosis. Cdt1 is expressed and mCherry-hCdt1(30/120) accumulates as cells progress through G1 state, and it is then degraded when cells transition into S phase. Of note, in the FUCCI2a mice that we employ in our studies, the reporters do not distinguish between cells in G1 and G0; both express Cdt1 and the red reporter, and the FUCCI-Negative cells are thought to be in an earlier stage of G1^10,12^.

In these studies, using these endothelial-specific FUCCI reporter mice, we demonstrate that endothelial cells in veins/venules vs. arteries/arterioles have a propensity to be in different cell cycle states during vascular development and in adulthood; FUCCI-Negative vs. FUCCI-Red G1, respectively. Interestingly, in embryonic stem cells, these states are molecularly distinct and represent distinct windows of opportunity for the induction of mesoderm/endoderm vs. ectoderm lineages^13,14^. Thus, to gain a broader understanding of endothelial cell cycle state and identity, we performed single-cell RNA sequencing of developing retinal endothelial cells, in combination with bulk RNA sequencing of retinal endothelial cells expressing different FUCCI reporters. Collectively, these data analyses reveal that specification towards venous or arterial phenotypes associates with enrichment of FUCCI-Negative vs. FUCCI-Red G1 states, respectively, at a single cell level. In addition, BMP signaling is enriched in venous and TGF-β signaling enriched in arterial endothelial cells. We then used human umbilical vein endothelial cells transduced with a lentivirus expressing the Fast-FUCCI reporter^15^ (HUVEC-FUCCI) to demonstrate that BMP signaling induces venous gene expression only in early G1; whereas, TGF-β induces arterial gene expression only in late G1. Finally, using Cx37-deficient mice that exhibit endothelial cell hyperproliferation and impaired arterial–venous network development, we show that pharmacological induction of endothelial cell cycle arrest prevents these vascular defects and enables normal arterial–venous network formation. These studies reveal a critical and previously unknown molecular connection between endothelial cell cycle state and fate; specifically, endothelial cell cycle state determines the propensity for arterial vs. venous fate specification.

## Results

### Arterial–venous endothelial cell cycle state

To determine the cell cycle state of endothelial cells during arterial–venous specification, we crossed mice expressing a FUCCI reporter with a flox-stop-flox cassette (R26FUCCI2aR)^10^ with mice expressing the endothelial-specific Cdh5-CreERT2^11^ (Fig. 1a, b). In these tamoxifen-treated mice, at postnatal day (P)6, we examined retinal endothelial cells in the developing arterial–venous network (Fig. 1c). We found that endothelial cells in the remodeling areas closer to venous vessels are enriched for the FUCCI-Green reporter (S/G2/M). Endothelial cells in and near the arterial branches are enriched for the FUCCI-Red reporter (G1); whereas, endothelial cells in and near the venous branches are predominantly FUCCI-Negative. These patterns persisted in P15 retinal vasculature, in which arterial and venous branches have matured, although no endothelial cells in S/G2/M states were found (Fig. 1d).

**Fig. 1:**
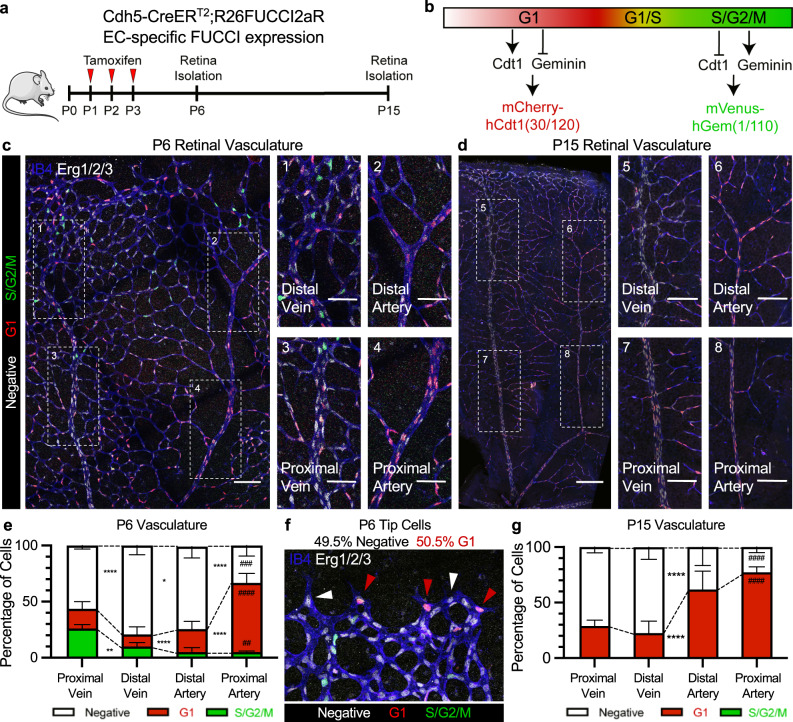
Endothelial cell cycle state during retinal vascular development. **a**, **b** Cdh5-CreER^T2^;R26FUCCI2aR transgenic mouse allows for tamoxifen-induced endothelial cell-specific expression of the FUCCI reporter, which uses dynamic degradation of mVenus-hGem(1/110) and mCherry-hCdt1(30/120) in different cell cycle states to distinguish FUCCI-Negative, FUCCI-Red G1, and FUCCI-Green S/G2/M cell cycle states. **c** Representative confocal image of P6 retinas from Cdh5-CreER^T2^;R26FUCCI2aR mice immunostained with IB4 and anti-Erg1/2/3 (scale bar = 150 μm), 1–4) magnified images of vein and artery branch sections (scale bar = 50 μm). **d** Representative confocal image of P15 retinas from Cdh5-Cre ER^T2^;R26FUCCI2aR mice immunostained with IB4 and anti-Erg1/2/3 (scale bar = 200 μm), 5–8) magnified images of vein and artery branch sections (scale bar = 100 μm). **e** Quantification of cell cycle states in vascular regions of P6 retinal vasculature (mean +/− SD, # shows statistical significance between vein and artery, *n* = 4 retinas, 5 to 10 images per retina). **f** Representative confocal image of tip cells from Cdh5-Cre ER^T2^;R26FUCCI2aR mice immunostained with IB4 and anti-Erk1/2/3 (scale bar = 25 μm). White arrows indicate FUCCI-Negative state and red arrows indicate FUCCI-Red G1 state. Quantification of cell cycle states in endothelial tip cells (*n* = 4 retinas, 20–25 tip cells per retina). **g** Cell cycle states quantified in veins and arteries of P15 retinal vasculature (mean +/− SD, # shows statistical significance between vein and artery, *n* = 4 retinas, 5 to 10 images per retina). Source data are provided as a Source data file. Statistical comparison of means by two-way ANOVA post hoc Tukey, *p*-values represented as */# < 0.05, **/## < 0.01, ***/### < 0.001, ****/#### < 0.0001.

Quantification of endothelial cell cycle states in the P6 retinal vasculature revealed a transition in endothelial cell cycles states from S/G2/M to G1 in contiguous regions of the vascular plexi (proximal vein, distal vein, distal artery, proximal artery) (Fig. 1e). As endothelial Tip cells have been shown to acquire an arterial phenotype^16,17^, we quantified the percentage of Tip cells in distinct cell cycle states by quantifying cell cycle state in angiogenic leading endothelial cells with notable filopodia extensions. We found 49.5% to be FUCCI-Negative, 50.5% FUCCI-Red G1, and none in S/G2/M (Fig. 1f). In addition, we found that P15 retinal endothelial cells followed the same pattern where a greater proportion of venous endothelial cells were FUCCI-Negative and arterial endothelial cells were enriched for FUCCI-Red G1, with no cells in S/G2/M identified at P15 (Fig. 1g). Over the time-course of retinal vascular development (P0-P18), the percentage of endothelial cells in S/G2/M decreased to undetectable levels by P15, FUCCI-Negative endothelial cells gradually decreased to ~33%, and FUCCI-Red G1 endothelial cells gradually increased to ~66% (Supplementary Fig. 1a). In addition, among capillary endothelial cells, those closer to veins exhibited a higher proportion of FUCCI-Negative cells, whereas those closer to arteries exhibited a higher proportion in FUCCI-Red G1 (Supplementary Fig. 1b, c). A propensity for distinct cell cycle states was also evident in arterial and venous endothelial cells in other tissues of P6 neonates, such as the heart (Supplementary Fig. 1d**)**. In addition, during early development, from embryonic days (E)9.5-E11.5, endothelial cells in the cardinal vein were enriched for FUCCI-Negative; in contrast, endothelial cells in the dorsal aorta were highly enriched for FUCCI-Red G1 (Supplementary Fig. 1e, f). Interestingly, we found that this difference in cell cycle states among venous and arterial endothelial cells, respectively, persisted in adult blood vessels (Supplementary Fig. 1g, h).

### Endothelial cell cycle-dependent gene expression

To further investigate the phenotypes of endothelial cells differentially expressing FUCCI reporters, we used fluorescence-activated cell sorting (FACS) to isolate P6 retinal CD31 + CD45- endothelial cells from the FUCCI reporter mice and separate them into FUCCI-Negative, -Red and -Green populations, then performed low-input RNA amplification and bulk RNA sequencing of each population (Supplementary Data 1). Analysis of these data showed that 2,691 genes are significantly variable among these populations (Fig. 2a). Gene Ontology (GO) term analysis of genes with differential expression in each population revealed that FUCCI-Negative cells are enriched for BMP signaling regulation and FUCCI-Red G1 cells are enriched for response to TGF-β stimulus. Proliferation-related GO terms were the most highly enriched in cells in S/G2/M, as expected (Fig. 2b).

**Fig. 2:**
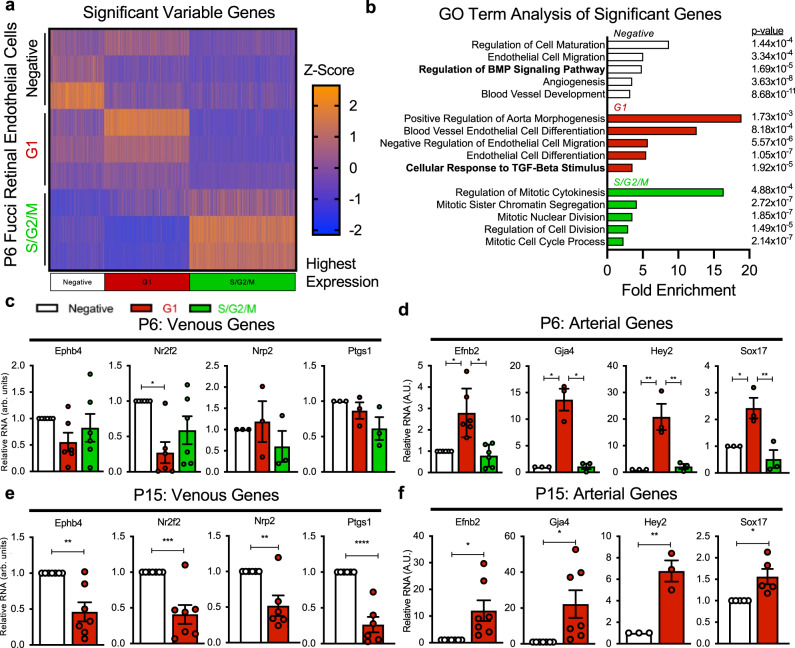
Gene expression analysis of developing retinal endothelial cells in FUCCI cell cycle states. **a** All significantly variable genes within different cell cycle states from P6 R26FUCCI2aR retinal endothelial cells from RNA sequencing, each column of heatmap shows Z-score of a single gene with enrichment in each cell cycle state highlighted by highest expression. **b** GO term enrichment analysis of genes upregulated in FUCCI-Negative state, FUCCI-Red G1 state or FUCCI-Green S/G2/M states (statistical analysis reported from GO enrichment pipeline as *p*-value). **c**–**f** Expression of venous and arterial genes in retinal endothelial cells in different cell cycle states quantified at P6 and P15 time points by qPCR (mean +/− SEM, *n* = 3–7, statistical test one-way ANOVA post hoc Tukey for c and d and two-sided *t*-test for **e** and **f**), each sample isolated from separate litters and normalized to FUCCI-Negative expression value within the same sample. Source data are provided as a Source data file. Represented *p*-values as * <  0.05, ** < 0.01, *** < 0.001, **** < 0.0001.

Further analysis revealed that genes associated with GO Term: Mitotic Cell Cycle are highly enriched in FUCCI-Green endothelial cells, reduced in FUCCI-Negative, and further reduced in FUCCI-Red endothelial cells, suggesting a decrease in transcriptional patterns associated with cell cycle progression from FUCCI-Green to -Negative to -Red (Supplementary Fig. 2a). Consistent with these findings, analysis of the expression of known cell cycle regulators^18–21^ showed proliferation-related genes highly enriched in the FUCCI-Green endothelial cells, and genes associated with G1 state differentially expressed in FUCCI-Negative and FUCCI-Red endothelial cells (Supplementary Fig. 2b). Analysis of the expression of mitochondrial-related genes and transcription factors that promote cell proliferation (e.g., early growth response (Egr) genes)^22^ revealed enriched expression of Egr1, 2, and 3 in FUCCI-Negative endothelial cells, suggesting they are in an earlier stage of G1 compared to FUCCI-Red endothelial cells^23^ (Supplementary Fig. 2b). Enriched expression of mitochondrial-related genes in FUCCI-Red cells is consistent with a reported increase in oxidative phosphorylation in late G1 state^24^ (Supplementary Fig. 2b).

We performed additional retinal endothelial cell isolations from FUCCI reporter mice at P6 and P15, and subsequent qRT-PCR analysis, to more robustly assess differential expression of arterial and venous genes. We found that P6 endothelial cells in FUCCI-Red G1 state exhibit significantly higher expression of arterial genes and FUCCI-Negative endothelial cells exhibit increased expression of some venous genes (Fig. 2c, d and Supplementary Fig. 2c). This pattern persisted at P15, with more significant differences in arterial and venous gene expression in P15 retinal endothelial cells in FUCCI-Red G1 and FUCCI-Negative, respectively (Fig. 2e, f and Supplementary Fig. 2d).

### Single-cell analysis of retinal endothelial cell phenotype and cell cycle state

Endothelial cells in vascular plexi have been shown to exist in a continuum between arterial and venous phenotypes^3,25–27^. 

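Single-cell RNA sequencing was performed on 1 library of P6 and 1 library of P15 retinal cells from wild-type pups, sorted by FACS for the endothelial surface protein CD31 and against the blood cell surface protein CD45. In this droplet method each captured mRNA carries a unique molecular identifier (UMI), so that copies made during amplification are counted once. The authors deposited the number of UMIs of each gene in each cell barcode as counts, without normalization, in 1 table per age. The P6 table held 22734 gene identifiers in 1984 barcodes, and the P15 table held 21785 in 2141 barcodes. Total counts were 13958124 UMIs at P6 and 11589641 UMIs at P15. The median per barcode was 5544 UMIs at P6 (range 609 to 80820) and 4616 UMIs at P15 (range 11 to 38980). The methods state Kallisto and GRCm38 for bulk libraries, and the reporting summary lists Kallisto for RNA sequencing in general beside Seurat. No aligner or genome build was found stated specifically for these counts. Cluster names were taken from the source data of Fig. 3a, where the copy used here gives a cluster for all 1560 P6 cells of the study and for only the first 438 P15 cells, so P15 cluster values describe that part of the library. Within each library, UMIs of a gene were summed over the cells of a cluster and divided by all UMIs of the same cells and expressed as CPM, with exact Poisson 95% intervals. Shares of cells are given with exact Clopper-Pearson 95% intervals. These intervals cover counting error only. With 1 library per age there are no replicates, so cells were not tested as if they were replicates, no p-value is given, and a difference between P6 and P15 cannot be separated from a difference between these libraries. Scores per cell were computed from values scaled to 10000 UMIs per cell and log-transformed. Which cells entered, and how values were normalised or smoothed, changed the sign of the weakest relations between scores.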

To investigate cell cycle state of endothelial cells within the continuum of arterial–venous phenotypes, we isolated endothelial cells from retinal vasculature of wild-type P6 and P15 mice and performed single-cell (sc)RNA sequencing using 10x Genomics and a drop-seq approach^28^. 

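The exclusion criteria of the reporting summary were read as 200 to 3500 detected genes per cell, at most 5% mitochondrial UMIs and no UMI of *Hbb-bt*, *Neurod1* or *Cd63*, which mark blood, neural and pericyte cells. They kept 1424 P6 cells, with a median of 4986 UMIs and 2135 genes, and 1644 P15 cells, with a median of 4214 UMIs and 2048 genes. Median mitochondrial shares were 1.30% at P6 and 1.06% at P15. The upper gene limit excluded the most P6 barcodes, 329 against 199 at P15. *Cd63* excluded 220 and 193 barcodes, respectively. *Neurod1* was found in 98 P6 and 17 P15 barcodes, whereas *Hbb-bt* was found in 13 P6 and 131 P15 barcodes. A mitochondrial limit of 10% raised the sum over both ages from 3068 to 3118 cells.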

After filtering, we obtained 3,282 individual endothelial cells of sufficient quality for analysis (Supplementary Data 2). 

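Cells passing the filter, holding a published cluster label or meeting limits read from the labelled cells were clustered again without the labels. The first 13 principal components, 15 nearest neighbours and the Leiden algorithm at resolution 0.5 were used. This gave 8 clusters, with an adjusted Rand index of 0.430 against the published labels. Lowering the resolution to 0.3 gave 6 clusters and raising it to 0.8 gave 12. All 51 labelled Arterial cells fell into 1 cluster, where they made up 17.7% of 288 labelled cells beside 84.4% of the Cap-Arterial cells. Of the labelled Venous cells, 86.4% fell into a cluster of 529 labelled cells that also held 64.8% of the Cap-Venous cells. Proliferative cells gathered in 1 cluster at 91.5%, Primitive cells at 84.8%, Tip cells at 80.6% and Stalk cells at 77.8%. Capillary cells were spread, with at most 35.6% in any cluster. A nearest-neighbour prediction of the published label was right for 80.0% of held-out labelled cells (95% interval 78.2 to 81.8%), and for 63.6% of Venous and 53.4% of Capillary cells.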

Seurat UMAP dimensionality reduction and clustering algorithms identified nine populations of endothelial cells within the dataset (Fig. 3a). Relative expression of venous, capillary, arterial, and cell cycle regulatory genes (along with *Esm1* and *Klf2*) were used to annotate the nine populations as Proliferative, Primitive, Stalk, Tip, Venous, Capillary (Cap)-Venous, Capillary, Cap-Arterial, and Arterial (Fig. 3b). Specifically: Proliferative cells exhibited high relative expression of *Mki67* and *Ccne1/2*; Primitive cells exhibited high expression of endothelial cell migration genes *Cdc42* and *Rac1* and no enrichment for genes typically enriched in other endothelial cell types; Tip cells showed high expression of *Esm1*; Venous and Cap-Venous showed high and medium expression of *Ptgs1*, *Nr2f2*, *Apoe*, *Slc38a5*, *Nrp2*, and *Ephb4*; Capillary showed high expression of *Mfsd2a* and *Kdr*; and Cap-Arterial and Arterial showed medium and high expression of *Efnb2*, *Jag1*, *Hey1*, *Gja4*, *Gja5, Sox17*, and *Bmx*.

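The labelled clusters differed in depth. At P6, median UMIs per cell were highest in Proliferative cells (7954) and lowest in Capillary cells (3204), and lay between 4400 in Arterial and 5741 in Cap-Venous cells for the others. The Capillary cells also had the highest median mitochondrial share among the P6 clusters, 2.51%. The genes with the largest ratio of CPM in a P6 cluster to all other labelled P6 cells, among genes with at least 50 UMIs in the cluster, were *Pif1* (16.2) and *Hmmr* (15.9) for Proliferative, *Lgals1* (3.05), *Phgdh* (2.54), *Ube2c* (2.50), *Cenpw* (2.48) and *Mif* (2.45) for Primitive, *Amt* (7.72) and *Ccdc85c* (7.31) for Stalk, and *Angpt2* (11.4) after *Esm1* for Tip cells. In Venous cells they were *Dqx1* (86.0, from 102 UMIs in 3 cells) and the interferon-induced genes *Ifit3*, *Ifit1* (17.1) and *Oasl2* (12.2). In Cap-Venous cells they were led by *Gm15697* (2.85), whose 115 UMIs lay in 15 of 414 cells, while *Apoe* (2.17) was found in 254. They were *Xist* (4.02) and *Col15a1* (3.37) for Capillary, *Cxcl12* (17.3) for Cap-Arterial, and *Mgp* (288.5), *Eln* (103.6) and *Dkk2* (96.9) for Arterial cells. *Ube2c* and *Cenpw* are genes of dividing cells, and neither *Cdc42* nor *Rac1* is among the 10 leading genes of Primitive cells. *Klf2* was highest in Arterial cells, at 2181 CPM.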

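In the P6 library, 30 of the 34 pairs of gene and cluster named for annotation had a higher CPM in the cluster than in all other labelled cells. Because the clusters were named from these genes, the ratios describe the annotation and are not independent evidence for it. *Mki67*, on chromosome 7 of GRCm38 (135689784 to 135716361), was 7.58-fold higher in Proliferative cells (95% interval 6.05 to 9.53), *Ccne1* 4.20-fold (3.13 to 5.63) and *Ccne2* 2.83-fold. In Primitive cells *Rac1* was 1.37-fold (1.18 to 1.57) and *Cdc42* 1.10-fold (1.02 to 1.18) higher. *Esm1* (chromosome 13, 113209659 to 113218098) was 14.3-fold higher in Tip cells (11.4 to 18.2). In Cap-Venous cells, *Apoe* was 2.17-fold (2.00 to 2.34), *Slc38a5* 1.81-fold (1.72 to 1.90) and *Nrp2* 1.42-fold (1.14 to 1.76) higher, whereas the intervals of *Ptgs1*, *Nr2f2* and *Ephb4* included 1. Among the P6 clusters *Slc38a5* was highest in Cap-Venous cells, at 1053 CPM. *Apoe* was highest in Cap-Arterial (509.6 CPM, against 459.5 in Cap-Venous) and *Nrp2* in Capillary cells (74.59 against 50.35 CPM). *Ephb4* was highest in Cap-Arterial cells, at 122 CPM, *Nr2f2* in Stalk and *Ptgs1* in Capillary cells. In the 42 Venous cells, which were also enriched in interferon-induced genes and in *Xist*, *Slc38a5* had a ratio of 1.11 (0.967 to 1.27), *Apoe* of 1.09 (0.872 to 1.35) and *Ephb4* of 1.08 (0.623 to 1.74), none beyond its interval. *Nrp2* had a ratio of 0.794 there (0.360 to 1.52), *Ptgs1* of 0.378 from 1 UMI (0.00946 to 2.16) and *Nr2f2* (chromosome 7, 70351944 to 70366735) of 0.443 (0.211 to 0.819). *Mfsd2a* was 1.79-fold and *Kdr* 1.93-fold higher in Capillary cells. *Gja4* (chromosome 4, 127311421 to 127314039) was 15.7-fold higher in Cap-Arterial and 8.13-fold higher in Arterial cells, *Hey1* 8.33-fold and 11.3-fold, *Bmx* 4.85-fold and 68.2-fold, and *Sox17* 3.77-fold and 6.69-fold. *Jag1* was 6.29-fold higher in Arterial cells and had a ratio of 1.05 (0.887 to 1.23) in Cap-Arterial cells. After each cell was thinned to 3000 UMIs, *Ptgs1* had no UMI left in Venous cells, *Apoe* had a ratio of 1.59 there, and *Ephb4* in Cap-Venous cells changed from 0.945 to 1.16.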

**Fig. 3:**
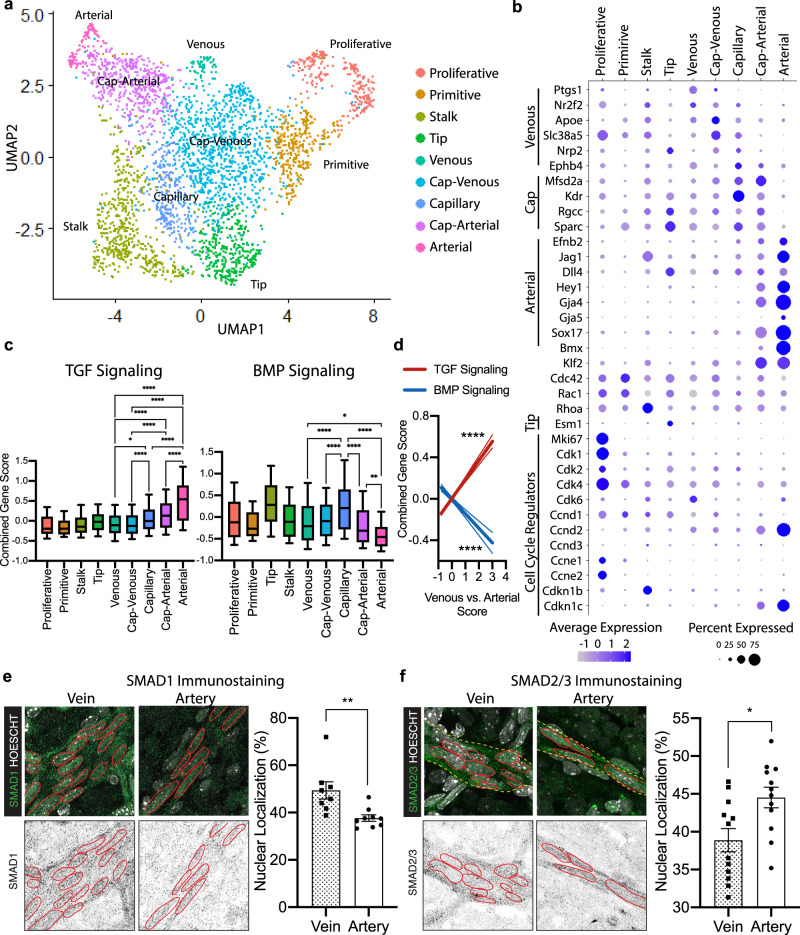
Single-cell RNA sequencing analysis of developing retinal endothelial cells. **a** UMAP dimensionality reduction plot and clustering with labeled endothelial cell populations. **b** Dot plot showing expression of genes related to venous, capillary, arterial, flow (*Klf2*), migration (*Cdc42, Rac1, Rhoa*), tip, and cell cycle regulator functions within clusters. **c** Module scoring within clusters of genes related to TGF Signaling and BMP Signaling (box = 25th−75th percentile, center = median, whiskers = 10th−90th percentile, statistical test one-way ANOVA post hoc Tukey, cells in each cluster left-to-right: *n* = 238, 312, 516, 343, 60. 955, 283, 486, 89). **d**, Linear regression analysis of each cell comparing Venous vs. Arterial Score to TGF Signaling Score or BMP Signaling Score (statistical test of simple linear regression). **e**, **f** (left panels) Representative confocal images of P6 retinal vein and artery immunostained for SMAD1 or SMAD2/3. Hoechst labels cell nuclei, outlined by dashed red lines. (right panels) Quantification of nuclear localization of SMAD1 or SMAD2/3 (mean +/− SEM, nuclear localization calculated as nuclear fluorescent intensity normalized to total intensity in the vessel × 100%, *n* = 3 retinas, 5–10 images per retina, statistical test two-sided *t*-test). Source data are provided as a Source data file. Represented *p*-values as * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001.

In addition, cell cycle regulatory genes were differentially expressed within the populations: Proliferative and Primitive clusters showed higher expression of *Cdk1/2/4* and *Ccne1/2*, while more specified endothelial cells (Venous, Cap-Venous, Capillary, Cap-Arterial, Arterial) exhibited a gradual increase in *Ccnd2* and *Cdkn1c* across phenotypes (Fig. 3b). 

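In Proliferative P6 cells, CPM of all 5 regulators exceeded that of the other labelled cells beyond counting error, with ratios of 4.40 for *Cdk1*, 2.00 for *Cdk2* and 1.46 for *Cdk4* beside those of the cyclins. In Primitive P6 cells the ratios were 1.98 for *Cdk1* (1.73 to 2.26), 1.59 for *Cdk4* and 1.78 for *Ccne2*, whereas *Ccne1* at 1.38 (0.870 to 2.11) and *Cdk2* at 0.980 (0.730 to 1.29) were not distinguishable from 1 at this depth. Among P15 cells, *Cdk1* was 19.2-fold higher in the 14 Proliferative cells. There 4 of the 5 regulators had a ratio above 1, and *Cdk2* had 0.532 (0.108 to 1.60) from 3 UMIs. In the 36 Primitive P15 cells *Cdk4* had a ratio of 1.45 (0.977 to 2.09), and *Ccne1* and *Ccne2* had no UMI. *Cdk1* in Primitive P15 cells rested on 2 UMIs, with a ratio of 0.501 that thinning changed most, to 1.32. *Ccnd2* at P6 was 105 CPM in Venous (71.1 to 151), 63.9 in Cap-Venous (54.6 to 74.2), 97.54 in Capillary (72.6 to 128), 139 in Cap-Arterial (115 to 166) and 364 CPM in Arterial cells (285 to 459). *Cdkn1c* (chromosome 7 of GRCm38, 143458339 to 143461050) was 14.1 CPM in Venous cells from 4 UMIs (3.83 to 36.0), 21.0 in Cap-Venous (15.9 to 27.3) and 9.56 in Capillary cells (3.11 to 22.3), intervals that overlap, and rose to 202 CPM in Cap-Arterial (173 to 235) and 289 CPM in Arterial cells (219 to 374). At P15, *Ccnd2* was 219 CPM in Cap-Venous, 170 in Capillary, 337 in Cap-Arterial and 611 CPM in Arterial cells, and *Cdkn1c* was 52.4, 85.1, 317 and 611 CPM in the same clusters.

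**Figure D1:**
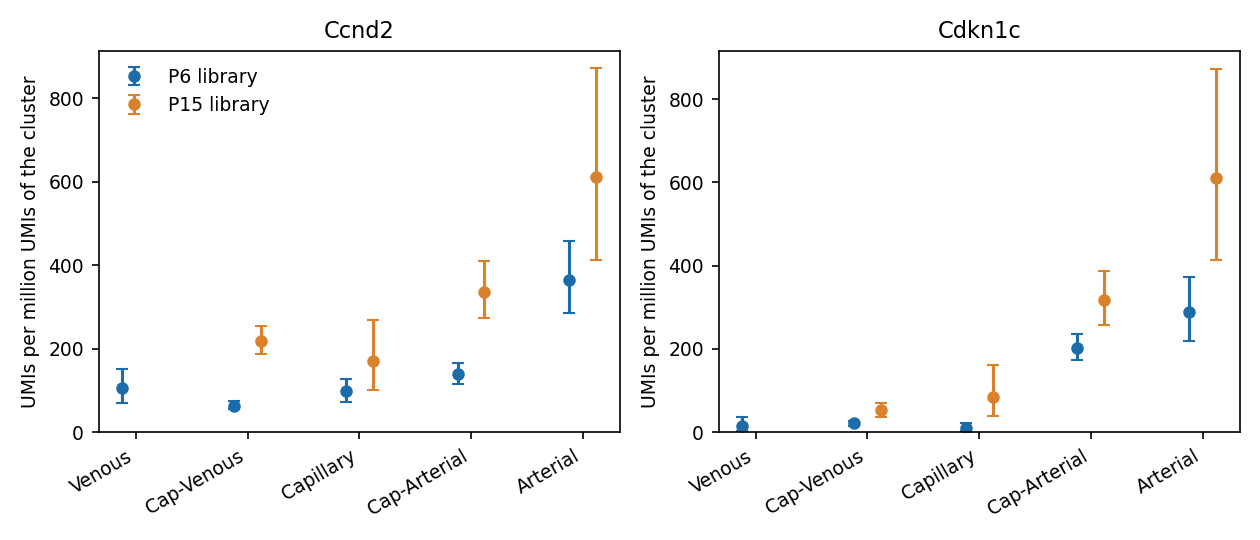
CPM of *Ccnd2* and *Cdkn1c* (vertical axes) in the 5 specified clusters of the P6 and P15 libraries, with exact Poisson 95% intervals as bars. The 2 P15 Venous cells are left out, and both genes were highest in Arterial cells at both ages.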

Endothelial cells from P6 or P15 retinas generally distributed evenly throughout the populations, except for an enrichment of the Proliferative cluster in the P6 endothelial cells and an enrichment of Cap-Venous and Cap-Arterial clusters in P15 endothelial cells (Supplementary Fig. 3a–c).

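Proliferative cells made up 12.7% of the labelled P6 cells (11.1 to 14.5%) and 3.20% of the labelled P15 cells (1.76 to 5.31%). Cap-Venous cells made up 26.5% (24.4 to 28.8%) and 30.6% (26.3 to 35.1%), and Cap-Arterial cells 10.4% (8.91 to 12.0%) and 15.5% (12.3 to 19.3%). The intervals of Proliferative and Cap-Arterial among labelled cells did not overlap between the ages, whereas those of Cap-Venous did. Stalk cells made up 14.7% (13.0 to 16.6%) and 19.4% (15.8 to 23.4%), but 15.2% of all P15 cells with predicted labels. Venous cells fell from 2.69% (1.95 to 3.62%) to 0.457% (0.0554 to 1.64%), 2 of 438 cells. Primitive, Tip, Capillary and Arterial shares of labelled cells differed by less than 2 percentage points. With predicted labels the Capillary share was 9.96% at P6 (8.53 to 11.5%) and 6.00% at P15 (4.93 to 7.22%), intervals that do not overlap. With predicted labels for all P15 cells, Proliferative cells were 2.34% and Cap-Arterial 17.5% of the P15 library. Cap-Venous cells were then 36.2% (34.0 to 38.5%) at P15 against 26.3% (24.2 to 28.6%) at P6, so that these intervals did not overlap either. The clusters found again without the labels moved these shares most and changed a direction, since clusters with Cap-Venous as the commonest label were 28.3% of cells at P6 and 20.0% at P15, while those with Tip were 14.9% and 22.3% and those with Capillary 1.20% and 3.94%.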

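In the 1560 labelled P6 cells, the TGF genes ranged widely in level. *Tgfb1* (chromosome 7 of GRCm38, 25687002 to 25705077) had 225 CPM and *Acvrl1* (chromosome 15, 101128522 to 101145336) 190 CPM, followed by *Tgfbr2* at 68.8 and *Tgfb2* at 54.1 CPM. *Smad7* had 30.5, *Smad2* 24.6, *Tgfbr1* 20.3 and *Smad3* 12.2 CPM, and *Smad6*, which is in the list of the methods only, had 6.02 CPM. Among the BMP genes, *Smad1* (chromosome 8, 79338395 to 79399518) had 102 CPM, *Bmpr2* (chromosome 1, 59763400 to 59879014) 89.0 CPM and *Smad5* 64.8 CPM. *Bmpr1a* had 3.53 CPM from 34 UMIs and *Bmpr1b* had no UMI, which allows up to 0.311 CPM at P6.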

Since TGF/BMP signaling was identified in the bulk RNA sequencing results from P6 FUCCI-expressing retinal endothelial cells as differentially enriched, and these pathways have been implicated in arterial–venous specification^9,29,30^ and arterial–venous malformations^31,32^, expression of genes enriched in TGF signaling (*Smad2, Smad3*, *Tgfbr1*, *Tgfbr2*, *Acrvl1*, *Tgfb1*, *Tgfb2*, *Smad7*) or BMP signaling (*Smad1*, *Smad5*, *Bmpr2, Bmpr1a, Bmpr1b*) was used to generate module scores for each endothelial cell (Supplementary Data 3), although some genes were not highly expressed in the scRNA sequencing dataset. TGF signaling and BMP signaling scores were first assessed in each cell cluster. This analysis revealed that TGF signaling score increased, and BMP signaling score decreased, in cell clusters across the continuum from venous to arterial phenotypes (Fig. 3c). 

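Scores were computed on log-normalised values from the lists of the methods, and mean ± SD describes the spread over cells. At P6 the TGF Signaling score was −0.171 ± 0.185 in Cap-Venous, −0.124 ± 0.238 in Capillary, 0.00731 ± 0.235 in Cap-Arterial and 0.1201 ± 0.292 in Arterial cells. It was −0.0676 ± 0.223 in Venous cells, above Cap-Venous and Capillary. These 42 Venous cells also led in interferon-induced genes. All 15 of them with UMIs of *Xist* or of Y-linked genes, but not both, had *Xist*. The Arterial mean exceeded the Cap-Venous mean by 0.291, or 1.36 times the SD over all labelled cells. The corresponding P15 difference was 0.320, or 1.35 SD. In mean log-normalised values without control genes, the TGF difference was 0.295 at P6 and 0.301 at P15, at percentiles 99.7 and 98.9 of 10000 random lists matched on expression. The BMP Signaling Score at P6 was 0.0450 ± 0.367 in Venous, −0.0573 ± 0.340 in Cap-Venous, 0.0726 ± 0.482 in Capillary, −0.0530 ± 0.363 in Cap-Arterial and −0.214 ± 0.252 in Arterial cells. Arterial minus Cap-Venous was −0.156 (−0.431 SD) at P6 and −0.141 (−0.373 SD) at P15. Without control genes the BMP difference was −0.184 and −0.147, at percentiles 3.96 and 15.7 of random lists. Summed UMIs of the TGF genes at P6 were 756 CPM in Venous (658 to 864), 538 in Cap-Venous (511 to 567), 654 in Capillary (587 to 727), 912 in Cap-Arterial and 1255 CPM in Arterial cells (1104 to 1421). BMP genes summed to 334, 255, 373, 274 and 172 CPM in the same order. A TGF list of 4 genes, chosen after the data were seen, lowered the P15 TGF difference to 0.201 SD, and with integrated SCT values the same list moved it most, to 0.000871 SD, so that no difference was left.

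**Figure D2:**
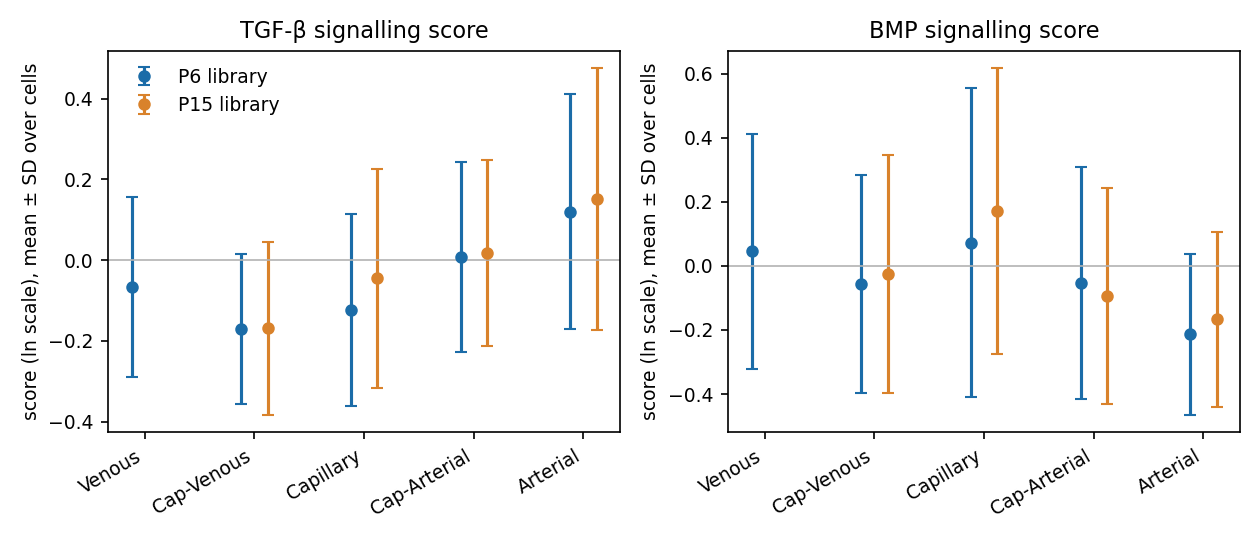
TGF and BMP Signaling scores (vertical axes, no unit) in the 5 specified clusters of both libraries, as mean over cells with SD over cells as bars. The 2 P15 Venous cells are left out, and the Arterial mean was the highest for TGF and the lowest for BMP at P6 while the bars overlapped.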

To further investigate the association between TGF/BMP signaling and the continuum from venous to arterial phenotypes, a “Venous vs. Arterial score” was calculated for each cell (Supplementary Data 3) from the relative expression of known venous or arterial genes (Supplementary Table 2). 

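Arterial and Venous Score were each computed as the mean, over 17 arterial or 13 venous genes of Supplementary Table 2, of log-normalised values scaled to mean 0 and SD 1 over the cells of a library. No imputation was applied. The mean log-normalised value of the arterial genes was higher in Arterial than in Cap-Venous cells by 0.797 at P6 and 0.717 at P15, above all of 10000 random lists matched on expression. That of the venous genes differed by −0.589 at P6 and −0.757 at P15, below all random lists. These genes overlap with those that named the clusters, so the differences are not independent of the labels.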

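Across the cells passing the filter, Arterial minus Venous Score correlated with the TGF Signaling score at Pearson r = 0.245 (Spearman rho 0.192, slope 0.0879) at P6 and r = 0.311 (rho 0.273, slope 0.121) at P15. *Acvrl1*, named *Alk1* in Supplementary Table 2, is in both the arterial and the TGF list. Without shared genes r was 0.192 (rho 0.1205) at P6 and 0.258 (rho 0.206) at P15. With the BMP Signaling Score the correlations were close to 0, r = −0.0557 (rho −0.0301) at P6 and r = −0.0715 (rho −0.0642) at P15. The r with TGF moved most at P15 with a TGF list cut to 4 genes after the data were seen, to 0.176. Without the labelled Arterial cells the r with BMP at P6 was −0.00396.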

Linear regression analysis of scoring in single cells showed an association between higher Arterial Score and higher TGF Signaling score and, conversely, an association between higher Venous Scores and higher BMP Signaling Score (Fig. 3d). Immunostaining of P6 retinal vasculature for Smad1 (enriched during BMP signaling) revealed its increased nuclear localization in venous endothelial cells compared to arterial endothelial cells, indicative of greater BMP signaling in venous endothelial cells (Fig. 3e). Conversely, immunostaining for SMAD2/3 (enriched during TGF signaling) showed increased nuclear localization in arterial endothelial cells compared to venous endothelial cells (Fig. 3f).

To further investigate cellular associations, predicted lineage progression and cell cycle state during arterial–venous network formation, we employed PHATE dimensionality reduction analysis. This method highlights differentiation branches within scRNA sequencing datasets^33^. Three dimensions of PHATE reduction were used to accurately visualize arterial and venous phenotypes. The resulting PHATE plot suggested the different clusters progressing through differentiation pathways, including a branch containing Proliferative and Primitive cells leading into Stalk, Tip, and Capillary endothelial cells, a branch of Cap-Venous and Venous cells, and a large branch distinguishing Cap-Arterial and Arterial endothelial cells (Fig. 4a).

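PHATE was not run here, and adjacency was described instead by the 15 nearest neighbours of each labelled cell on 13 principal components of both libraries. Arterial cells had 71.6% of their neighbours in their own cluster, 26.5% among Cap-Arterial and 1.31% among Cap-Venous cells. Cap-Arterial cells had 70.9% of their own kind and 17.2% Cap-Venous neighbours. Venous cells had 53.2% of their own kind and 29.7% Cap-Venous neighbours, where Cap-Venous cells made up 27.4% of all labelled cells. Proliferative cells had 79.5% of their own kind, 8.30% Primitive, 5.72% Cap-Venous and 0.126% Cap-Arterial neighbours. Primitive cells had 82.5% of their own kind. Stalk, Tip and Capillary cells had their largest shares outside their own cluster among Cap-Venous cells, at 13.3%, 24.6% and 27.9%. With 30 neighbours the Arterial to Cap-Arterial share rose to 35.4%.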

**Fig. 4:**
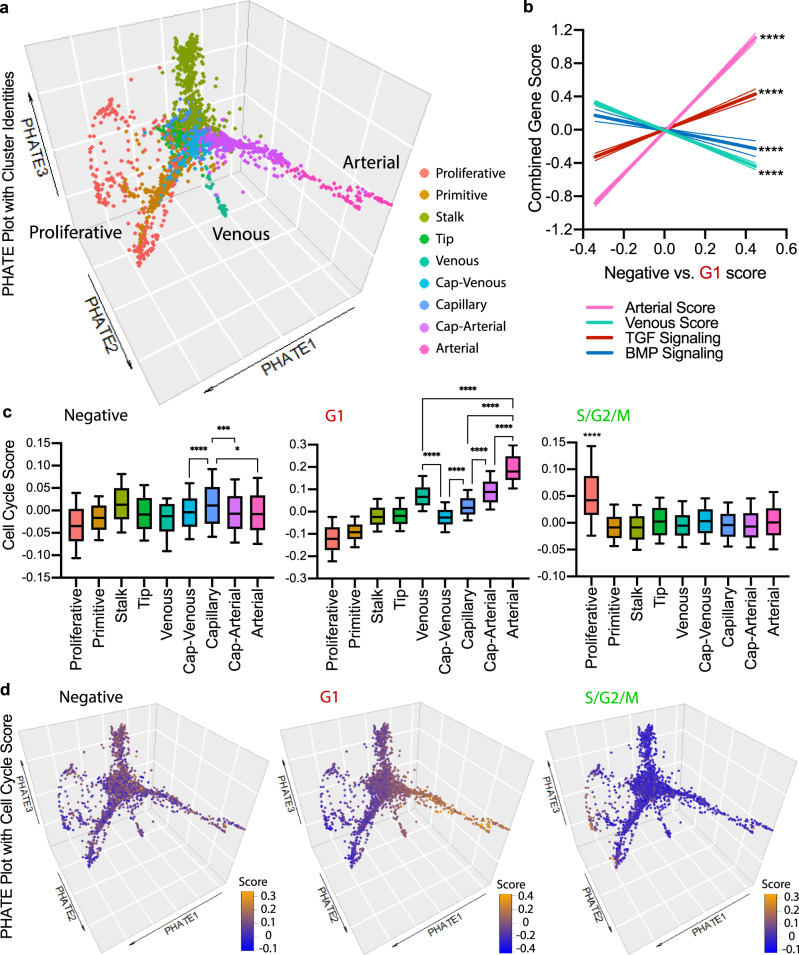
Differentiation trajectory analysis using PHATE with cell cycle scoring. **a** PHATE dimensionality reduction plot with clusters of endothelial cell populations. **b** Linear regression of relative G1 score versus Arterial, Venous, TGF Signaling, and BMP Signaling Scores in each cell. **c** Cell cycle score of FUCCI-Negative, FUCCI-Red G1 and FUCCI-Green S/G2/M within clusters determined by genes upregulated in P6 R26FUCCI2aR retinal endothelial cell bulk RNA sequencing datasets (box = 25th−75th percentile, center = median, whiskers = 10th−90th percentile, statistical test one-way ANOVA post hoc Tukey). **d** Cell cycle score FUCCI-Negative, FUCCI-Red G1 and FUCCI-Green S/G2/M of individual cells in PHATE dimensionality reduction plot. Source data are provided as a Source data file. Represented *p*-values as * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001.

To assess the cell cycle state within the endothelial cell clusters, we first identified the genes enriched in endothelial cells in FUCCI-Negative, FUCCI-Red G1 and FUCCI-Green S/G2/M states in the P6 FUCCI retinal endothelial cell bulk RNA sequencing dataset. 

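Lists were taken from the source data of Fig. 2a, where a gene was assigned to the state with its highest mean z-score. This gave 916 FUCCI-Red G1 genes, of which 853 had a row in the P6 counts and 845 in the P15 counts, and 588 FUCCI-Negative genes, of which 532 and 512 had a row. The copy used here ends inside the S/G2/M block, so only 462 S/G2/M genes were used, 432 and 417 with a row, and that score is partial. In at least 1% of P6 cells, UMIs were found for 709 of the Red G1 and 339 of the Negative genes. Each score is the mean log-normalised value of the list minus that of 100 control genes per gene drawn from the same of 24 expression bins.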

We then used cell cycle state-specific gene expression data to generate a cell cycle state “score” for each endothelial cell in the scRNA sequencing dataset (Supplementary Data 3). We first determined a relative G1 score (calculated by FUCCI-Red G1 score minus FUCCI-Negative score in each individual cell) and analyzed this score by linear regression versus Arterial, Venous, TGF Signaling, and BMP Signaling scores. This analysis showed that as FUCCI-Red G1 score increases, Arterial and TGF signaling scores increase and Venous and BMP scores decrease (Fig. 4b). In addition, we analyzed each cell cycle score in the different cell clusters, and we found, as expected, that S/G2/M scores were high in the Proliferative cell cluster. 

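Across 1424 P6 cells, the relative G1 score correlated with the Arterial Score at Pearson r = 0.530 (Spearman rho 0.451) and with the TGF Signaling score at r = 0.402 (rho 0.377). Across 1644 P15 cells the values were r = 0.473 (rho 0.500) and r = 0.234 (rho 0.229). All 4 lay above every random pair of lists of the same sizes matched on expression, which at P6 gave r from −0.116 to 0.153 with the Arterial Score for the central 95% of pairs. With the Venous Score r was −0.0407 (rho 0.0270) at P6 and −0.178 (rho −0.182) at P15. These lay at percentiles 0.36 and 0 of random pairs, whose median r was 0.103 and 0.226. With the BMP Signaling Score r was 0.0633 (rho 0.0835) at P6 and −0.0606 (rho −0.0520) at P15. Both lay above the median of random pairs, which was −0.0643 at P6 and −0.0794 at P15, at percentiles 99.91 and 75.75. The Venous relation moved most between settings. Over every barcode, a choice made after the data were seen, it was 0.320 at P6 and 0.0711 at P15, whereas over the 5 specified clusters it was −0.355 and −0.350. Over the same clusters the BMP relation at P6 also changed sign, to −0.102.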

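The partial S/G2/M score in Proliferative cells exceeded that in all other labelled cells by 1.07 SD over labelled cells at P6 and by 1.17 SD at P15. After thinning the P6 difference was 0.841 SD. With canonical S-phase genes the difference was 1.26 SD at P6 and 2.54 SD at P15, and with canonical G2/M genes 2.14 SD and 4.37 SD. The SD itself was smaller at P15, 0.0742 against 0.167 for S-phase and 0.125 against 0.259 for G2/M genes. Proliferative means were 0.188 at P6 and 0.180 at P15 for S-phase, and 0.463 and 0.5225 for G2/M genes. The larger values in SD at P15 therefore do not show larger differences in score. Of the 14 labelled Proliferative P15 cells, 9 (64.3%) had a UMI of *Mki67* or *Top2a*, against 1.42% of the other 424 labelled P15 cells, at median depths of 7570 UMIs per Proliferative and 4356 per labelled P15 cell.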

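At P6 the FUCCI-Red G1 score was 0.142 in Cap-Venous, 0.152 in Capillary, 0.209 in Cap-Arterial and 0.234 in Arterial cells. The difference from Cap-Venous to Arterial was 0.0921, or 1.67 SD over labelled cells. At P15 the Arterial score of 0.264 lay 0.0590, or 1.41 SD, above the Cap-Venous score of 0.205, with Capillary at 0.197 and Cap-Arterial at 0.246. Integrated SCT values moved this P15 difference most, to 2.30 SD. Venous cells at P6 had a Red G1 score of 0.197, which was 0.989 SD above Cap-Venous, in a cluster where interferon-induced genes and *Xist* also stood out. The FUCCI-Negative score in Capillary cells, which hold the fewest UMIs per cell, was higher than in all other labelled cells by 0.415 SD at P6 and 0.631 SD at P15, and by 0.343 SD at P6 after thinning, which left out 58 of the 149 Capillary cells.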

FUCCI-Negative score was slightly higher in Capillary cells, and FUCCI-Red G1 score was progressively higher from Cap-Venous to Arterial phenotypes along the venous-arterial continuum (Fig. 4c). Individual endothelial cell scores were then visualized on PHATE plot, revealing enrichment of the S/G2/M score in the proliferative branch, FUCCI-Negative score in the venous clusters, and FUCCI-Red G1 score in the arterial branch (Fig. 4d and Supplementary Movie 1).

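Mean FUCCI-Negative scores at P6 were −0.00555 in Venous and −0.00476 in Cap-Venous cells, below Stalk (−0.00189), Cap-Arterial (−0.00215) and Arterial (−0.00245) cells, and above Proliferative (−0.0184) and Primitive (−0.0254) cells. At P15 Cap-Venous (0.00145) lay above Cap-Arterial (0.000274) and Arterial cells (−0.0115), and below Capillary (0.0113) and Stalk cells (0.00672). The FUCCI-Red G1 means at P6 were lowest in Primitive (0.0624) and Proliferative (0.0935) cells. The partial S/G2/M mean at P6 was 0.00250 in Proliferative, −0.0126 in Arterial and −0.0265 in Venous cells.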

In addition, we determined a relative G1 score (calculated by FUCCI-Red G1 score minus FUCCI-Negative score in each individual cell) in the Venous, Cap-Venous, Capillary, Cap-Arterial, and Arterial clusters. These scores were then compared to expression of venous- or arterial-enriched genes in each cell. This comparison showed that higher relative G1 score (closer to FUCCI-Red G1 state) was associated with lower expression of venous genes and higher expression of arterial genes (Supplementary Fig. 3d, e). Together, these single-cell analyses of developing retinal endothelial cells suggest that FUCCI-Negative state is associated with a venous phenotype and enriched BMP signaling, whereas FUCCI-Red G1 state is associated with an arterial phenotype and enriched TGF signaling.

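The relative G1 score was set against log-normalised values of *Nr2f2*, *Nrp2*, *Slc38a5*, *Ptgs1*, *Efnb2*, *Sox17*, *Gja4* and *Bmx*. Over the labelled cells of the 5 specified clusters together, a comparison added after the data were seen, r in 807 P6 cells was −0.295 for *Slc38a5*, −0.147 for *Nr2f2*, −0.0736 for *Nrp2* and −0.0391 for *Ptgs1*, and 0.554 for *Gja4*, 0.429 for *Sox17*, 0.4097 for *Bmx* and 0.276 for *Efnb2*. In 257 P15 cells r was −0.4325, −0.119, −0.115 and 0.0159 for the venous genes, the last from 10 cells with a UMI, and 0.448, 0.411, 0.398 and 0.233 for the arterial genes, in the same order. Within each specified cluster with at least 20 labelled cells, the correlation was positive for the arterial genes in 19 of 20 pairs of gene and cluster at P6 and in 10 of 11 at P15. For the venous genes it was negative in 9 of 19 pairs at P6 and 5 of 11 at P15. Without genes shared between the lists the arterial tally was 17 of 20 at P6 and 10 of 11 at P15, and the venous tally 10 of 19 and 5 of 11. The positive arterial pairs at P6 include *Bmx* in Venous and in Capillary cells, each from 1 cell with a UMI. In Cap-Arterial cells at P6, r was 0.312 for *Bmx*, 0.249 for *Gja4*, 0.248 for *Sox17* and 0.111 for *Efnb2*. In the same cells r was −0.317 for *Slc38a5*, −0.124 for *Nr2f2*, −0.0626 for *Nrp2* and −0.0542 for *Ptgs1*, the last from 5 cells with a UMI. In Cap-Venous cells at P6, r was 0.112 for *Slc38a5* and 0.0780 for *Nrp2*, and −0.0488 for *Nr2f2* and −0.0107 for *Ptgs1*, while it was 0.213 for *Gja4*, 0.203 for *Sox17*, 0.127 for *Efnb2* and −0.00415 for *Bmx*, which had a UMI in 6 of 414 cells. Smoothing of expression over neighbouring cells as in MAGIC moved the venous tally most, to 16 of 20 pairs at P6 and 11 of 12 at P15.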

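The relative G1 score also followed the composition of each cell's RNA. Its correlation with the share of UMIs from 91 ribosomal protein genes was r = −0.499 at P6 and −0.405 at P15, and that with the log of UMIs per cell was −0.0943 at P6 and 0.351 at P15. Given both measures, the partial correlation with the Arterial Score was 0.410 at P6 and 0.368 at P15, that with the TGF Signaling score 0.297 and 0.182, that with the Venous Score −0.00796 and −0.258, and that with the BMP Signaling Score −0.00772 and −0.0690. From the rise of Arterial and TGF Signaling scores and the fall of Venous and BMP scores with the relative G1 score, together with the scores of the clusters, the paper proposes that the FUCCI-Red G1 state goes with an arterial phenotype and TGF signaling, and the FUCCI-Negative state with a venous phenotype and BMP signaling.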

### Cell cycle regulation of TGF-β/BMP signaling

Interestingly, embryonic stem cell differentiation towards specific lineages was found to be controlled by early G1 vs. late G1 cell cycle state-dependent regulation of gene expression, chromatin remodeling, and transcription factor binding^13,14^. Our in vivo observations suggest an analogous regulatory mechanism whereby different endothelial cell cycle states enable differential fate specification. Thus, to investigate the mechanistic role of endothelial cell cycle state in fate specification, we generated HUVEC expressing the Fast-FUCCI reporter [(mAG-hGem(1/110) and mKO2-hCdt1(30/120)], in which we can define cell cycle state-dependent regulation of gene and protein expression, chromatin remodeling and transcription factor binding.

To validate our model system, we first performed live-cell imaging of HUVEC-FUCCI cultured for 48 h to monitor FUCCI reporter expression during cell cycle progression. Consistent with other studies using the FUCCI reporter^10,13,34–40^, we observed that mCherry accumulates after cell division during G1 and is lost during the G1/S transition as mVenus is expressed (Supplemental Movie 2). We also performed DAPI staining to evaluate the DNA content of FUCCI cells expressing different reporters and found that cells positive for mCherry peak in the 2n population, while mVenus positive cells peak in the 4n population (Supplementary Fig. 4a).

We then FACS-isolated HUVEC-FUCCI into S/G2/M (green), early G1 (negative), and late G1 (red) populations (Fig. 5a, b), and isolated protein and RNA therefrom. Mass spectrometry analysis was performed on protein lysates (Supplementary Data 4), and we found cell cycle proteins to be differentially expressed, as expected, among these populations, including mAG and GEMININ that were enriched in S/G2/M cells, and mKO2 and CDT1 that were enriched in late G1 cells (Fig. 5c and Supplementary Fig. 4b). Some cell cycle proteins were not found to be differentially expressed in this analysis, but may be differentially regulated via post-translational mechanisms, such as protein phosphorylation. Bulk RNA sequencing analysis of similar populations revealed high transcriptional variation between early G1 and late G1 states (Fig. 5d and Supplementary Data 5). Of note, arterial–venous genes were not found to be differentially regulated in distinct cell cycle states in these unstimulated conditions, consistent with the idea that different cell cycle states allow for differential responses to extrinsic signals that are needed to induce arterial and venous fates.

**Fig. 5:**
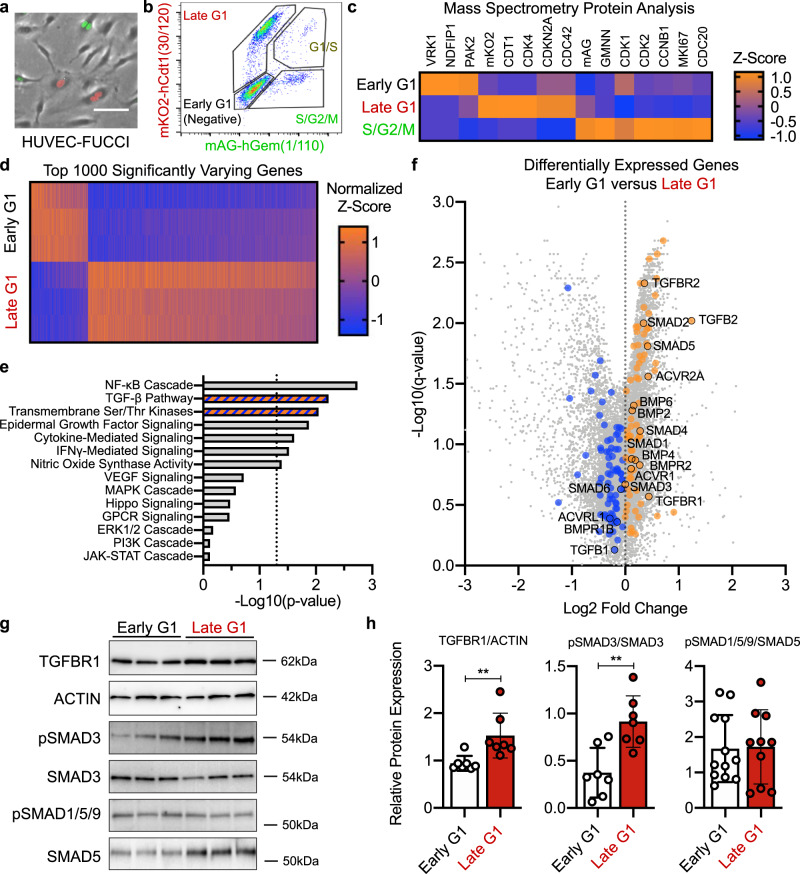
Endothelial cell cycle-dependent regulation of TGF-β/BMP pathway. **a**, **b** HUVEC-FUCCI reporter distinguishes S/G2/M, early G1 and late G1 cell cycle states, visualized by fluorescent imaging and FACS. **c** Differential expression of selected proteins within HUVEC-FUCCI cell cycle states by mass spectrometry analysis. In bulk RNA sequencing of early G1 and late G1 HUVEC-FUCCI (*n* = 3), **d** top 1000 significantly varying genes, **e** Signaling Pathway GO Term analysis (statistical analysis reported from GAGE pipeline as *p*-value), and **f** Volcano plot of fold-change against the log10(q-value) (TGF-β/BMP signaling pathway genes highlighted, upregulated in orange and downregulated in blue). **g** Western blot analysis of TGFBR1, pSMAD3 and pSMAD1/5/9 expression in early G1 and late G1 HUVEC-FUCCI. Each blot represents an independent experiment. **h** Quantification of TGFBR1, pSMAD3, and pSMAD1/5/9 in early G1 and late G1 HUVEC-FUCCI normalized to ACTIN, SMAD3, or SMAD5 respectively (mean +/− SD, *n* = 7, statistical test two-sided *t*-test). Source data are provided as a Source data file. Represented *p*-values as * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001.

We performed further Gene Ontology analysis on the bulk RNA sequencing dataset to determine which signaling pathways were significantly different and found that the TGF-β and transmembrane serine/threonine kinase signaling pathways are significantly variable between early G1 and late G1 (Fig. 5e). These two pathways contain many genes in the TGF-β and BMP signaling pathways that are differentially regulated in early G1 vs. late G1 (Fig. 5f). Of note, although the most enriched cell signaling pathway is NF-kB, we chose to focus on TGF/BMP signaling because similar GO terms identifying the TGF-β and BMP signaling pathways were also found in the P6 FUCCI retinal endothelial cell bulk RNA sequencing dataset, and these pathways were previously implicated in arterial–venous network formation^8,9,29,30,41^. Furthermore, via Western Blot analysis of endothelial cells in early G1 and late G1, we also found that the protein expression of some TGF-β signaling components (phospho-SMAD3 and TGFBR1) are increased in late G1 (Fig. 5g, h), suggesting that TGF-β signaling may be more active in late G1 and less active in early G1. We found no differences in noncanonical TGF-β signaling through ERK1/2 or AKT between cell cycle states or after TGF-β1/BMP4 stimulation using ligand concentrations that did not affect cell cycle state (Supplementary Fig. 5a–g). Thus, these results suggest that canonical SMAD-mediated TGF-β and BMP signaling may be differentially regulated in distinct endothelial cell cycle states, which could then enable arterial vs. venous gene induction after TGF-β or BMP stimulation, respectively. However, these RNA sequencing results do not identify directionality of the interconnected TGF-β and BMP signaling pathways in different cell cycle states, which required additional functional testing using HUVEC-FUCCI and TGF-β1/BMP4 stimulation, discussed below.

### Cell cycle regulation of arterial–venous fate

We then examined whether TGF-β and BMP signaling are activated in endothelial cells in distinct cell cycle states. The key signaling proteins for the TGF-β/BMP signaling pathways are SMAD proteins^42^. SMAD4 serves as the intermediate co-activator, where TGF-β1 induces SMAD2/3 binding to SMAD4 and BMP4 induces SMAD1/5 binding to SMAD4^43^, and these transcription factor complexes function to promote gene expression (Fig. 6a). Using HUVEC-FUCCI, we FACS-isolated endothelial cells in early G1 and late G1 states and performed SMAD4 co-immunoprecipitation. We found that TGF-β1 (1 ng/ml for 2 h) induces greater SMAD2/3 binding to SMAD4 in late G1 state, while BMP4 (5 ng/ml for 2 h) induces greater SMAD1/5 binding to SMAD4 in early G1 state (Fig. 6b, c). Thus, BMP and TGF-β signaling appear to be differentially active in early G1 vs. late G1, respectively.

**Fig. 6:**
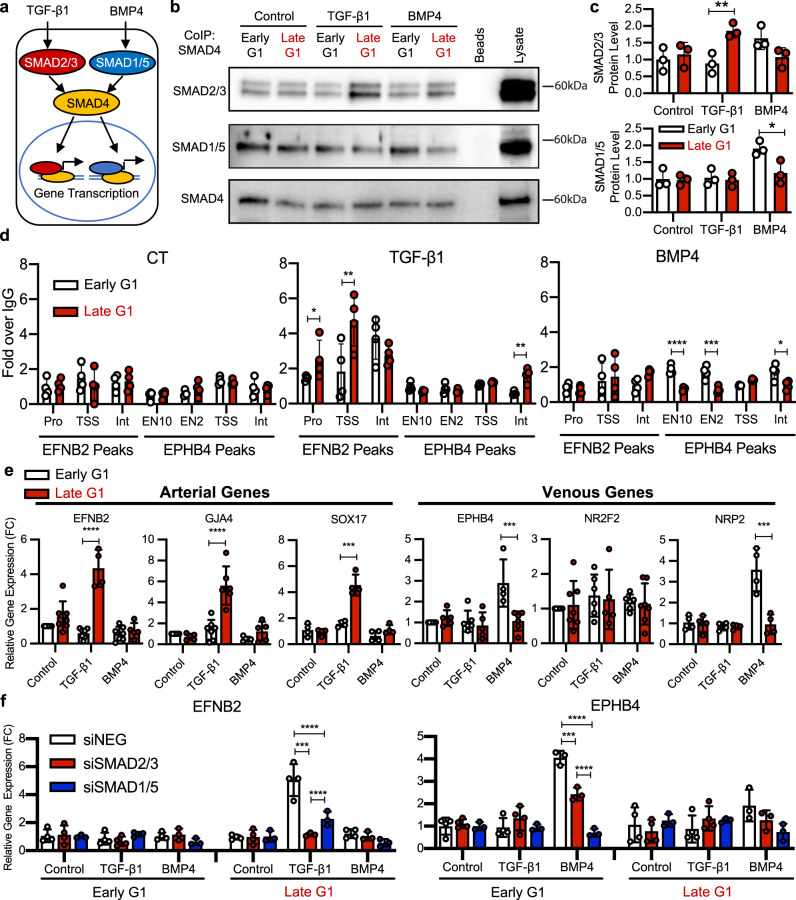
Endothelial cell cycle-dependent arterial–venous specification via TGF-β/BMP signaling. **a** Schematic of the TGF-β/BMP signaling pathway. **b**, **c** Representative Western Blot and quantification (mean +/− SD, *n* = 3) for SMAD proteins of lysates from SMAD4 co-immunoprecipitation after TGF-β1/BMP4-treated early G1 and late G1 HUVEC-FUCCI. **d** qRT-PCR analysis of DNA regions near EFNB2 and EPHB4 binding to SMAD4 complexes by chromatin-immunoprecipitation (mean +/− SD, *n* = 4). **e** TGF-β1/BMP4 induction of arterial and venous genes in early G1 and late G1 HUVEC-FUCCI (mean +/− SD, *n* = 4–6). **f** TGF-β1/BMP4 induction of EFNB2 and EPHB4 after NEG, SMAD2/3, or SMAD1/5 siRNA knockdown in early G1 and late G1 (mean +/− SD, *n* = 4). Source data are provided as a Source data file. Statistical comparison of means by two-way ANOVA post hoc Tukey, represented *p*-values as * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001.

To investigate whether their downstream target genes are differentially susceptible to SMAD4 transcription factor binding in endothelial cells in distinct cell cycle states, we first performed ATAC-Sequencing to determine whether, in different cell cycle states, there is differential regulation of chromatin availability near arterial–venous genes and in enhancer regions for arterial–venous genes (Supplementary Data 6). Surprisingly, we found no significant differences in the size or location of the open chromatin regions near known arterial–venous genes, including *EFNB2* and *EPHB4*, and known enhancer regions for arterial–venous genes^9,44^ (Supplementary Fig. 6a–c). Instead, Gene Ontology analysis of the variable open chromatin peaks between early G1 and late G1 showed an enrichment of cell cycle-related genes (Supplementary Table 4). We then performed SMAD4 chromatin immunoprecipitation PCR to quantify SMAD4 transcription factor binding to their specific ATAC-seq peaks in HUVEC-FUCCI in early G1 and late G1 states, in response to TGF-β or BMP stimulation. We found that TGF-β1 (1 ng/ml for 4 h) induces more SMAD4 binding to ATAC-Seq peaks near the EFNB2 promoter and transcriptional start site in late G1 cells, while BMP4 (5 ng/ml for 4 hr) induces more SMAD4 binding to ATAC-Seq peaks near the EPHB4 enhancer and intron peaks (Fig. 6d) and the NRP2 + 26 K enhancer peak in early G1 (Supplementary Fig. 6d), with negative control chromatin regions showing no binding (Supplementary Fig. 6d). These enhancer peaks in EPHB4 (EN10 and EN2) have recently been shown to be SMAD1/5 responsive^9^. SMAD4 binding to some enhancer regions does not appear to be dependent on cell cycle, suggesting that other mechanisms may be working to control gene expression along with cell cycle state in these regions.

To further test whether BMP4 and TGF-β1 signaling promote venous vs. arterial gene expression in distinct cell cycle states, we treated HUVEC-FUCCI cells that were FACS-isolated into early G1 or late G1 states with TGF-β1 or BMP4 for 8 h (a time frame in which either treatment does not change endothelial cell cycle state, Supplementary Fig. 5c), and measured changes in mRNA expression via qPCR. We found that TGF-β1 does not induce venous gene expression in any condition, and induces arterial genes (*EFNB2*, *GJA4*, and *SOX17*) only in endothelial cells in late G1 state. Conversely, BMP4 induces venous genes *EPHB4* and *NRP2* only in endothelial cells in early G1 state (Fig. 6e). To determine if these effects were unique to HUVEC, we performed similar studies using Human Arterial Endothelial Cells expressing the FUCCI reporter (HAEC-FUCCI). We found similar results; that is, TGF-β1 induces *EFNB2* only in HAEC-FUCCI in late G1 state, and BMP4 induces *EPHB4* only in HAEC-FUCCI in early G1 state (Supplementary Fig. 7). Thus, our studies suggest that cell cycle state-mediated activation of the TGF-β and BMP signaling pathways enables differential regulation of arterial and venous genes, respectively.

Finally, we performed knockdown experiments of *SMAD* genes to determine the requirement for SMAD signaling in TGF-β1- and BMP4-induced arterial–venous gene expression. Transfection of siRNA yielded >80% knockdown of targeted *SMAD* genes. We found that siRNA-mediated knockdown of *SMAD2/3* prevents TGF-β1-induced *EFNB2* gene induction in late G1, and knockdown of *SMAD1/5* prevents BMP4-induced *EPHB4* gene induction in early G1 (Fig. 6f). Also, although we observed lower TGF-β1-induced *EFNB2* expression in the *siSMAD1/5* treated cells and lower BMP4-induced *EPHB4* in the *siSMAD2/3* treated cells, these results are not unexpected as these signaling pathways are highly interdependent, with crosstalk among signaling components^45^. Nonetheless, our results suggest that late G1 state is required for TGF-β1-mediated arterial gene induction through SMAD2/3, and early G1 state is required for BMP4-mediated venous gene induction through SMAD1/5 in endothelial cells.

### Prevention of arterial–venous fate defects

To investigate the role of endothelial cell cycle state in arterial–venous specification in vivo, we tested whether pharmacological manipulation of cell cycle state could prevent arterial–venous specification defects that have been associated with endothelial cell hyperproliferation. We used Connexin (Cx)37-deficient mice (Cx37-KO) in which we previously found endothelial cell hyperproliferation, downregulated cell cycle inhibitor p27 (Cdkn1b), disrupted retinal vascular plexus remodeling and impaired arterial blood vessel maturation^2^. p27 induces G1 arrest in cells by interacting with and inhibiting the Cyclin D-CDK4 and Cyclin E-CDK2 complexes^46,47^, which normally function to promote G1-to-S transition^48^.

Cell cycle state can be regulated through pharmacological inhibition of CDK proteins. Specifically, we previously found that CDK4/6i (Palbociclib, PD-0332991) reduces active cycling (S/G2/M) and promotes growth arrest^2^. Therefore, we treated Cx37-KO mice with CDK4/6i during early retinal vascular development (P2-4) and assessed its impact on vascular remodeling and arterial–venous specification at P6 (Fig. 7a). We found that the vascular hyper-density and arterial maturation defects (indicated by reduced αSMA coverage) observed in P6 retinas of Cx37-KO mice are both prevented with CDK4/6i treatment (Fig. 7b–d). In addition, we found that endothelial cells in Cx37-KO retinal vasculature exhibited reduced expression of Nrp2 (venous identity^49,50^), and reduced expression of Sox17 in arterial branches (early arterial identity^50,51^). Treatment of Cx37-KO mice with CDK4/6i prevented these defects in arterial–venous endothelial cell development (Fig. 7e–h) and did not significantly affect Cx37-KO mouse growth/weight (Supplementary Fig. 8a). These results suggest that CDK4/6i treatment prevented the arterial–venous specification defects observed in the Cx37-KO retinal vasculature.

**Fig. 7:**
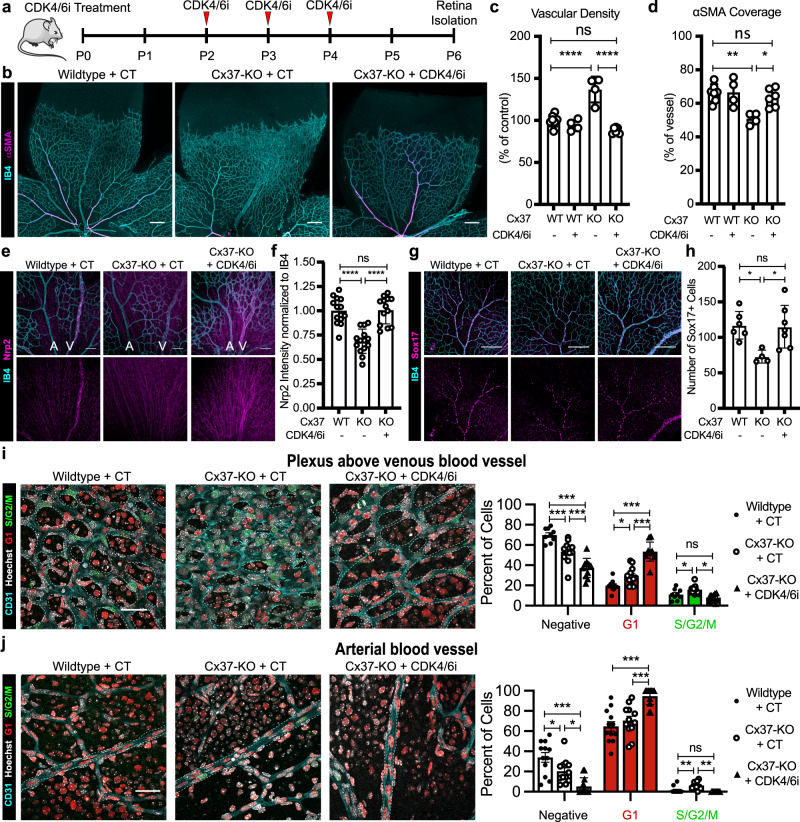
Rescue of arterial–venous development defects with pharmacological CDK4/6 inhibition. **a** CDK4/6i treatment timeline. **b** Representative confocal images of P6 retinas from WT, Cx37-KO, and Cx37-KO + CDK4/6i treated immunostained with IB4 and anti-αSMA (scale bars = 200 μm), quantified for: **c** vascular density (mean +/− SD), **d** αSMA vascular coverage (mean +/− SD). **e** P6 retinas from WT, Cx37-KO, and Cx37-KO + CDK4/6i treated mice immunostained with anti-Nrp2 and IB4 (scale bar = 150 μm). **f** Quantification of Nrp2 intensity in retinal veins and arteries normalized to IB4 intensity (mean +/− SD). **g** P6 retinas from WT, Cx37-KO, and Cx37-KO + CDK4/6i treated mice immunostained with anti-Sox17 and IB4 (scale bar = 150 μm). **h** Quantification of Sox17+ cells in retinal arterial branches (mean +/− SD). **i**, **j** (left panels) Representative confocal images of P6 retina from R26p-FUCCI2, R26p-FUCCI2 + Cx37-KO, and R26p-FUCCI2 + Cx37-KO + CDK4/6i treatment immunostained with IB4 and Hoechst (scale bars = 50 μm). Vessels outlined in dotted white lines, cell cycle state highlighted with colored stars. (right panels) Quantifications of cell cycle states in plexi above venous blood vessels and arterial blood vessels (mean +/− SEM). Source data are provided as a Source Data file. Statistical comparison of means by one-way ANOVA post hoc Tukey (**c**, **d**, **f**, **h**) or two-way ANOVA post hoc Tukey (**i**, **j**), represented *p*-values as * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001.

We then investigated developing retinal endothelial cell cycle state in Cx37-KO mice by crossing Cx37^−/−^ mice^52^ with R26p-FUCCI2 mice^53^ that globally express the FUCCI construct to generate Cx37^−/−^;R26p-FUCCI2 mice. We compared Cx37-KO mice to wild-type controls, as well as the effects of CDK4/6i treatment on endothelial cell cycle state during vascular remodeling. Firstly, we found that, in Cx37-KO mice compared to wild-type controls, a higher proportion of endothelial cells in arterial branches and plexi above the venous branches are actively cycling (S/G2/M), and a lower proportion of endothelial cells in the venous branch and the plexi above arterial and venous blood vessels are FUCCI-Negative (Fig. 7i, j and Supplementary Fig. 8b, c). Interestingly, a higher proportion of endothelial cells in the plexi above the venous and arterial branches are also in FUCCI-Red G1.

When Cx37^−/−^;R26p-FUCCI2 mice were treated with the CDK4/6i, they exhibited an increased proportion of endothelial cells in the remodeling plexi above the venous blood vessels in FUCCI-Red G1 state and a reduced proportion in FUCCI-Negative and S/G2/M states (Fig. 7i). In the arterial blood vessels, we also found significantly more endothelial cells in FUCCI-Red G1 after CDK4/6i treatment and fewer endothelial cells in S/G2/M and FUCCI-Negative states (Fig. 7j). We did not observe large changes in the cell cycle state of endothelial cells within venous branches themselves or the plexi above the arterial blood vessels (Supplementary Fig. 8b, c). We further confirmed that CDK4/6i treatment results in reduced endothelial cell proliferation assessed by EdU incorporation (Supplementary Fig. 8d). Although we did not observe a reduction in FUCCI-Red G1 state between wild-type and Cx37-KO retinal endothelial cells, CDK4/6i treatment of Cx37-KO mice resulted in a greater proportion of endothelial cells in FUCCI-Red G1 within arteries and the plexi above veins (Fig. 7i, j). Thus, we found that the CDK4/6i-induced increased retinal endothelial cells in FUCCI-Red G1 and reduction in S/G2/M in the Cx37-KO mice is sufficient to prevent their defects in arterial–venous development and vascular remodeling.

## Discussion

These studies reveal that arterial and venous endothelial cells reside in different cell cycle states during development and in adulthood. Endothelial cells in venous branches are predominantly FUCCI-Negative and endothelial cells in arterial branches predominantly express the FUCCI-Red reporter which, in the FUCCI2a mice that we employ, is expressed by cells in G1 and G0^10,12^. The FUCCI-Negative cells are thought to be in an earlier stage of G1^10^, which is supported by other in vivo studies^54–56^, and our transcriptomic analyses of developing FUCCI-expressing retinal endothelial cells. However, in other studies, the FUCCI-negative state is interpreted to represent “early G1/G0” in vivo^57,58^; thus, the FUCCI reporter read-out may be context-dependent and/or have technical limitations. Nonetheless, our in vivo studies of retinal vascular development demonstrate associations between FUCCI-Negative retinal endothelial cells, venous phenotype, and BMP signaling, as well as FUCCI-Red retinal endothelial cells, arterial phenotype, and TGF-β signaling. These effects may be mediated via the activation of distinct signaling pathways that differentially regulate endothelial cell cycle state. For example, previous studies showed arterial shear stress activates Notch signaling to promote p27-mediated G1 arrest that enables arterial gene expression^2^. However, given that endothelial cell growth arrest can be induced by other microenvironmental factors^4^, there are likely multiple interactive pathways that regulate endothelial cell cycle state in vivo.

Our mechanistic studies, performed in a validated HUVEC-FUCCI model, are the first to identify a molecular link between cell cycle state and propensity for endothelial cell fate, and they provide a framework that integrates other observations in the field. For example, TGF-β and BMP signaling have been implicated in the regulation of arterial–venous gene expression^9,29^ and their dysregulation can lead to arterial–venous malformations^31,32^; however, it was not clear how these pathways could be coordinated in close proximity to establish an arterial–venous network. Our findings show that the early G1 state will license endothelial cells to be permissive for BMP signaling and thereby allow venous specification. In contrast, late G1 state is more permissive for TGF-β signaling that promotes arterial specification. Thus, these studies provide a paradigm of arterial vs. venous phenotypic specialization that involves cell cycle-mediated control of distinct signaling pathways that serve to enable arterial vs. venous patterns of gene expression.

Our findings are also consistent with recent publications suggesting that endothelial cells with a Tip cell phenotype can acquire an arterial phenotype and contribute to arterial vessel development^16,17^. Analysis of the FUCCI-expressing P6 retinal vasculature revealed no Tip cells in S/G2/M phases of cell cycle, and a higher percentage in FUCCI-Red G1 compared to surrounding cells. Our mechanistic results suggest that the Tip cells will be more permissive for signals that promote arterial specification. The fact that Tip cell growth arrest was found to be mediated via Notch signaling^59^ is also consistent with our previous studies showing that shear stress-activated Notch signaling promotes arterial specification through p27-mediated growth arrest^2^.

Other recent studies have highlighted the importance of cell cycle regulation in endothelial cell differentiation. Coronary artery development is impaired when cell cycle control is disrupted by overexpression of Nr2f2 to promote proliferation in the progenitor endothelial cells coming from the sinus venosus^3^. In addition, we previously found that p27-mediated cell cycle arrest is also required for endothelial cells to undergo hemogenic specification during definitive hematopoiesis^60^, and retinoic acid promotes early G1 arrest in human endothelial cells in vitro to enable hemogenic specification^61^. Thus, regulation of cell cycle state may be required to enable the phenotypic specialization of all endothelial cell subtypes.

Our unbiased sequencing studies enabled a broader view of the relationship between endothelial cell cycle state and phenotype. However, the FUCCI reporter limits our analysis to discrete cell cycle states, but endothelial cell phenotype during development and in the adult vasculature has been shown to exist in a continuum between arterial and venous phenotypes^3,25–27^. Furthermore, endothelial cells within the same blood vessel can show remarkable heterogeneity both in phenotype and in the response to injury^25,62–64^. This endothelial cell heterogeneity may extend to cell cycle status and explain why we did not find complete distinction of FUCCI cell cycle states in arteries vs. veins. In support of this idea, analysis of the scRNA sequencing dataset, based on “cell cycle scores” obtained from bulk RNA sequencing of endothelial cells expressing different FUCCI reporters, showed trends in cell cycle states associated with phenotypic changes.

Interestingly, the scRNA sequencing results showed that known venous genes are not as highly enriched compared to arterial genes during retinal vascular development. This may highlight a difference in timing between arterial and venous specification and maturation. In addition, the FUCCI-Negative scoring was not as well defined as the FUCCI-Red G1 scoring. However, investigating cell cycle scoring and arterial–venous scoring at the single-cell level showed significant associations. That is, endothelial cells with increasing FUCCI-Red G1 scores exhibited reduced venous gene expression and greater arterial gene expression. These results suggest that endothelial cell phenotypes within the arterial–venous continuum also exhibit a continuum of cell cycle states.

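For each gene of Supplementary Table 2, CPM in the Venous or Arterial cluster was divided by CPM in all other labelled cells of the library. At P6 the 17 arterial genes had a median ratio of 6.29 and all were above 1, 16 of them beyond counting error, from 1.40 for *Fbln1* to 502 for *Gkn3* (123 to 4415, with only 2 UMIs in the other cells). The 13 venous genes had a median ratio of 1.08, 9 were above 1, 2 of them beyond counting error, with *Ctla2a* highest at 1.68 and *Bgn* at 1.36. The Venous cluster held few cells at P6 and stood out more in interferon-induced genes than in these. At P15, where the Venous cluster had 2 labelled cells and gives no median, the arterial median was 4.06, with 14 of 17 genes above 1. With predicted labels, 10 P15 Venous cells gave a venous median of 0.784, with 5 of 13 genes above 1. Beyond counting error, 2 of these genes were above 1 and 2 below. The prediction recovered 0 of the 2 labelled P15 Venous cells, so this median is uncertain. Adding the Cap-Venous and Cap-Arterial cells moved the P15 arterial median most, to 1.99, with a venous median of 1.12. At P6 the same change gave 4.98 and 1.10.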

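At P15, FUCCI-Red G1 means ranged over the clusters with at least 10 labelled cells from 0.140 in Proliferative to 0.264 in Arterial cells, against an SD of 0.0418 over all labelled cells. FUCCI-Negative means ranged from −0.0115 in Arterial to 0.0113 in Capillary cells, against an SD of 0.0175. Within Capillary cells the Negative score had an SD of 0.0245 at P15, larger than that difference between the clusters. At P6 the comparison went the other way. Negative means there ranged from −0.0254 in Primitive to −0.000492 in Capillary cells, a difference larger than the SD of 0.0206 within Capillary cells. Fewer of the Negative genes were measurable, since 377 of them had integrated values at P6 against 768 of the Red G1 genes.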

The distinction of cell cycle states between the endothelial cells of veins and arteries is maintained into adulthood. Indeed, arterial–venous malformations can be associated with underlying endothelial cell hyperproliferation that may contribute to disruptions in arterial–venous identity^30,49,65,66^. This is of particular interest given that pharmacological cell cycle arrest was found to be sufficient to prevent endothelial cell hyperproliferation and defects in arterial–venous specification in an animal model of dysregulated vascular network formation. These experiments employed the CDK4/6 inhibitor Palbociclib that is FDA approved for the treatment of HR-positive, HER2-negative metastatic breast cancer^67,68^, and is currently being investigated for other forms of cancer^69–71^. Thus, Palbociclib or similar drugs may be beneficial for the treatment of vascular diseases, such as arteriovenous and cerebral cavernous malformations, and they may also have utility for the control of arterial–venous identity during the creation of arteriovenous fistulas, coronary artery bypass grafting, and vascular procedures.

In summary, our mechanistic studies reveal that endothelial cell cycle state determines propensity for arterial–venous specification (Fig. 8). Early G1 state allows for enhanced induction of venous specification by BMP signaling, and late G1 state enables TGF-β-induced arterial specification. Future studies that address intermediate endothelial cell phenotypes and further investigate mechanisms of cell cycle-dependent regulation of signaling pathways will enable deeper understanding of vascular development and vascular pathologies.

**Fig. 8:**
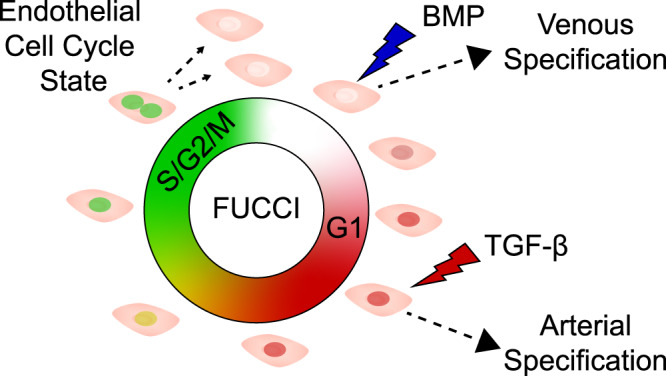
Cell cycle state determines propensity for arterial–venous specification hypothesis. Early G1 state allows for greater induction of venous specification by BMP signaling, while late G1 state allows for greater induction of arterial specification by TGF-β signaling.

## Methods

### Mouse strains

All animal procedures were approved by the Institute for Animal Care and Use Committees at Yale University and the University of Virginia. Animal housing was controlled by Yale and University of Virginia Vivarium Staff, maintaining a 14 h light to 10 h dark cycle, an ambient temperature of 21.5 °C (acceptable range 20–26 °C), and an ambient humidity 40% (acceptable range 30–70%). In this study, R26FUCCI2aR mice^10^ were bred with Cdh5-CreER^T2^ mice^11^ to generate endothelial-specific FUCCI expression after tamoxifen injection. Tamoxifen (Sigma Cat# T5648) was resuspended in 10% EtOH and 90% Corn oil (Sigma Cat# C8267) at 4 mg/mL, and 25 μL was injected per pup. In addition, Gja4−/− (Cx37-KO) mice^52^ were bred with R26p-FUCCI2 mice^53^ to generate FUCCI expression in Cx37-KO mice. All experiments used equal numbers of male and female mice. All mice were on a C57BL6 background.

### Tissue isolation, staining, and quantification

Retinas were isolated from mice, immunostained, and imaged as previously described^2^. Briefly, retinas were carefully dissected from PFA-fixed eyes, immunostained with given antibodies, and imaged using fluorescence confocal microscopy. Embryos were isolated at E9.5, E10.5, and E11.5, femoral arteries and veins were isolated from adult 8-week-old adult mice, and all tissues were fixed by 4% PFA for 2 h, then sectioned by cryosectioning and immunostained similar to retinal staining. All quantification of tissue staining was performed on at least three independent replicate experiments including at least three separate litters. All antibodies are listed in Table S1. For retina imaging, isolated retinas were immunostained for IB4, CD31, Erg1/2/3, or αSMA, with fluorescent secondary antibodies. Stained retinas were imaged by confocal microscopy (Leica SP8). Endothelial cells along arterial branches and venous branches were quantified by Erg1/2/3 expression in the nuclei, and cell cycle was determined by FUCCI expression (FUCCI-Negative by mCherry^-^mVenus^−^; FUCCI-Red G1 by mCherry^+^mVenus^−^; FUCCI-Green S/G2/M by mCherry^−^mVenus^+^). Endothelial cells were isolated through a previously described and published method optimized for purification and viability^72^. Briefly, dissected retinas were digested with Collagenase Type II (1.0 mg/mL, Gibco Cat# 17101015) in DMEM (Gibco Cat# 21013024) and 10% FBS (Gibco Cat# 26140079) for 20 min, washed, stained for anti-CD31 and -CD45 in staining buffer (HBSS with 10% FBS, 20 mM HEPES, 1 mg/mL D-Glucose), then resuspended in FACS buffer (PBS with 1% FBS). FUCCI cell populations were isolated by FACS through a CD31^+^CD45^−^ gating strategy, then by mCherry/mVenus to determine cell cycle. Cells were sorted into RNA lysis buffer, and RNA was purified with RNeasy Micro Kit (Qiagen Cat# 74034). FACS was performed with a BD FACSAria at either the Yale Flow Cytometry Core or the University of Virginia Flow Cytometry Core or a BD FACSMelody. Flow cytometry data analysis was performed with FlowJo, Version 10.6.1.

### Retinal endothelial cell bulk RNA sequencing

Endothelial cells from retinal tissue of P6 R26FUCCI2aR mice of three separate litters were isolated as described above. Single-cell suspensions of endothelial cells were separated by FACS into FUCCI-Green S/G2/M, FUCCI-Negative, and FUCCI-Red G1 populations by gating on mCherry and mVenus channels. Low cell isolation numbers required cDNA amplification for RNA sequencing. RNA preparation and cDNA amplification for Illumina next-generation sequencing was performed with the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara Bio USA, Inc.). Samples were then transferred to the University of Virginia Genome Analysis and Technology Core, which performed cDNA library preparation with the DNA Prep, (M) Tagmentation kit (Illumina Cat #20018704) and sequenced samples with an Illumina NextSeq 500 High Output at 2 × 75 paired-end reads. Three paired biological replicates were sequenced for a total of nine samples. Raw read data was quality-control checked (FastQC, v0.11.9), aligned to mouse genome GRCm38 using Kallisto v0.46.2^73^, and analyzed for total and differential gene expression using Sleuth v0.30.0^74^. Gene Ontology analysis was performed with GAGE v2.40.2^75^.

### Quantitative RT-PCR

Purified RNA was converted to cDNA using the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher Cat# 4368814) and quantified by Power SYBR Green PCR Master Mix (ThermoFisher Cat# 4368577) via qRT-PCR (Applied Biosystems QuantStudio 6). Gene-specific primers are listed in Supplementary Table 3. Relative quantification was determined by the delta-delta-CT method. Quantification was performed in at least three biological replicates for each experiment.

### Single-cell RNA sequencing and bioinformatic analysis of retinal endothelial cells

Endothelial cells from P6 and P15 wild-type mice were isolated as described above, and single-cell suspensions of endothelial cells were selected through FACS of CD31 + CD45− immunostaining. Single-cell RNA sequencing was then performed by the Yale Center for Genomic Analysis, which used around 12,000 cells per sample through the 10x Genomics Drop-Seq platform to generate single-cell barcoded cDNA libraries. Next-generation sequencing of single-cell barcoded cDNA libraries was performed in collaboration with WuXi NextCODE (Boston, MA and Shanghai, China). Single-cell RNA sequencing datasets were analyzed by Seurat v3.0 to filter out cells by high mitochondrial gene expression, low or high gene numbers, and contaminating cell types (Hbb.bt, Neurod1, Cd63). P6 and P15 datasets were integrated by IntegrateData function using SCT normalization. Principal Components that accounted for 90% data variability were used (first 13) to determine UMAP dimensionality reduction, and FindClusters function with resolution of 0.5 was used to determine clusters. 

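Scores were computed here by the same scheme as AddModuleScore, written again in Python on log-normalised values, because the assay that was scored is not named. SCT values of each library, and SCT values integrated over both libraries with 3000 features and 30 dimensions, were computed with Seurat as alternatives. The integrated values covered 14021 genes, among them all 7 TGF and all 3 BMP genes of the methods. With the longer lists given in the results, the random-list percentiles of the Arterial minus Cap-Venous difference at P6 were 99.68 for TGF and 5.89 for BMP.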

The AddModuleScore function was used with specific genes found in the dataset to generate scores: TGF Signaling (Smad3, Tgfbr1, Tgfbr2, Smad6, Acvrl1, Tgfb1, Tgfb2), BMP Signaling (Smad1, Smad5, Bmpr2) and cell cycle scoring with genes enriched in P6 FUCCI retinal endothelial cell bulk RNA sequencing states. In addition, single-cell RNA sequencing datasets were analyzed by PHATE v0.3.0 analysis^33^. The phate function with 3 dimensions was used on all integrated gene expression data obtained from Seurat analysis. The MAGIC v3.0.0 imputation algorithm^76^ was used with parameters *t* = 4 on all expressed genes to account for gene dropout in PHATE analysis. Arterial Score and Venous Score were determined by average relative expression of arterial genes or venous genes after imputation (genes in Supplementary Table 2), and Arterial vs. Venous Score was calculated in each cell by Arterial Score minus Venous Score. Three-dimensional PHATE plots were generated in R using the plot3D function.

### Protein analysis by mass spectrometry

Harvested cells were pelleted and frozen at −80 °C. Each sample was prepared according to protocol using the EasyPep Mini MS Sample Prep Kit (ThermoFisher, A40006) with Halt Phosphatase Inhibitor Cocktail (ThermoFisher, 78420) added to the lysis solution. Preparation of 50 μg of protein per sample was performed according to kit protocol, including reduction and alkylation of cysteines. 10 μg of Pierce Trypsin/Lys-C protease mix was added to each sample and incubated with shaking at 37 °C for 1.5 h, then samples were desalted using C18 spin columns, eluted, and dried via speed vacuum centrifugation. Samples were reconstituted in 50 μL of 0.1% formic acid for a final concentration of 1 μg/μL. The resulting peptides were analyzed by nanoLC-MS/MS using a Dionex Ultimate 3000 (Thermo Fisher Scientific, Bremen, Germany) coupled to an Orbitrap Eclipse Tribrid mass spectrometer (Thermo Fisher Scientific, Bremen, Germany). 5 μL of each sample was loaded onto an Acclaim PepMap 100 column (75 μm × 25 cm, 3 μm C18) equilibrated in 94% solvent A (0.1% formic acid in water) and 4% solvent B (80% acetonitrile in 0.1% formic acid). The peptides were eluted at 300 nL/min using the following gradient: 4% B from 0 to 5 min, 4–10% B from 5 to 10 min, 10–35% B from 10 to 100 min, 35–55% B from 100 to 120 min and 55–90% B from 120 to 121 min. The samples were run in triplicate with three blank gradients in between each sample. The Orbitrap Eclipse was operated in positive ion mode with 1.9 kV at the spray source, RF lens at 30% and data-dependent MS/MS acquisition with XCalibur software. Positive ion Full MS scans were acquired in the Orbitrap from 375 to 1500 *m*/*z* with 120,000 resolution. Data-dependent selection of precursor ions was performed in Cycle Time mode, with 3 s in between Master Scans, using an intensity threshold of 1e4 ion counts and applying dynamic exclusion (*n* = 2 scans within 30 seconds for an exclusion duration of 60 s and +/−10 ppm mass tolerance). Monoisotopic peak determination was applied and charge states 2–7 were included for HCD/ETD toggle scans (quadrupole isolation mode; 1.6 *m*/*z* isolation window). The resulting fragments were detected in the ion trap with Rapid scan rate setting and standard AGC target. Proteome Discoverer (PD) software (version 2.4.0.305 Thermo Fisher Scientific, city) was used to perform database searches of raw files. Data files were searched against the gencode.v36.pc_translations protein database with sequences for mKO2 and mAG proteins manually added to the fasta file. The Sequest HT search algorithm was used, with precursor and fragment mass tolerances set to 10ppm and 0.6 Da, respectively. The enzyme specificity was set to trypsin (full) with up to two missed cleavages allowed. Carbamidomethyl on C was used as a static modification and oxidation on M and phosphorylation on S,T,Y were considered as variable modifications on amino acids. Strict parsimony settings were used for protein grouping, false discovery rates for peptide spectrum match and protein were set to 0.01 and determined using the Percolator node of PD with decoy database search. The Minora Feature Detector node and Precursor Ions Quantifier node were used to perform relative quantitation with default settings. Only high confidence peptide spectrum matches were considered with the Minora Feature Detector. For Quan Rollup and Hypothesis Testing, summed abundances were used for protein abundance calculations, using a pairwise ratio and ANOVA (individual proteins) for hypothesis testing.

### Generation of HUVEC-FUCCI and HAEC-FUCCI

Primary Human Umbilical Vein Endothelial Cells (HUVEC) were obtained from the Yale Vascular Biology and Therapeutics Core. Human Aortic Endothelial Cells (HAEC) were purchased (Lonza, Cat# CC-2535). Endothelial cells were passaged in Endothelial Cell Growth Medium (PromoCell Cat# C-22010) and experiments were performed in EGM-2 (Lonza Cat# CC-3162). Experiments used cells between passage 4 and 8. HUVEC and HAEC were infected with lentivirus generated with HEK293T cells infected with the Fast-FUCCI plasmid^15^; pBOB-EF1-FastFUCCI-Puro was a gift from Kevin Brindle & Duncan Jodrell (Addgene plasmid # 86849). Cells were selected and passaged in Puromycin (1 μg/mL, Sigma P9620). Live-cell imaging of HUVEC-FUCCI was performed over 48 h by fluorescent and brightfield microscopy (Leica DMi8 inverted research microscope with Lumencor Spectra X LED light source and Thunder deconvolution software) while cells were grown in an environmental control unit maintaining 37 °C, 90% humidity and 5% CO_2_ (Okolab).

### FACS of HUVEC-FUCCI

Sorting of HUVEC-FUCCI into cell cycle states was performed by lifting subconfluent cells from cell culture with Accutase (Sigma Cat# A6964) or 0.25% Trypsin-EDTA (Gibco Cat# 25200056), washing cells and resuspending in FACS buffer. Fluorescent levels of mCherry and mVenus were used to determine cell cycle state. Cells were either sorted by FACS with a BD FACSAria or BD FACSMelody, or analyzed by flow cytometry with a BD LSRII (BD Biosciences). Quantification performed on at least *n* = 3 biological replicates.

### HUVEC-FUCCI bulk RNA sequencing and data analysis

RNA from HUVEC-FUCCI sorted into different cell cycle states (*n* = 3 biological replicates) was purified and submitted for next-generation transcriptome sequencing to the Yale Center for Genomic Analysis (Illumina HiSeq4000). Raw read data was quality-control checked (FastQC, Version 0.11.9), aligned to human genome hg38 using Kallisto v0.46.2^73^, and analyzed for total and differential gene expression using Sleuth v0.30.0^74^. Gene Ontology analysis was performed with GAGE v2.40.2^75^.

### Western blot analysis

Protein was isolated from cells using RIPA Buffer (Sigma Cat# R0278) or sorted directly into Laemmli Buffer (BioRad Cat# 1610747). Western blot analysis was performed using the Criterion Vertical Electrophoresis Cell (BioRad Cat# 1656020) with 4–15% Criterion Tris-HCl Protein Gels (BioRad Cat# 3450028) and imaged with the Azure Biosystems c300. Western blots were quantified by ImageJ densitometry analysis.

### TGF-β1/BMP4 ligand induction

Subconfluent, HUVEC-FUCCI were lifted and sorted into early G1 and late G1 cell cycle states, then seeded at 5 × 10^4^ cells per well into 6-well plates. Cells were left to attach to the plate for 1 h in a 37 °C, 5% CO_2_ incubator, then media was changed with new media supplemented with control, TGF-β1 (1 ng/mL, R&D Systems Cat# 240-B) or BMP4 (5 ng/mL, R&D Systems Cat# 314-BP). These concentrations were optimized for gene induction without affecting cell cycle state (Supplemental Fig. 5c). For co-immunoprecipitation experiments, cells were incubated in ligands for 2 h, then SMAD4 complexes were isolated using the Pierce Co-Immunoprecipitation Kit (ThermoFisher Cat# 26149) per manufacturer’s instructions. For chromatin immunoprecipitation experiments, cells were incubated in ligands for 4 h, then SMAD4-DNA complexes were isolated using the High-Sensitivity ChIP Kit (AbCam Cat# ab185913), per manufacturer’s instructions. For gene induction experiments, cells were incubated in ligands for 8 h, then RNA lysate was collected and qRT-PCR was performed.

### HUVEC-FUCCI ATAC-sequencing and data analysis

Subconfluent, HUVEC-FUCCI were lifted and sorted into early G1 and late G1 cell cycle states, then immediately collected for ATAC-sequencing analysis (*n* = 4 biological replicates). Library preparation was performed as previously described^77^. Briefly, cells were pelleted by 13,000 rpm for 1.5 min in a tabletop centrifuge, cells were resuspended in 50 μL Transposase Reaction Mix (25 μL 2x TD Buffer, 2.5 μL Transposase Enzyme from Illumina Nextera Cat# FC121-1030, 22 μL nuclease-free water, 0.5 μL 0.1% digitonin) and incubated for 30 min at 37 °C, then DNA was purified using a QIAGEN MinElute PCR Purification Kit (Cat# 28004), amplified using KAPA HiFi HotStart ReadyMix PCR kit, and sequenced tagged primers according to the published protocol, then amplified DNA was purified using AMPure Beads (Beckman Coulter Cat# A63880). Sequencing was performed at the Yale Center for Genomic Analysis (Illumina HiSeq4000). Raw read data was quality controlled with FastQC v0.11.9 (Babraham Bioinformatics), filtered and trimmed with Trimmomatic v0.33^78^, then peaks were called with MACS2 v2.2.7.1^79^, and differential peak analysis was performed with HOMER v4.11 (UCSD).

### Transfection of siRNA

HUVEC-FUCCI were transfected with ThermoFisher Silencer Select siRNA targeting SMAD1 (Cat# s8394), SMAD2 (Cat# s8397), SMAD3 (Cat# s8400), SMAD5 (Cat# s8406), or Negative Control (Cat# 4390843). RNAiMAX Lipofectamine (ThermoFisher Cat# 13778075) was used to package and transfect siRNA into HUVEC-FUCCI, per manufacturer’s instructions. After 48 h, HUVEC-FUCCI were lifted and sorted by FACS into early G1 or late G1, then induced with ligand, as described above.

### Cdk4/6 inhibitor administration in mice

Cdk4/6 inhibition in mice was performed by resuspending Palbociclib (Sigma-Aldrich Cat# PZ0383) in 50 mM Sodium lactate (Sigma Cat# L7022) at 12 mg/mL, then administered to pups at P3, P4, and P5 by oral gavage. Retinas were isolated at P6. EdU incorporation assay was performed using the Click-It EdU Cell Proliferation Kit (ThermoFisher Cat# C10340) per manufacturer’s instructions, with EdU injection into mice 5 h before euthanasia at P6.

### Statistics and reproducibility

Unless otherwise indicated, statistical analysis was performed using either a standard two-tail Student’s *t*-test or a two-way ANOVA test followed by a Tukey’s multiple comparison corrected post hoc test. All statistical analysis of mass spectrometry protein analysis, RNA sequencing and ATAC sequencing datasets was performed through computational analysis packages, which incorporate statistical corrections for large datasets. All experiments were repeated independently with similar results at least three times. Specifically, retinal vascular imaging from Cdh5CreER^T2^;R26FUCCI2aR mice at P6 and P15 was repeated in six litters with similar results, as well as repeated in the R26p-FUCCI2 mice with similar results. Imaging of HUVEC-FUCCI was repeated three times, as well as analyzed with time-lapse imaging. Retinal vascular imaging from Cx37-KO mice with CDK4/6i treatment was repeated four times.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

Source data are provided as a Source data file. The bulk RNA sequencing datasets generated in this study have been deposited in the NCBI GEO database under accession code GSE211658. The single-cell RNA sequencing dataset of P6 and P15 retinal endothelial cells generated in this study has been deposited in the NCBI GEO database under accession code GSE169039. Proteomics datasets generated in this study have been deposited in the PRIDE database under accession code PXD036326. The bulk ATAC sequencing datasets generated in this study have been deposited in the NCBI GEO database under accession code GSE221958. Code used to analyze datasets was generated from standard vignettes and is available from the corresponding author on reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Endothelial cell cycle state determines propensity for arterial-venous fate
**Source:** Nat Commun. 2022 Oct 6;13:5891. doi: 10.1038/s41467-022-33324-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1

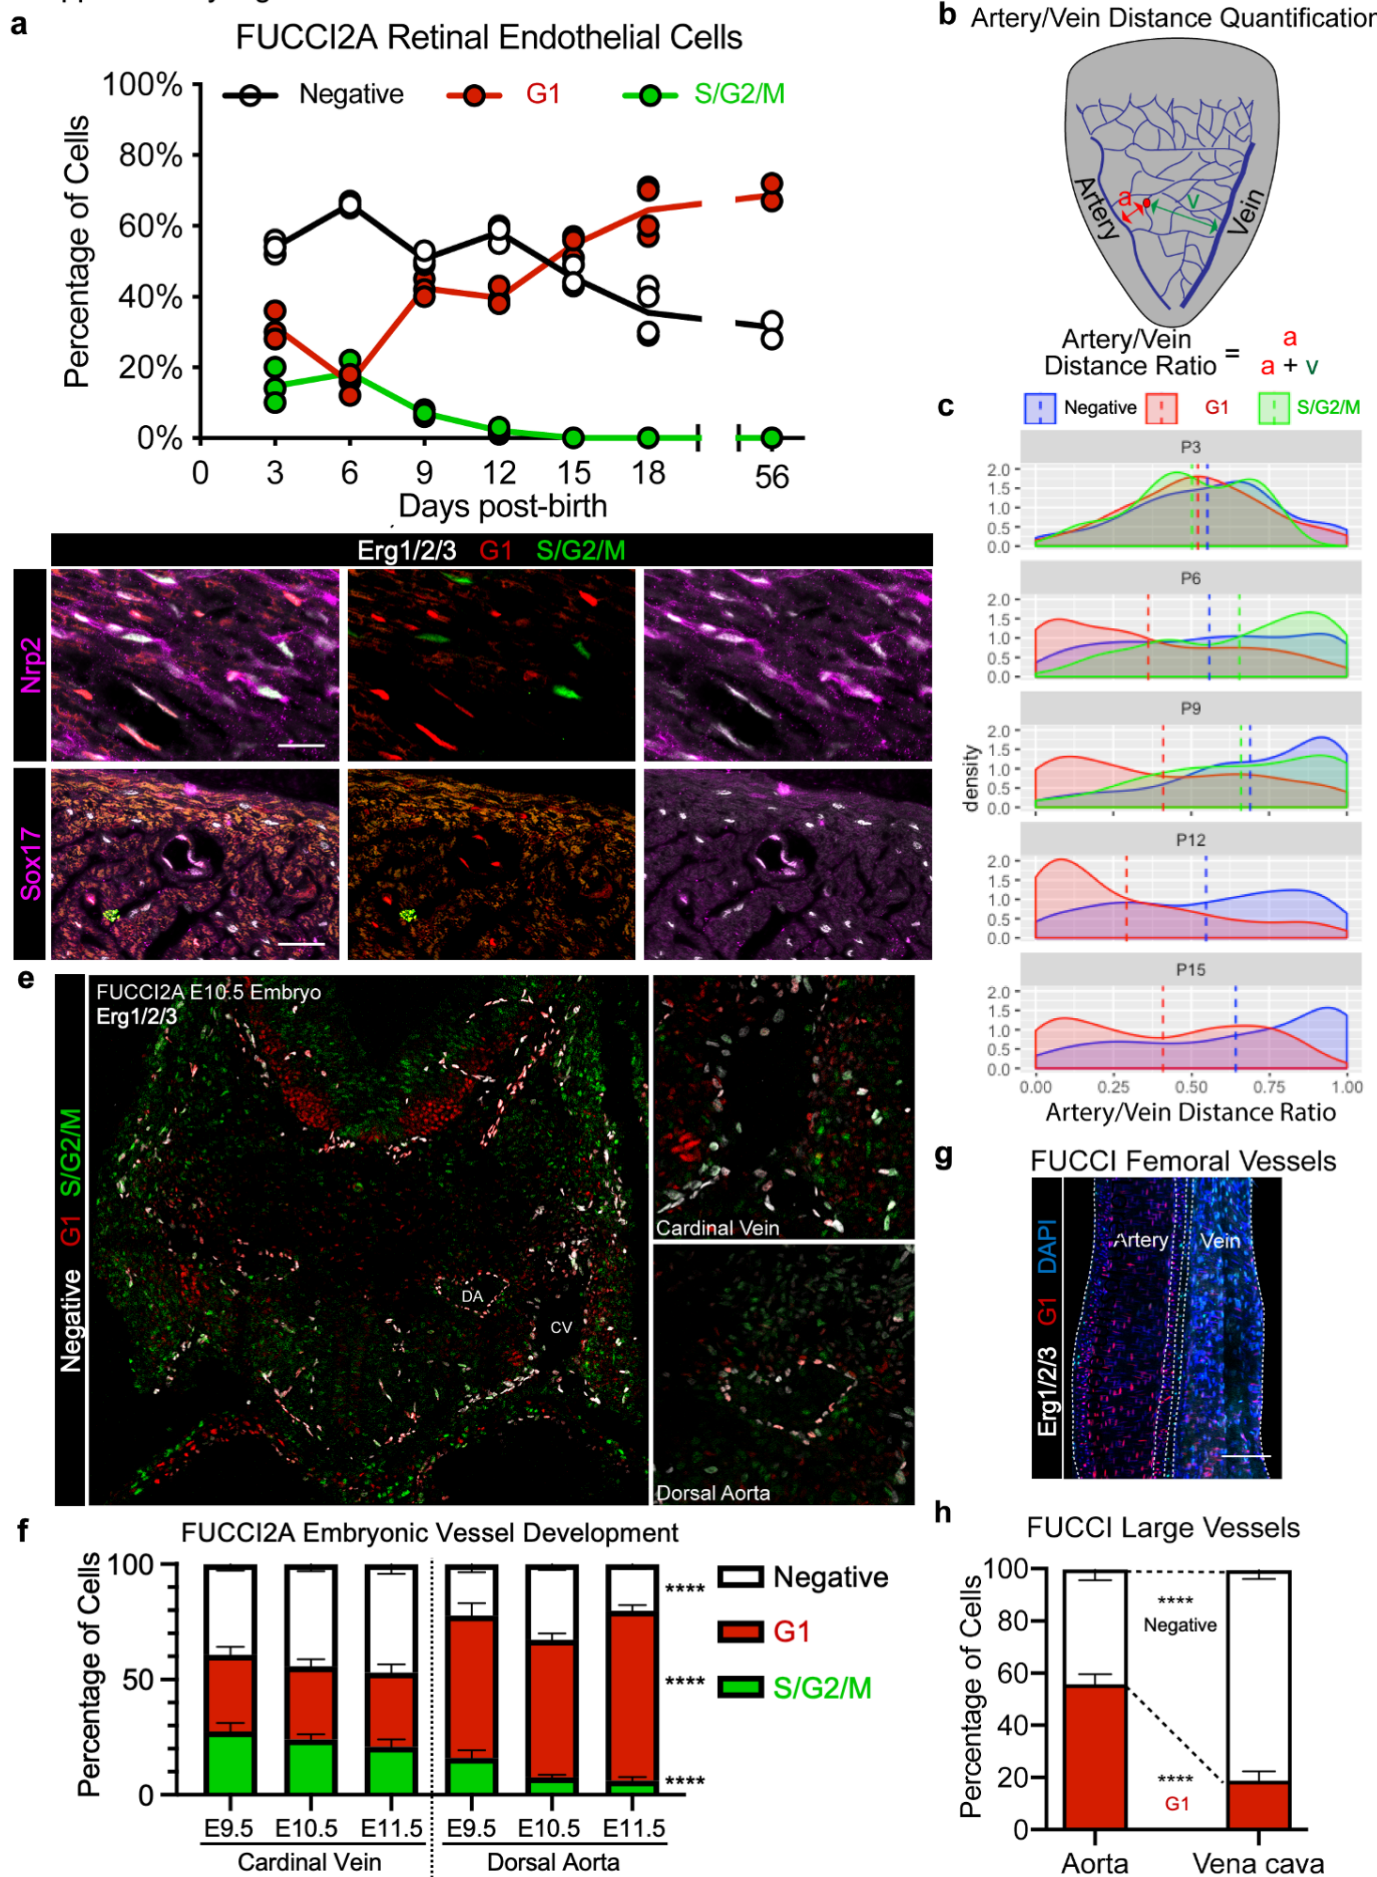

**Supplementary Figure 1. Endothelial Cell Cycle State during Retinal Vascular Development.** **a**, Cell cycle state of R26FUCCI2aR mouse retinal endothelial cells (experiment independently repeated three times). **b**, Overview of Artery/Vein Distance Ratio determination showing ratio calculated by shortest distance from cell to artery and divided by shortest distance to artery plus shortest distance to vein. **c**, Probability density of Artery/Vein Distance Ratio for FUCCI cell cycle states in retinal endothelial cells. **d**, Representative images of heart tissue sections from P6 Cdh5-Cre;R26FUCCI2aR mice immunostained with anti-Erg1/2/3 and (top panels) anti-Nrp2 or (bottom panels) anti-Sox17 (scale bars = 25  $\mu$ m) **e**, Representative image of FUCCI2A E10.5 Embryo with magnified Cardinal Vein and Dorsal Aorta (experiment independently repeated four times using 3-4 embryos each experiment). **f**, Quantification of endothelial cells in FUCCI cell cycle states in the Cardinal Vein and Dorsal Aorta over E9.5, E10.5 and E11.5 (mean  $\pm$  SD, n = 12-15, p-values calculated by two-way ANOVA for Negative, G1 and S/G2/M). Endothelial cell cycle state in adult vessels shown by **g**, confocal z-stack imaged femoral vessels (experiment independently repeated three times), and **h**, quantified aorta and vena cava endothelial cells (mean  $\pm$  SD, n = 5, p-values calculated by two-way ANOVA post-hoc Tukey). Source data are provided as a Source Data file. Sample numbers derived from biological replicates of mice. Represented p-values as \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, \*\*\*\* < 0.0001.

Supplementary Figure 2

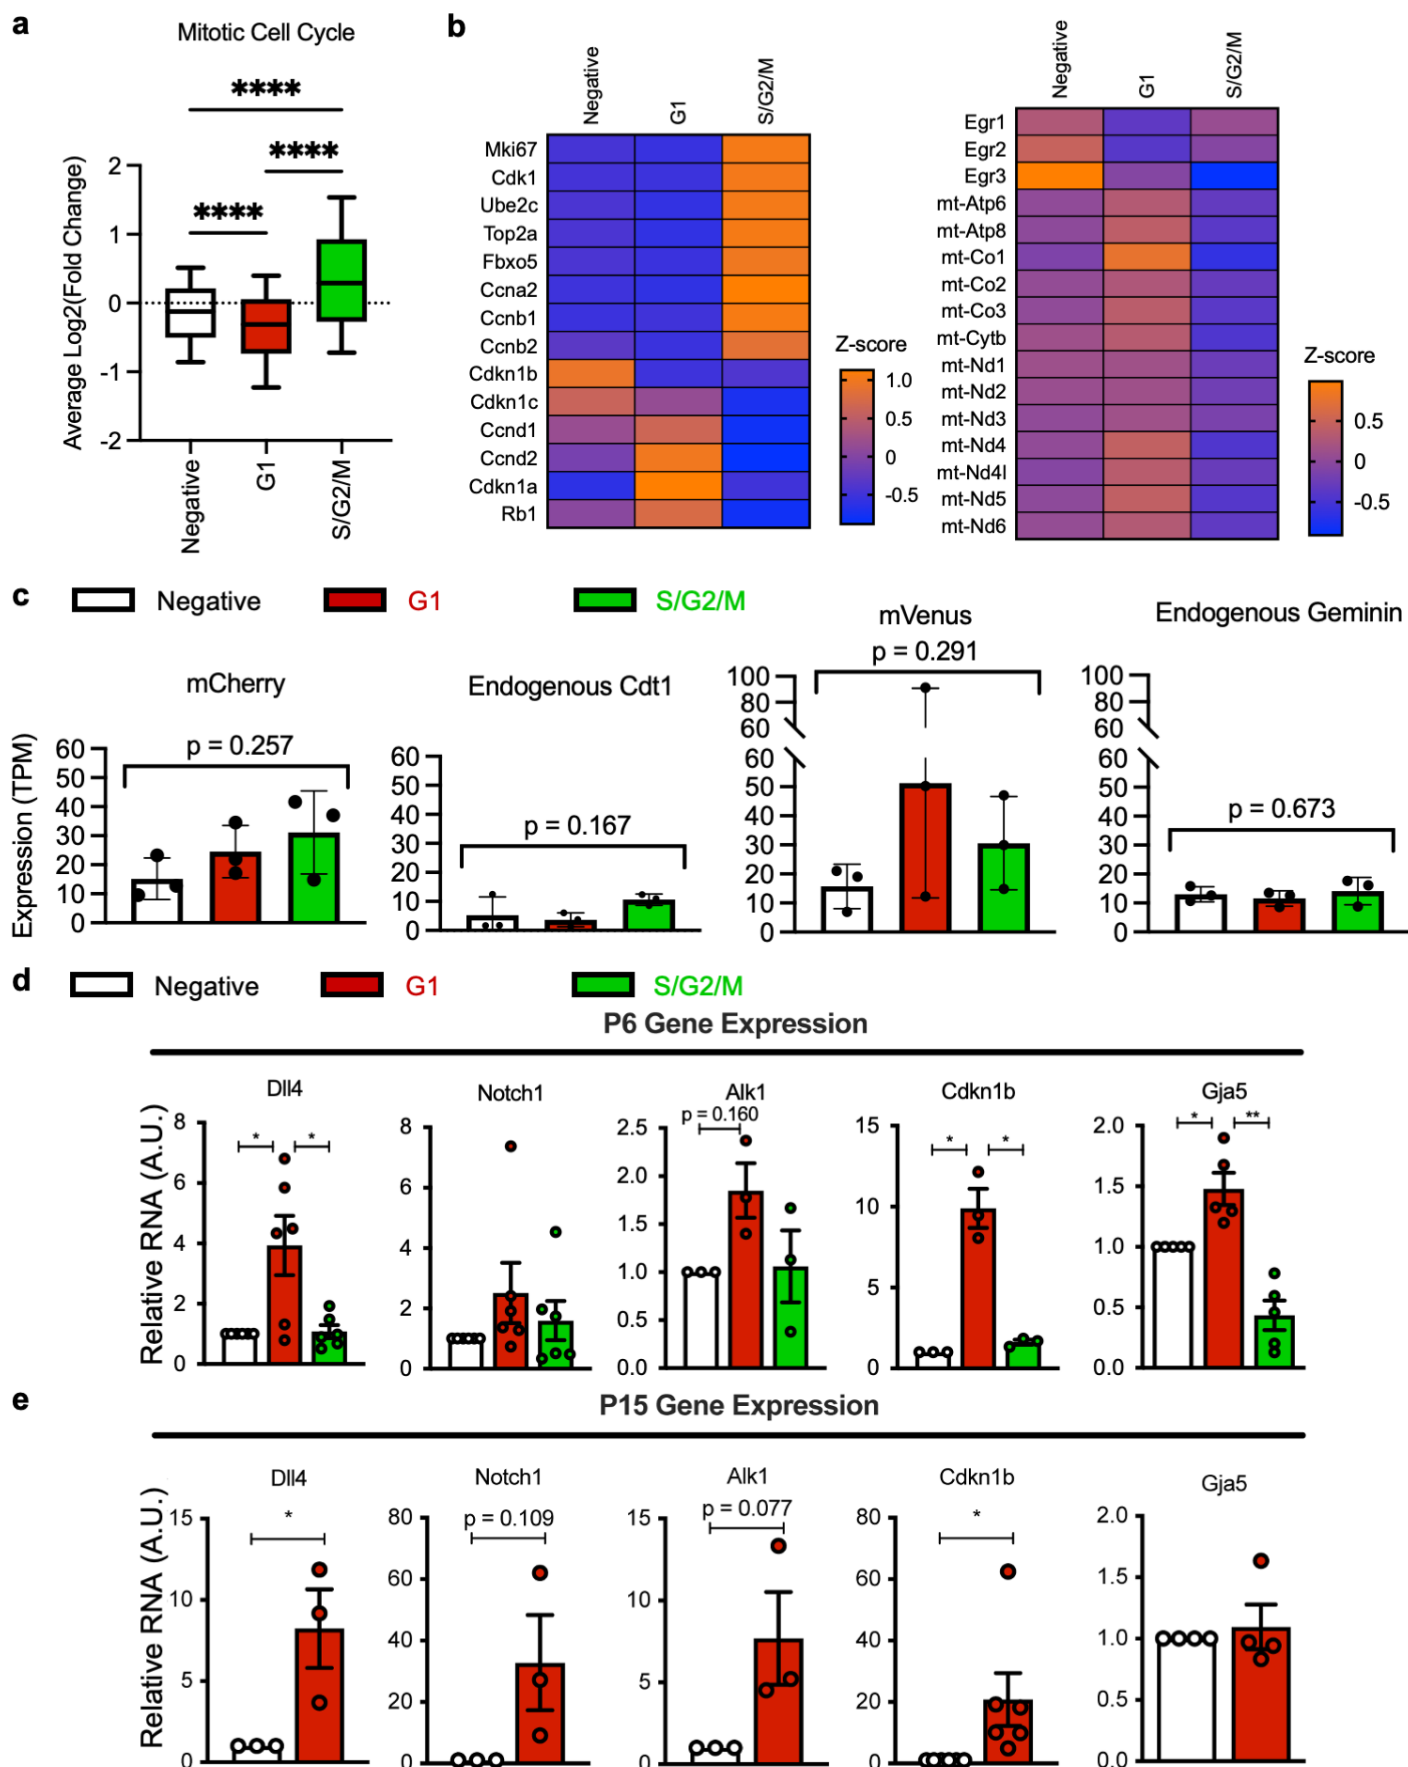

**Supplementary Figure 2. Cell Cycle-Dependent Regulation of Gene Expression Analysis of Developing Retinal Endothelial Cells.** **a**, Relative expression of genes associated with GO Term: Mitotic Cell Cycle in P6 retinal endothelial cell FUCCI population bulk RNA sequencing (n = 848 genes, box = 25<sup>th</sup>-75<sup>th</sup> percentile, center = median, whiskers = 10<sup>th</sup>-90<sup>th</sup> percentile). **b**, Relative expression of cell cycle-related, *Egr1/2/3*, and mitochondrial genes in P6 retinal endothelial cell FUCCI populations (average of n = 3, statistical test one-way ANOVA post-hoc Tukey). **c**, Expression in Transcripts per Million (TPM) within bulk RNA sequencing of FUCCI reporter fluorescent constructs and endogenous *Cdt1* and *Geminin* (mean +/- SD, one-way ANOVA p-value reported). **d,e**, Gene expression by qRT-PCR of *Dll4*, *Notch1*, *Alkl*, *Cdkn1b*, and *Gja5* in retinal endothelial cells in cell cycle states at P6 and P15 (mean +/- SD, Statistical comparison of means by one-way ANOVA post-hoc Tukey for panel d or two-sided t-test for panel e). Source data are provided as a Source Data file. Sample numbers derived from biological replicates of mice. Represented p-values as \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, \*\*\*\* < 0.0001.

Supplementary Figure 3

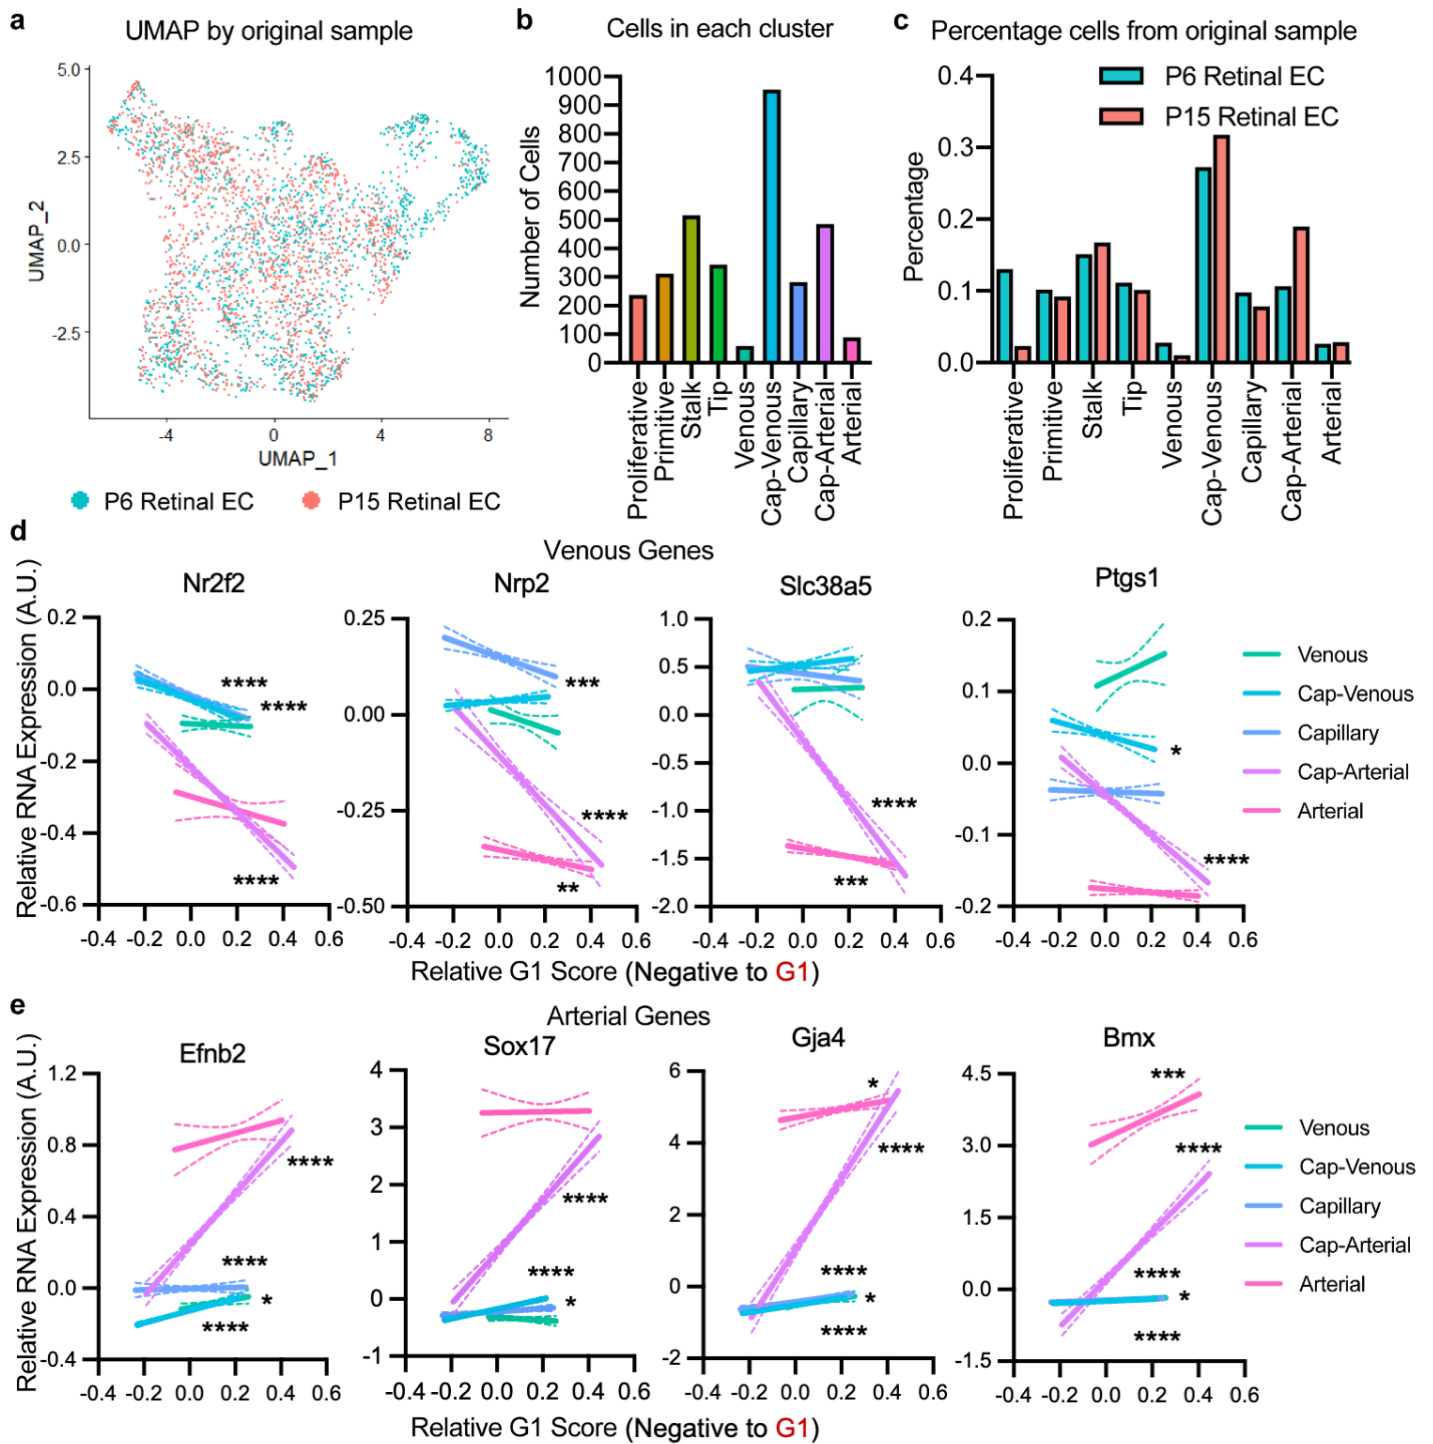

**Supplementary Figure 3. Single Cell RNA Sequencing Analysis of Endothelial Cells during Retinal Vascular Development.** **a**, UMAP dimensionality reduction plot of retinal endothelial cells from original P6 or P15 samples. **b**, Number of cells in each cluster. **c**, Percentage of cells from original P6 or P15 samples in each cluster. **d,e**, Linear regression of relative RNA expression compared to Negative score vs G1 Score in cells within venous, cap-venous, capillary, cap-arterial, and arterial for venous and arterial genes (statistical test of simple linear regression). Source data are provided as a Source Data file. Sample numbers derived from individual cells within the scRNAseq dataset. Represented p-values as \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, \*\*\*\* < 0.0001.

Supplementary Figure 4

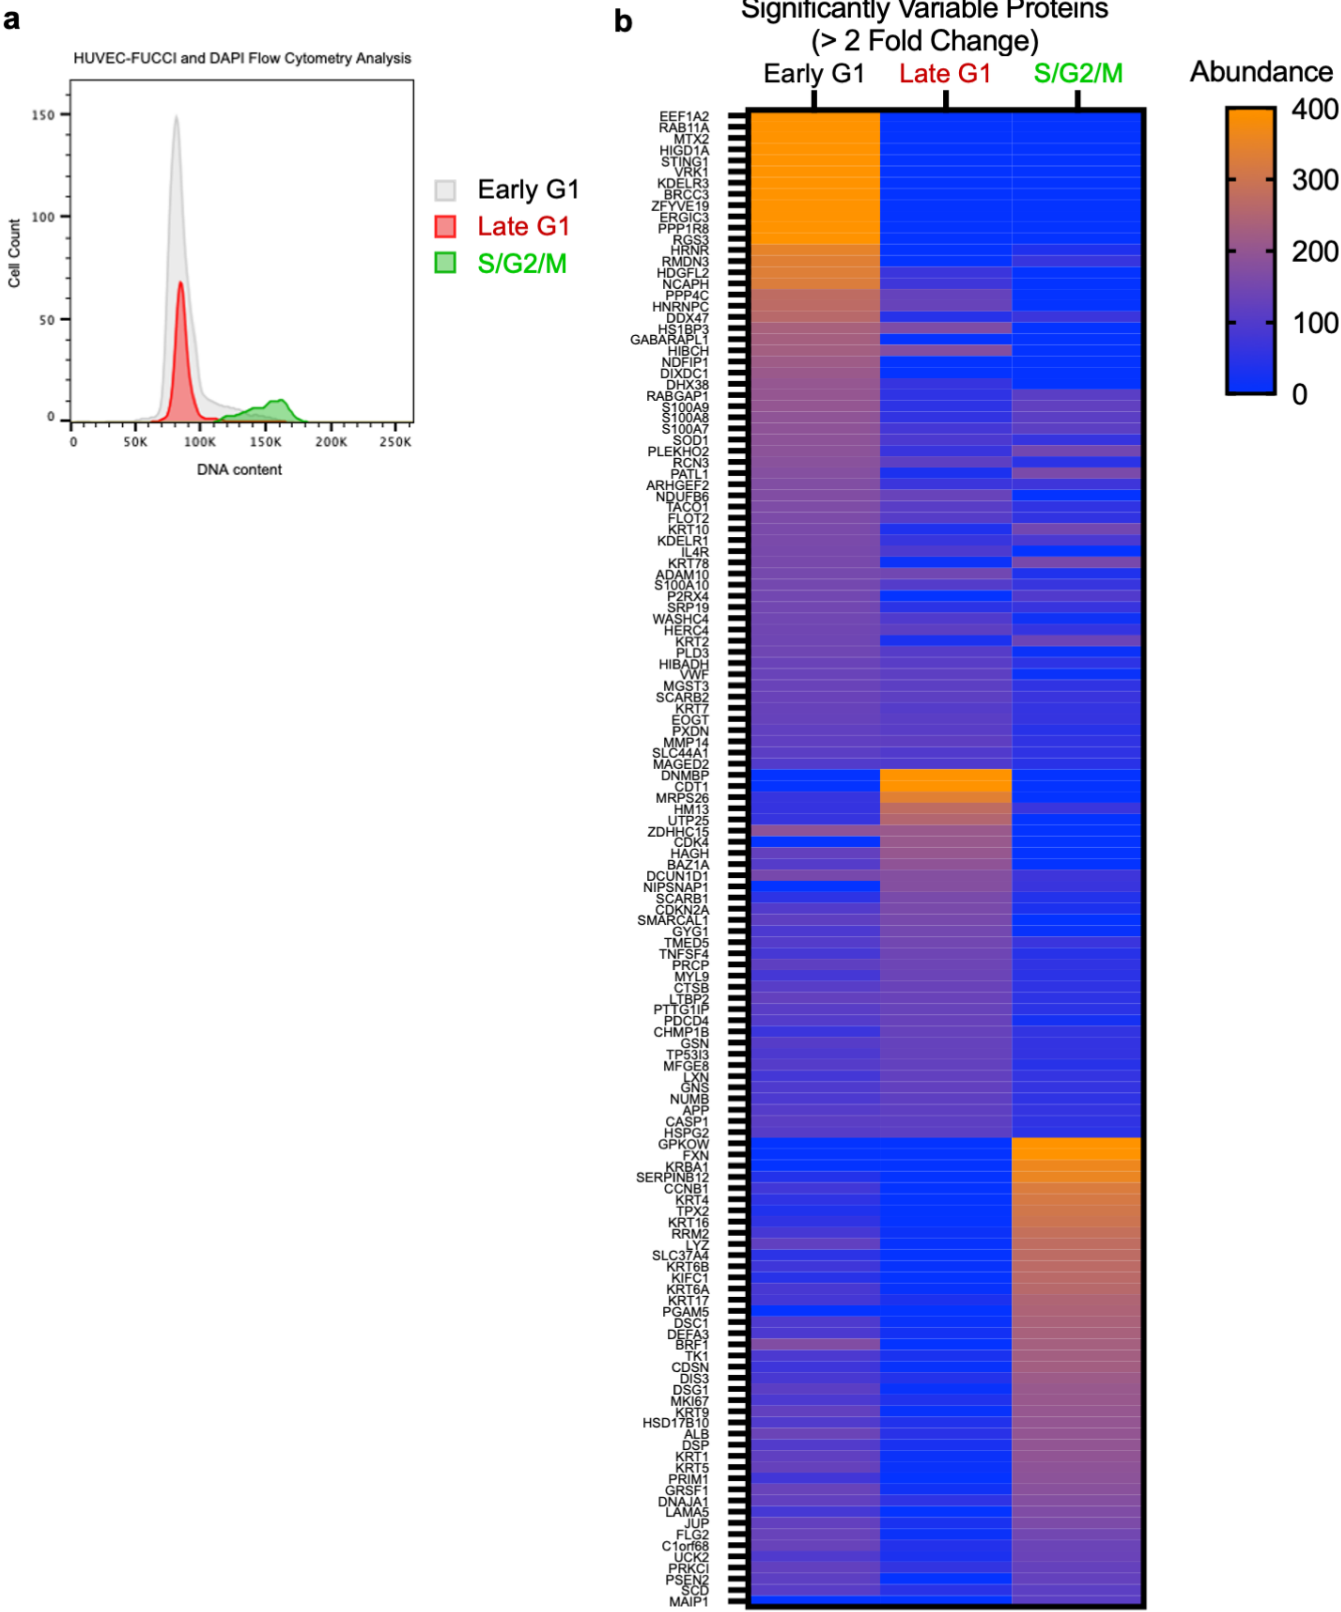

**Supplementary Figure 4. Analysis of Cell Cycle States from HUVEC-FUCCI.** **a**, Analysis of DNA content of HUVEC-FUCCI in Early G1, Late G1 and S/G2/M. **b**, All proteins identified by mass spectrometry of HUVEC-FUCCI cell cycle states with p-value < 0.05 and fold change > 2.0. Source data are provided as a Source Data file.

Supplementary Figure 5

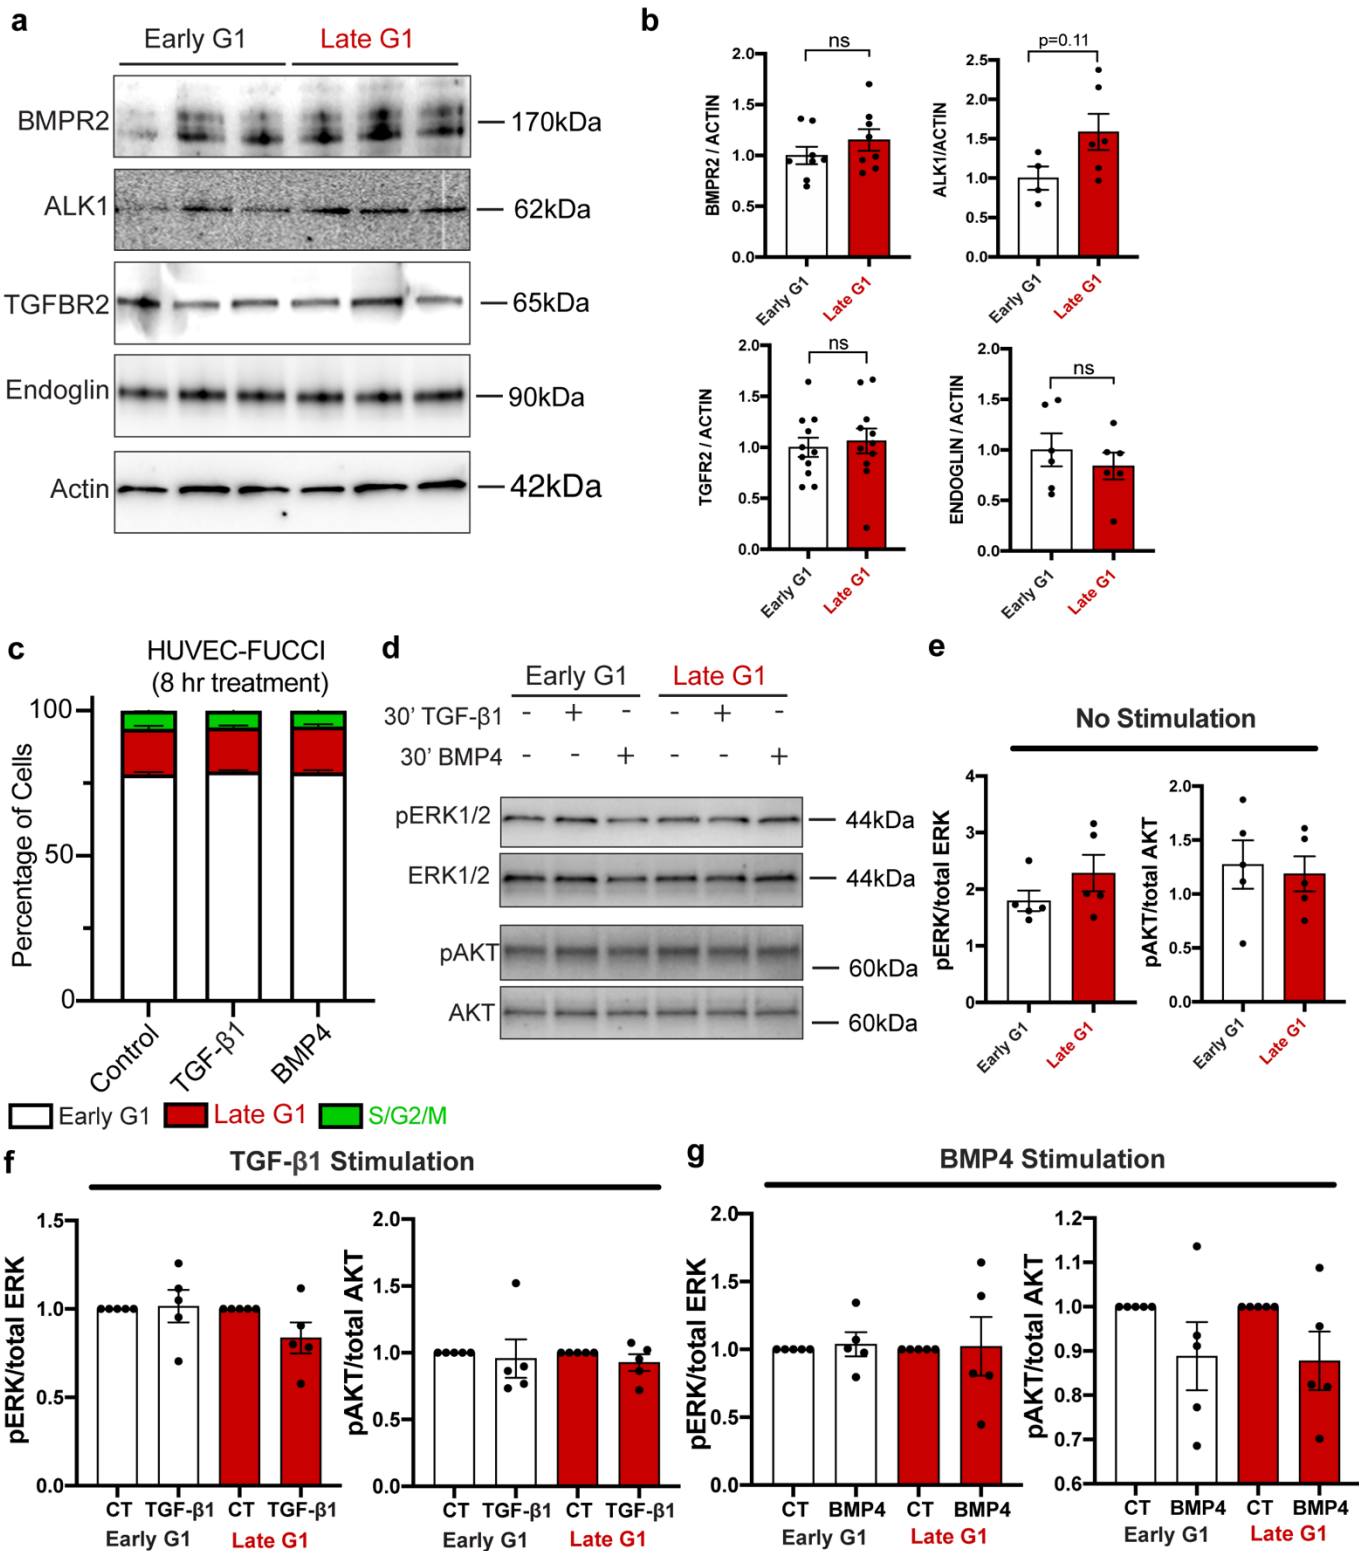

Supplementary Figure 5. Cell Cycle-dependent Expression and Induction of TGF- $\beta$  /BMP Pathway in HUVEC-FUCCI. **a,b**, Representative western blot and quantification of TGF- $\beta$ /BMP signaling proteins in HUVEC-FUCCI in early G1 and late G1 (mean  $\pm$  SEM, Statistical comparison of means by two-sided t-test). **c**,

HUVEC-FUCCI cell cycle states after TGF- $\beta$ 1 or BMP4 treatment (mean  $\pm$  SD, n = 3). **d-g**, Representative western blot and quantification of ERK1/2 and AKT phosphorylation in HUVEC-FUCCI in early G1 and late G1 after TGF- $\beta$ 1 or BMP4 treatment (mean  $\pm$  SEM, experiment independently repeated three times). Source data are provided as a Source Data file. Samples derived from biological replicates of HUVEC inductions. Represented p-values as \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, \*\*\*\* < 0.0001.

Supplementary Figure 6

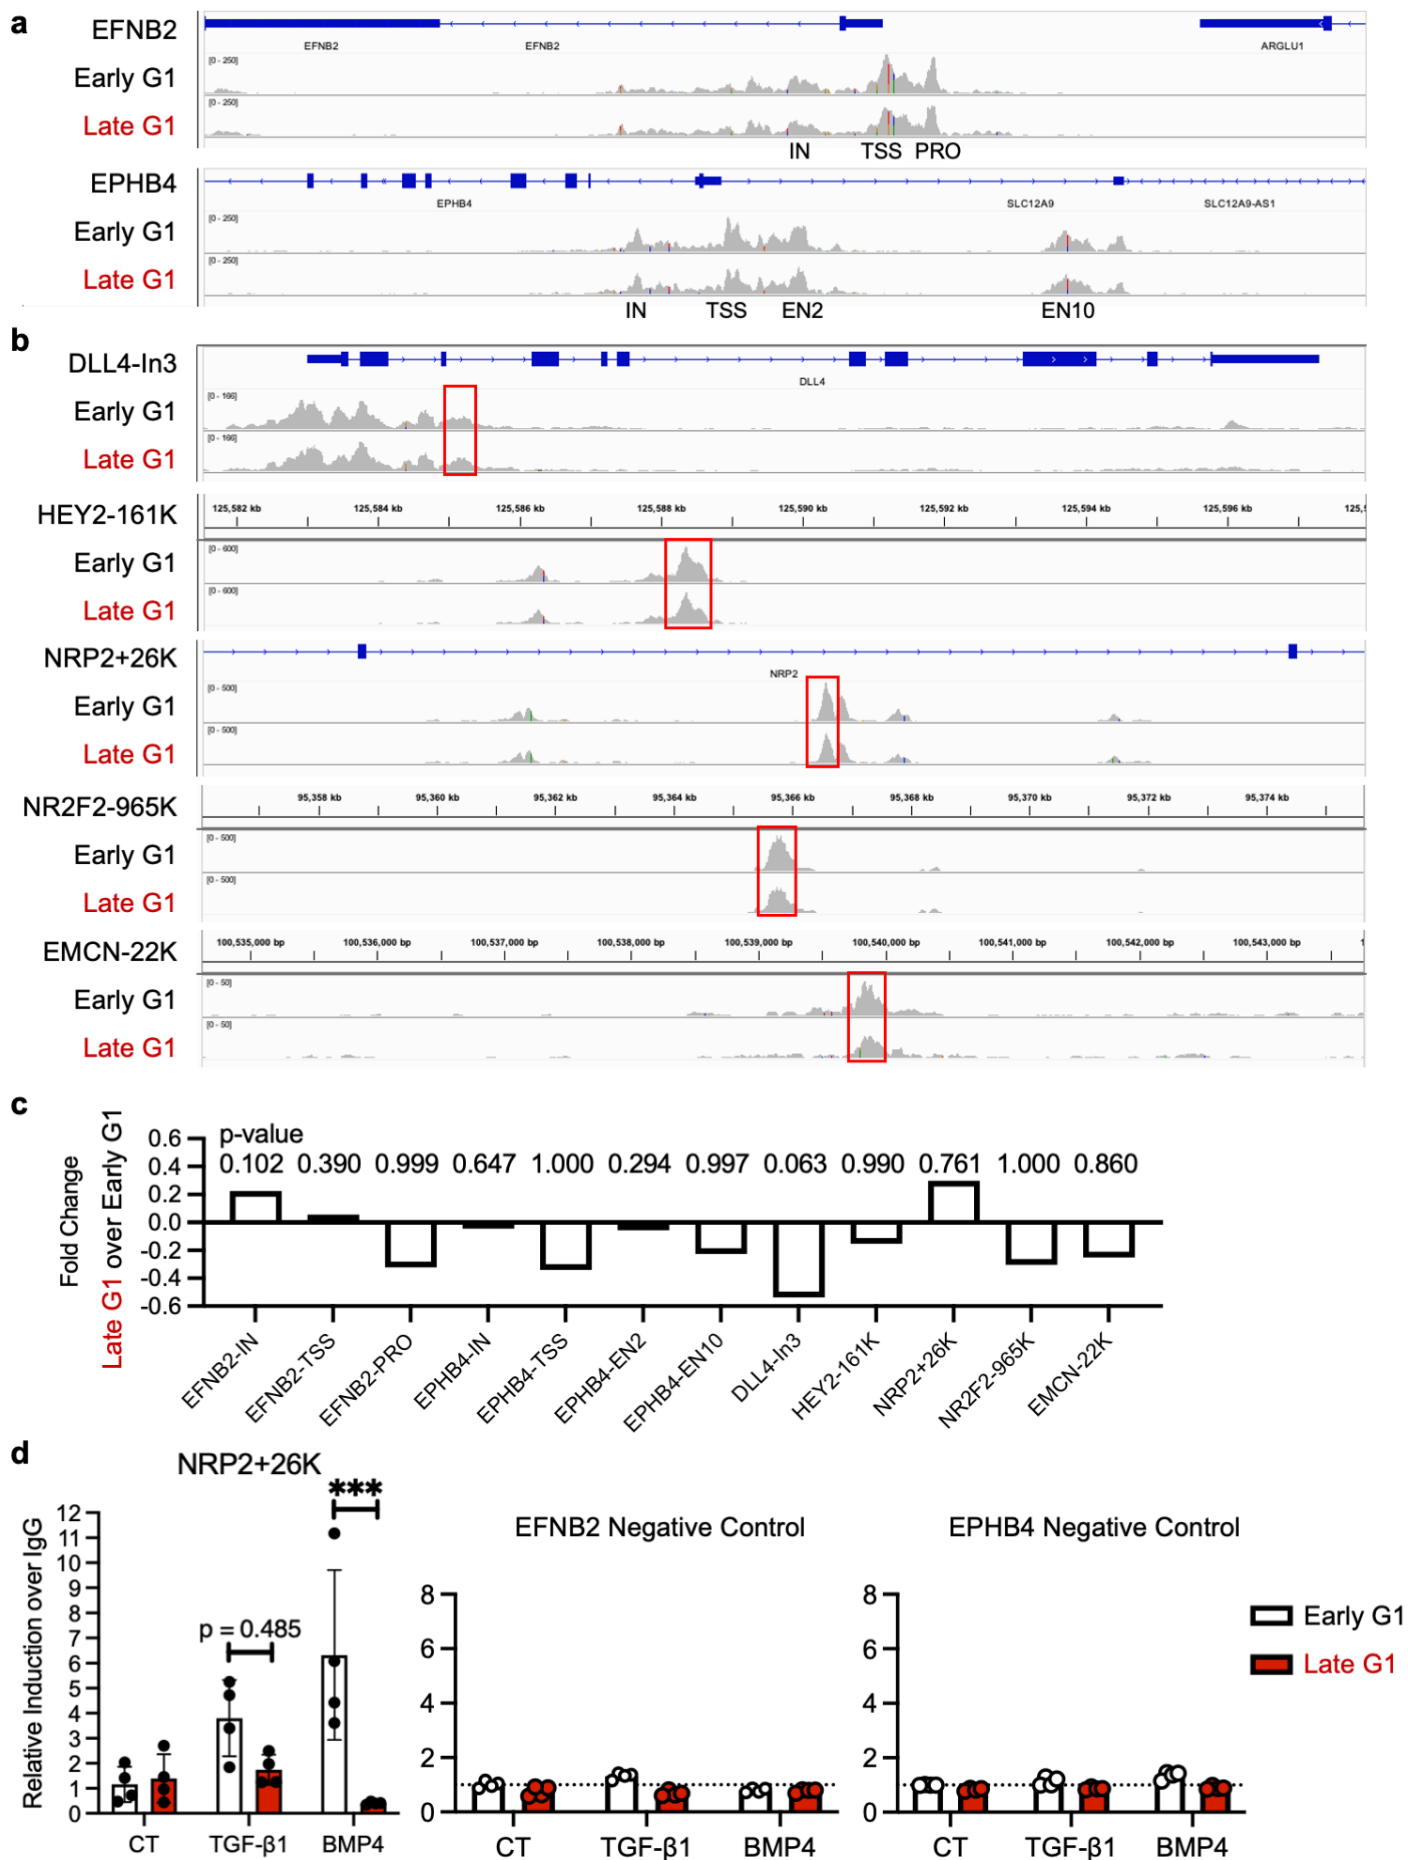

**Supplementary Figure 6. ATAC Sequencing Analysis of Open Chromatin Peaks in HUVEC-FUCCI. a,** Filtered ATAC sequencing reads near EFNB2 and EPHB4 locus with annotation. **b,** Filtered ATAC sequencing reads near known enhancer regions for arterial-venous gene expression: DLL4-In3, HEY2-161K, NRP2+26K, NR2F2-965K and EMCN-22K. **c,** Fold change (late G1 over early G1 for each peak with calculated p-value by computational analysis. **d,** ChIP-PCR of NRP2+26K and Negative control regions at 3000 bp upstream of EFNB2-TSS (EFNB2 Negative Control) and 3000 bp upstream of EPHB4-EN2 (EPHB4 Negative Control), mean +/- SD, Statistical comparison of means by two-way ANOVA post-hoc Tukey. Sample numbers derived from biological replicates of HUVEC isolations. Source data are provided as a Source Data file. Represented p-values as \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, \*\*\*\* < 0.0001.

## Supplementary Figure 7

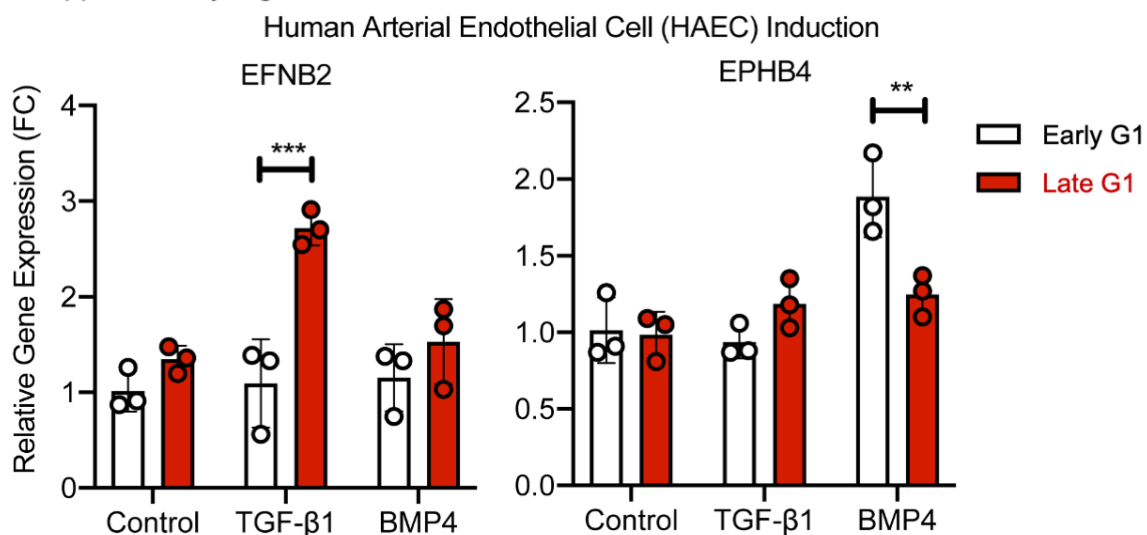

### Supplementary Figure 7. TGF- $\beta$ /BMP Induction of Arterial-venous Specification Genes in HAEC-FUCCI.

Gene expression of EFNB2 and EPHB4 in HAEC-FUCCI after induction from TGF- $\beta$ 1 or BMP4 in early G1 or late G1 (mean  $\pm$  SD,  $n = 3$ ). Source data are provided as a Source Data file. Sample numbers derived from biological replicates of HAEC inductions. Statistical comparison of means by two-way ANOVA post-hoc Tukey, represented p-values as \*  $< 0.05$ , \*\*  $< 0.01$ , \*\*\*  $< 0.001$ , \*\*\*\*  $< 0.0001$ .

Supplementary Figure 8

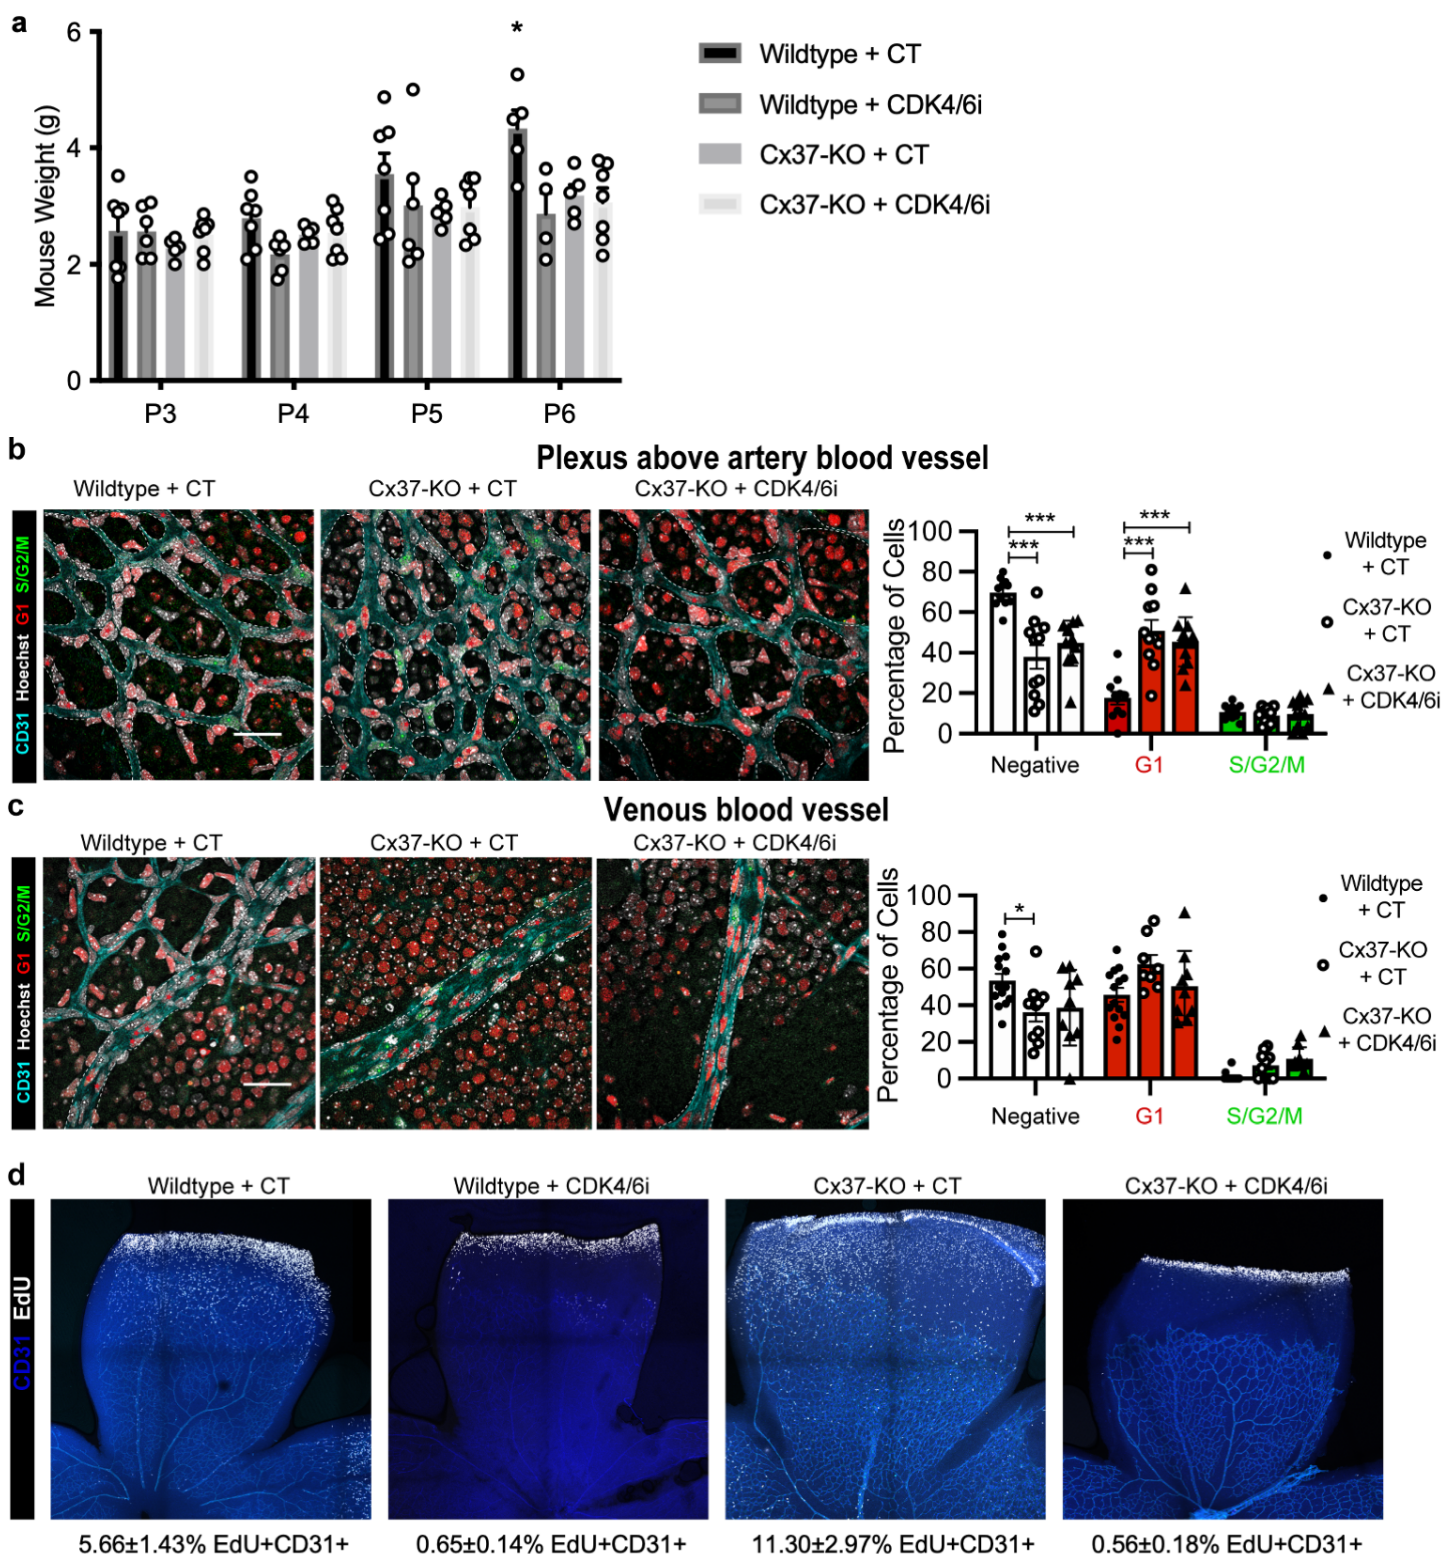

**Supplementary Figure 8. Rescue of Arterial-venous Specification Defects with Pharmacological CDK4/5 Inhibition.** **a**, WT, WT+CDK4/6i, Cx37-KO and Cx37-KO+CDK4/6i treated mice analyzed for weight over time (mean  $\pm$  SD, \* indicates significant variability between other conditions at the same time point, Statistical comparison of means by two-way ANOVA post-hoc Tukey,  $p$ -value  $< 0.05$ ). **b,c**, P6 retinal vasculature of R26p-FUCCI2, R26p-FUCCI2+Cx37-KO and R26p-FUCCI2+Cx37-KO+CDK4/6i treated mice imaged for CD31,

mVenus-hGem(1/110), mCherry-hCdt1(30/120) and Erg1/2/3 and quantified for cell cycle state in plexi above arterial blood vessels and venous blood vessels (mean  $\pm$  SD, scale bars = 50 $\mu$ m, vessels outlined in dotted white lines, cell cycle state highlighted with colored stars, experiment independently repeated three times, statistical test two-way ANOVA post-hoc Tukey). **d**, WT, WT+CDK4/6i, Cx37-KO and Cx37-KO+CDK4/6i treated mice analyzed for EdU incorporation and quantified for mean percentage with standard deviation of EdU+ cells of all CD31+ endothelial cells. Source data are provided as a Source Data file. Sample numbers derived from biological replicates of mice. Represented p-values as \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, \*\*\*\* < 0.0001.

**Supplementary Table 1.** Antibodies used in immunofluorescence, FACS, western blot and immunoprecipitation

| <b>Application</b>  | <b>Antibody</b>                       | <b>Source</b>                | <b>Dilution</b> |
|---------------------|---------------------------------------|------------------------------|-----------------|
| Immunofluorescence  | Goat anti-Mouse CD31                  | R&D Systems Cat# AF3628      | 1:100           |
|                     | Rabbit anti-Mouse ERG1/2/3 (EPR3864)  | AbCam Cat# ab92513           | 1:100           |
|                     | Mouse anti-Mouse $\alpha$ SMA (1A4)   | ThermoFisher Cat# 50-9760-82 | 1:100           |
|                     | Goat anti-Mouse/Rat Neuropilin-2      | R&D Systems Cat# AF567       | 1:100           |
|                     | Goat anti-Human Sox17                 | R&D Systems Cat# AF1924      | 1:100           |
|                     | Isolectin GS-IB4 Alexa Fluor 647      | Invitrogen Cat# I32450       | 1:100           |
|                     | SMAD2/3 (D7G7) Rabbit mAb             | Cell Signaling Cat# 8685     | 1:100           |
|                     | SMAD1 (D59D7) Rabbit mAb              | Cell Signaling Cat# 6944     | 1:100           |
| FACS                | CD31-APC Rat anti-Mouse (MEC 13.3)    | BD Biosciences Cat# 551262   | 1:100           |
|                     | CD45-V450 Rag anti-Mouse (30-F11)     | BD Biosciences Cat# 560501   | 1:100           |
| Western Blot        | Goat anti-TGFBR1                      | R&D Systems Cat# AF3025      | 1:1000          |
|                     | Phospho-SMAD3 (C25A9) Rabbit mAb      | Cell Signaling Cat# 9520     | 1:1000          |
|                     | Phospho-SMAD1/5/9 (D5B10) Rabbit mAb  | Cell Signaling Cat# 13820    | 1:1000          |
|                     | B Actin (13E5) Rabbit mAb             | Cell Signaling Cat# 4970     | 1:1000          |
|                     | SMAD2/3 (D7G7) Rabbit mAb             | Cell Signaling Cat# 8685     | 1:1000          |
|                     | SMAD1 (D59D7) Rabbit mAb              | Cell Signaling Cat# 6944     | 1:1000          |
|                     | SMAD5 (D4G2) Rabbit mAb               | Cell Signaling Cat# 12534    | 1:1000          |
|                     | SMAD4 (D3R4N) Rabbit mAb              | Cell Signaling Cat# 46535    | 1:1000          |
|                     | Rabbit anti-BMPR2                     | AbCam Cat# ab96826           | 1:1000          |
|                     | Goat anti-Human ALK1                  | R&D Systems Cat# AF370       | 1:1000          |
|                     | Rabbit anti-TGF beta RII              | AbCam Cat# ab186838          | 1:1000          |
|                     | Goat anti-Human Endoglin              | R&D Systems Cat# AF1097      | 1:1000          |
|                     | Phospho p44/42 MAPK (Erk1/2) (E10)    | Cell Signaling Cat# 9106     | 1:1000          |
|                     | P44/42 MAPK (Erk1/2)                  | Cell Signaling Cat# 9102     | 1:1000          |
|                     | Akt Rabbit Ab                         | Cell Signaling Cat# 9272     | 1:1000          |
|                     | Phospho Akt (Ser473) (D9E) Rabbit mAb | Cell Signaling Cat# 4060     | 1:1000          |
|                     | Horse anti-Goat IgG (H+L)             | Vector Labs Cat# PI-9500     | 1:1000          |
|                     | Goat anti-Rabbit IgG (H+L)            | Vector Labs Cat# PI-1000     | 1:1000          |
| Immunoprecipitation | SMAD4 (D3R4N) Rabbit mAb              | Cell Signaling Cat# 46535    | 1:50            |

**Supplementary Table 2.** Genes enriched in arterial, capillary and venous endothelial cells.

| Vascular<br>Cell Identity | De la Paz & D’Amore,<br>Cell Tiss Res 2009              | Vanlandewijck et<br>al., Nature 2018 | Kalucka et<br>al., Cell 2020                      | Crist et al., Gene<br>Expr Patterns 2017 |
|---------------------------|---------------------------------------------------------|--------------------------------------|---------------------------------------------------|------------------------------------------|
| Venous                    | Ephb4<br>Nr2f2<br>Nrp2<br>Emcn                          | Slc38a5                              | Apoe<br>Bgn<br>Ctla2a<br>Il6st<br>Ptgs1<br>Tmsb10 | Apj<br>Flt4                              |
| Capillary                 | Kdr                                                     | Mfsd2a<br>Ca1                        | Rgcc<br>Sgk1<br>Sparc                             |                                          |
| Arterial                  | Efrnb2<br>Gja5<br>Hey1<br>Hey2<br>Nrp1<br>Sox17<br>Alk1 | Bmx<br>Gkn3                          | Clu<br>Crip1<br>Fbln1<br>Mecom<br>Sat1<br>Sema3g  | Jag1<br>Dll4                             |

**Supplementary Table 3.** Gene-specific primers for qRT-PCR

| Gene                  | Forward Primer (5'-3')      | Reverse Primer (5'-3')     |
|-----------------------|-----------------------------|----------------------------|
| Mouse Efnb2           | GTGCCAGACAAGAGCCATGAA       | GGTGCTAGAACCTGGATTG        |
| Human EFNB2           | TATGCAGAACTGCGATTTC         | TGGGTATAGTACCAGTCCTGTG     |
| Mouse Gja4            | CCCACATCCGATACTGGGTG        | CGAAGACGACCGTCCTCTG        |
| Human GJA4            | ACACCCACCCTGGTCTACC         | CACTGGCGACATAGGTGCC        |
| Mouse Gja5            | CCACAGTCATCGGCAAGGTC        | CTGAATGGTATCGCACCGGAA      |
| Mouse Hey2            | AAGCGCCCTTGTGAGGAAAC        | GGTAGTTGTTCGGTGAATTGGAC    |
| Mouse Sox17           | CTTTATGGTGTGGGCCAAAGA       | CTTCCAAGACTTGCCTAGCATC     |
| Human SOX17           | AGCGCCCTTCACGTGTACTA        | CTTGACACGAAGTGCAGAT        |
| Mouse Ephb4           | CACCCAGCAGCTTGATCCTG        | ACCAGGACCACACCCACAAC       |
| Human EPHB4           | CGCACCTACGAAGTGTGTGA        | GTCCGCATCGCTCTCATAGTA      |
| Mouse Nr2f2           | ATGTAGCCCATGTGGAAAGC        | CCTACCAAACGGACGAAAAA       |
| Human NR2F2           | GGACCACATACGGATCTTCCAA      | ACATCAGACAGACCACAGGCAT     |
| Mouse Nrp2            | CGGCTCTGACATCCACATAG        | CTCGCTCGCGATCTCTG          |
| Human NRP2            | GTGGTTCATCTTGACCTTGT        | ATTCTTCTTCTGCAACCTCA       |
| Mouse Ptgsl           | CAGTGCGGTCCAACCTTAT         | GAGGGCAGAATGCGAGTATAG      |
| Mouse Dll4            | GGAACCTTCTCACTCAACATCC      | CTCGTCTGTTCGCCAAATCT       |
| Mouse Notch1          | TATGGCCACGAGGAAGAGCT        | TAGACAATGGAGCCACGGATG      |
| Mouse Alk1            | TGACCTCAAGAGTCGCAATG        | CTCGGGTGCCATGTATCTTT       |
| Mouse Cdkn1b          | TCAAACGTGAGAGTGTCTAACG      | CCGGGCCGAAGAGATTTCTG       |
| Human SMAD1           | ACCTGCTTACCTGCCTCCTG        | CATAAGCAACCGCCTGAACA       |
| Human SMAD2           | ACCGAAATGCCACGGTAGAA        | TGGGGCTCTGCACAAAGAT        |
| Human SMAD3           | CCTGAGTGAAGATGGAGAAACC      | GGCTGCAGGTCCAAGTTATTA      |
| Human SMAD5           | AGCCTTCTGGTTCAGTTTAGG       | AAGGGCTGTTTGAGATAAAG       |
| Mouse Actb            | AGAGGGAAATCGTGCGTGAC        | CAATAGTGATGACCTGGCCGT      |
| Human ACTB            | TCACCCACACTGTGCCCATCTACGA   | CAGCGGAACCGCTCATTGCCAATGG  |
| <i>ATAC-Seq Peaks</i> |                             |                            |
| EFNB2_PRO             | GTCGAGCGCCGGTGCTGAC         | CGCAGAGCGCTCGAGATGCG       |
| EFNB2_TSS             | CAG AGC GCT ATA AAC GCG GGG | GACGGACCGGCCGTCCAAC        |
| EFNB2_INT             | GTTACTCTC CACAAGGCCTGGCTC   | CTTCTCCCTCGGGACCCTGGTAG    |
| EPHB4_EN10            | GCTGGCTCTAGGAGGGAAAGTAAGAAG | GCTTCCCTAACCAGCCCAAGAGCTTC |
| EPHB4_EN2             | CTCCTCCCTCCCCGATGCAG        | CAAAAGGCAGGGCAGGGGTTTGG    |
| EPHB4_TSS             | CATGAGGGAAGCGGAGAGGGGC      | GTTCTCACCCGCCGCC           |
| EPHB4_INT             | CTCCATTGTTCCAGCCGGGATAGTG   | GAAAGGGAGCCTGCGCTTGC       |
| NRP2_26K              | CTCCACTGGTCGCTACAATA        | CTGTGTGAGTCAGACCTTGA       |
| EFNB2_CD              | CAGACTGATTTGATACAGACATACA   | AGAGGAGATCCGTTACGATTG      |
| EPHB4_CD              | ATCGAGACCATCCTGGCTAA        | ACTACAGGCACCCACCA          |

**Supplementary Table 4.** Gene Ontology analysis of variable peaks within ATAC sequencing datasets of HUVEC-FUCCI in early G1 and late G1 cell cycle states

| <b>GO Term</b>                                                     | <b>p-value</b> | <b>Fold Enrichment</b> |
|--------------------------------------------------------------------|----------------|------------------------|
| <i>Early G1</i>                                                    |                |                        |
| regulation of epithelial cell migration                            | 4.56E-04       | 1.42                   |
| cell cycle phase transition                                        | 1.02E-04       | 1.41                   |
| mitotic cell cycle phase transition                                | 1.44E-04       | 1.4                    |
| actin cytoskeleton organization                                    | 3.46E-06       | 1.36                   |
| angiogenesis                                                       | 4.05E-04       | 1.35                   |
| mitotic cell cycle process                                         | 3.92E-07       | 1.34                   |
| blood vessel morphogenesis                                         | 8.96E-05       | 1.34                   |
| positive regulation of cell cycle process                          | 1.03E-03       | 1.34                   |
| negative regulation of organelle organization                      | 5.72E-04       | 1.34                   |
| regulation of supramolecular fiber organization                    | 2.55E-04       | 1.34                   |
| regulation of mitotic cell cycle phase transition                  | 1.12E-04       | 1.33                   |
| blood vessel development                                           | 2.12E-05       | 1.33                   |
| vasculature development                                            | 2.63E-05       | 1.32                   |
| regulation of small GTPase mediated signal transduction            | 9.50E-04       | 1.32                   |
| organelle localization                                             | 6.03E-06       | 1.32                   |
| positive regulation of cell cycle                                  | 3.39E-04       | 1.32                   |
| <i>Late G1</i>                                                     |                |                        |
| proteoglycan metabolic process                                     | 6.30E-04       | 1.77                   |
| cardiac chamber morphogenesis                                      | 1.33E-04       | 1.71                   |
| neuron projection guidance                                         | 9.36E-08       | 1.66                   |
| axon guidance                                                      | 1.16E-07       | 1.66                   |
| regulation of BMP signaling pathway                                | 1.21E-03       | 1.65                   |
| negative regulation of cellular response to growth factor stimulus | 1.25E-03       | 1.63                   |
| regulation of cell-matrix adhesion                                 | 9.08E-04       | 1.62                   |
| cardiac chamber development                                        | 8.46E-05       | 1.62                   |
| neuron migration                                                   | 1.02E-03       | 1.6                    |
| limb morphogenesis                                                 | 3.68E-04       | 1.59                   |
| appendage morphogenesis                                            | 3.68E-04       | 1.59                   |
| cardiac ventricle development                                      | 1.08E-03       | 1.59                   |
| morphogenesis of a branching structure                             | 2.03E-04       | 1.59                   |
| morphogenesis of a branching epithelium                            | 3.03E-04       | 1.59                   |
| regulation of tube size                                            | 5.90E-04       | 1.59                   |
| branching morphogenesis of an epithelial tube                      | 1.01E-03       | 1.59                   |

# Supplementary material for: Endothelial cell cycle state determines propensity for arterial-venous fate
**Source:** Nat Commun. 2022 Oct 6;13:5891. doi: 10.1038/s41467-022-33324-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Movie 1.** PHATE plot 3D with overlaid clusters and cell cycle scores

**Supplementary Movie 2.** Live-cell imaging of proliferating HUVEC-FUCCI over 48 hours

**Supplementary Data 1.** Gene expression results from bulk RNA sequencing of P6 R26FUCCI2aR retinal endothelial cells in FUCCI-Green S/G2/M, FUCCI-Negative and FUCCI-Red G1 cell cycle states

**Supplementary Data 2.** Gene expression results from single cell RNA sequencing of P6 and P15 retinal endothelial cells.

**Supplementary Data 3.** Individual cell scoring from single cell RNA sequencing dataset.

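The copy used here holds the first 1999 cells of this table, 1560 of P6 and 439 of P15. For the P6 cells, scores recomputed from integrated SCT values correlated with the table's columns at r = 0.975 for FUCCI-Red G1, 0.9503 for BMP Signaling, 0.881 for FUCCI-Negative, 0.812 for Arterial, 0.681 for TGF Signaling, 0.670 for the partial S/G2/M and 0.471 for the Venous Score. From log-normalised values the correlations were 0.870 for FUCCI-Red G1, 0.868 for BMP Signaling, 0.789 for Arterial, 0.7195 for FUCCI-Negative, 0.584 for the partial S/G2/M, 0.580 for TGF Signaling and 0.557 for the Venous Score, the only column closer to log-normalised than to integrated values. In the paper's TGF column, the P6 mean was 0.173 in Cap-Arterial, 0.0919 in Capillary, 0.0439 in Arterial, 0.00654 in Cap-Venous and −0.0507 in Venous cells.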

**Supplementary Data 4.** Protein expression results from mass spectrometry analysis of HUVEC-FUCCI in S/G2/M, early G1, and late G1 cell cycle states

**Supplementary Data 5.** Gene expression results from bulk RNA sequencing of HUVEC-FUCCI in S/G2/M, early G1, late G1, and G1/S cell cycle states

**Supplementary Data 6.** Peak quantification results from ATAC sequencing of early G1 and late G1 HUVEC-FUCCI

# Supplementary material for: Endothelial cell cycle state determines propensity for arterial-venous fate
**Source:** Nat Commun. 2022 Oct 6;13:5891. doi: 10.1038/s41467-022-33324-7
**Supplement:** Supplementary file 11 — Reporting Summary

Last updated by author(s): 8/22/2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

All software used for data collection is described within the methods regarding the sample collection. No novel software was generated for these studies. RNA sequencing data was collected using Illumina software.

#### Data analysis

All software used for data analysis is described within the methods regarding the sample collection. No novel software was generated for these studies. RNA sequencing data was analyzed using FastQC, v0.11.9, Kallisto v0.46.2, GAGE v2.40.2, Seurat v3.0, PHATE v0.3.0, and MAGIC v3.0.0. Mass Spectrometry data was analyzed using Proteome Discoverer (PD) software version 2.4.0.305. ATAC sequencing data was analyzed using FastQC v0.11.9, Trimmomatic v0.33, MACS2 v2.2.7.1, and HOMER v4.11.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided as a Source Data file. The bulk RNA sequencing datasets generated in this study have been deposited in the NCBI GEO database under accession code GSE211658 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211658>]. The single cell RNA sequencing dataset of P6 and P15 retinal endothelial cells generated in this study has been deposited in the NCBI GEO database under accession code GSE169039 [<https://www.ncbi.nlm.nih.gov/geo/query/>]

acc.cgi?acc=GSE169039]. Proteomics datasets generated in this study have been deposited in the PRIDE database under reference code 1-20220824-53717. The bulk ATAC sequencing datasets generated in this study have been deposited in the NCBI GEO database under accession code GSE221958 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221958].

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes of experiments were determined based on sample sizes from previous similar experiments (Fang et al., Nature Communications 2017) and sample availability.                                                                                                                                                                             |
| Data exclusions | Sequencing data were excluded as inaccurately sequenced cells or contaminating cells. These exclusion criteria were: RNA counts < 200, RNA counts > 3500, mitochondrial percentage < 5%, expression of Hbb.bt (Blood cells), Neurod1 (Neural cells), or Cd63 (Pericytes). 

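Of the 4125 barcodes in both tables, 3068 met these criteria as read here, beside the paper's 3282 cells. No labelled cell had a UMI of *Hbb-bt*, *Neurod1* or *Cd63*. However, 161 of the 1560 labelled P6 cells and 29 of the 438 labelled P15 cells had more than 3500 genes, with a maximum of 4252 at P6. With limits on genes and mitochondrial share read from the labelled cells after the data were seen, 1569 P6 and 1739 P15 cells remained, 3308 in all. By every rule, 397 P6 barcodes (median 8001 UMIs) and 391 P15 barcodes (median 5713 UMIs) were left out. Scrublet called 2 doublets in each library, too few for the caller to have worked. UMIs of *Xist* together with a Y-linked gene, which mark droplets with cells of both sexes, were found in 1.26% of P6 and 1.12% of P15 barcodes. These shares are not a doublet rate. *Xist* was found in only 20.3% of P6 and 7.05% of P15 barcodes, and Y-linked genes in 26.7% and 53.6%. Mixed droplets without UMIs of both kinds, and all doublets of cells of the same sex, are missed.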

No data from molecular experiments were excluded except for human error. |
| Replication     | All experiments were replicated by multiple biological replicates, and several mouse FUCCI experiments were replicated in multiple mouse lines. All replication experiments successfully supported the results in the manuscript.                                                                                                                  |
| Randomization   | Randomization is not applicable to our studies because treatment groups used entire mouse litters for analysis.                                                                                                                                                                                                                                    |
| Blinding        | Objective analysis and quantification was obtained or confirmed by researchers blinded to the sample groups.                                                                                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

#### Immunofluorescence

Goat anti-Mouse CD31 R&D Systems Cat# AF3628  
 Rabbit anti-Mouse ERG1/2/3 (EPR3864) AbCam Cat# ab92513  
 Mouse anti-MouseSMA (1A4) ThermoFisher Cat# 50-9760-82  
 Goat anti-Mouse/Rat Neuropilin-2 R&D Systems Cat# AF567  
 Goat anti-Human Sox17 R&D Systems Cat# AF1924  
 Isolectin GS-IB4 Alexa Fluor 647 Invitrogen Cat# I32450  
 SMAD2/3 (D7G7) Rabbit mAb Cell Signaling Cat# 8685  
 SMAD1 (D59D7) Rabbit mAb Cell Signaling Cat# 6944

#### FACS

CD31-APC Rat anti-Mouse (MEC 13.3) BD Biosciences Cat# 551262  
 CD45-V450 Rag anti-Mouse (30-F11) BD Biosciences Cat# 560501

## Western Blot

Goat anti-TGFBR1 R&D Systems Cat# AF3025  
 Phospho-SMAD3 (C25A9) Rabbit mAb Cell Signaling Cat# 9520  
 Phospho-SMAD1/5/9 (D5B10) Rabbit mAb Cell Signaling Cat# 13820  
 B Actin (13E5) Rabbit mAb Cell Signaling Cat# 4970  
 SMAD2/3 (D7G7) Rabbit mAb Cell Signaling Cat# 8685  
 SMAD1 (D59D7) Rabbit mAb Cell Signaling Cat# 6944  
 SMAD5 (D4G2) Rabbit mAb Cell Signaling Cat# 12534  
 SMAD4 (D3R4N) Rabbit mAb Cell Signaling Cat# 46535  
 Rabbit anti-BMPR2 AbCam Cat# ab96826  
 Goat anti-Human ALK1 R&D Systems Cat# AF370  
 Rabbit anti-TGF beta RII AbCam Cat# ab186838  
 Goat anti-Human Endoglin R&D Systems Cat# AF1097  
 Phospho p44/42 MAPK (Erk1/2) (E10) Cell Signaling Cat# 9106  
 P44/42 MAPK (Erk1/2) Cell Signaling Cat# 9102  
 Akt Rabbit Ab Cell Signaling Cat# 9272  
 Phospho Akt (Ser473) (D9E) Rabbit mAb Cell Signaling Cat# 4060  
 Horse anti-Goat IgG (H+L) Vector Labs Cat# PI-9500  
 Goat anti-Rabbit IgG (H+L) Vector Labs Cat# PI-1000

## Immunoprecipitation

SMAD4 (D3R4N) Rabbit mAb Cell Signaling Cat# 46535

## Validation

All antibodies have been validated by companies generating the antibodies. Experimental validations were performed through IgG controls or internal experimental controls.

Validation Statements from Companies:

Cell Signaling Technologies: To ensure our antibodies will work in your experiment, we adhere to the Hallmarks of Antibody Validation™, six complementary strategies that can be used to determine the functionality, specificity, and sensitivity of an antibody in any given assay. CST adapted the work by Uhlen, et. al., ("A Proposal for Validation of Antibodies." Nature Methods (2016)) to build the Hallmarks of Antibody Validation, based on our decades of experience as an antibody manufacturer and our dedication to reproducible science.

AbCam: To achieve accurate and precise results, you need antibodies that consistently bind specifically and selectively to the intended target. Antibody validation must be application-specific to be effective and information on which applications an antibody has been validated in can be found in the Tested Applications section on any antibody datasheet.

BD Biosciences: The specificity is confirmed using multiple methodologies that may include a combination of flow cytometry, immunofluorescence, immunohistochemistry or western blot to test staining on a combination of primary cells, cell lines or transfectant models. All flow cytometry reagents are titrated on the relevant positive or negative cells.

ThermoFisher Invitrogen: Invitrogen antibodies are currently undergoing a rigorous two-part testing approach. Part 1—Target specificity verification. This helps ensure the antibody will bind to the correct target. Part 2—Functional application validation. These tests help ensure the antibody works in a particular application(s) of interest.

R&D Systems: With the recent emergence of antibody reproducibility being questioned in many headlines, it is comforting to know that R&D Systems has taken antibody validation and reproducibility seriously for over 30 years. Our highly selective development and validation criteria ensure only the best antibodies end up in your hands. Antibody validation process: Antigen Design, Feasibility Testing, Specificity and Sensitivity Testing, Release Decision and Quality Control.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

HUVEC: Human Umbilical Vein Endothelial Cells - Yale Vascular Biology and Therapeutics Core  
 HAEC: Human Aortic Endothelial Cells - Lonza, Cat# CC-2535

## Authentication

Cell sources are both primary cell lines authenticated through the organization from which they were purchased.

## Mycoplasma contamination

All cell lines tested negative for Mycoplasma.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified lines were used in this study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Mouse - Cdh5-CreERT2 x R26FUCCI2aR - M/F - P3 to 8 weeks  
 Mouse - Gja4-/- x R26p-FUCCI2 - M/F - P6

## Wild animals

No wild animals were used in this study.

Field-collected samples

No field animals were used in this study.

Ethics oversight

All animal procedures were approved by the Institute for Animal Care and Use Committees at Yale University and the University of Virginia.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Primary murine retinal endothelial cells were digested and isolated as previously described (Chavkin et al, J Vasc Res 2021). HUVEC-FUCCI were grown in cell culture and isolated through trypsin digestion before sorting.

Instrument

BD FACSAria  
BD FACSMelody

Software

FlowJo, Version 10.6.1.

Cell population abundance

Lowest cell populations were 0.5% of main population, but most populations were >10% of total population. For 0.5% population: endothelial cells isolated from murine retinal tissue yields low abundance, but we performed optimization and confirmation of this population to confirm accuracy (Chavkin et al, J Vasc Res 2021).

Gating strategy

Primary murine retinal endothelial cells: FSC-A/SSC-A -> FSC-H/FSC-A -> PI+ -> CD31+/CD45- -> Sort on GFP/RFP  
(Gating strategy and controls are published in Chavkin et al, J Vasc Res 2021)  
HUVEC-FUCCI: FSC-A/SSC-A -> FSC-H/FSC-A -> Sort on GFP/RFP  
(Gating strategy for FUCCI reporter is presented in Figure 5B)

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

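Endothelial cells of P6 and P15 wild-type mouse retinas, sorted for CD31 and against CD45, were sequenced as 1 droplet library per age. The authors deposited for each library the counts of UMIs per gene and cell barcode without normalization, and no aligner, genome build or annotation was found stated specifically for these counts, although the reporting summary lists Kallisto for RNA sequencing in general. The P6 counts held 22695 gene identifiers with a symbol, the P15 counts 21745, and rows of the same symbol were added. A gene without a row in a library was not taken as a count of 0, and comparisons of both libraries used the 19845 genes with a row in both. Coordinates are from the GENCODE M21 annotation of GRCm38, matched by symbol and used only to say where a gene lies.

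Cluster labels came from the source data of Fig. 3a, lists of genes enriched by cell cycle state from the source data of Fig. 2a, and the study's scores per cell from Supplementary Data 3. The copies used here hold the labels of all P6 cells and of the first P15 cells, the complete blocks of Negative and Red G1 genes, part of the S/G2/M block, and the first 1999 cells of Supplementary Data 3. Cells were filtered by the exclusion criteria of the reporting summary, where RNA counts were read as genes per cell and the mitochondrial criterion as an upper limit of 5%. Scores were scaled over 1587 P6 and 1750 P15 cells. These passed the filter, had a label, or met the limits on genes and mitochondrial share read from the labelled cells after the data were seen. Relations between scores were taken over the cells that passed the filter.

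UMIs were summed by gene, cluster and library, and ratios were taken to all other labelled cells of the library. Intervals are exact Poisson for counts, conditional binomial for ratios and Clopper-Pearson for shares, at 95%. A count of 0 was bounded with 3 counts. Log-normalised values are the natural log of 1 plus the UMIs scaled to 10000 per cell. Module scores subtract 100 control genes per gene from 24 expression bins, and Arterial and Venous Score are means of values scaled to mean 0 and SD 1, limited to 10 SD in principal component analysis only. Differences of scores are given in SD over all labelled cells of a library, a unit chosen after the data were seen. Cells were clustered on 13 principal components of the 4939 genes in the union of 3000 variable genes per library, with each library scaled on its own. Labels of unlabelled P15 cells were predicted from 15 nearest neighbours and checked by 5-fold cross-validation, which was right for 79.4% of P6 and 82.2% of P15 labelled cells.

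Seurat 5.3.0 with sctransform 0.4.2 in R 4.3.3 gave SCT residuals (15020 genes at P6 and 14963 at P15, found in at least 5 cells) and values integrated from 8730 anchors. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0 and leidenalg 0.10.2. PHATE was not run, and MAGIC was replaced by a diffusion of values over cells written for this purpose with t = 4, 5 neighbours for the kernel width and 100 principal components. Doublets were weighed by cells with both *Xist* and Y-linked UMIs.

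The ratio and list steps were first tested on simulated counts drawn from each library, with 200 genes changed 3-fold. Intervals held the true ratio for 95.17% of 2629 genes in the P6 simulation of cluster against other cells and for 94.53% of 859 genes in the P15 simulation. Both sums of counts were drawn with Poisson error alone, the model that the intervals assume. Genes whose UMIs gather in a few cells were not simulated, so this coverage does not extend to them. A list of 8 raised genes gave a score difference of 1.62 SD at P6 and 1.85 SD at P15, and an unchanged list gave −0.0828 SD and 0.0247 SD.

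With 1 library per age no test across samples was possible, and no p-value, standard error or count of changed genes was made from cells. Relations between scores are Pearson r and Spearman rho across cells within a library. Percentiles among 10000 random lists of the same size, each gene drawn from the 100 nearest in mean expression, describe these libraries only. The genes named are those the paper names in its single-cell results, module lists and Supplementary Table 2, the 5 genes with the largest and the 5 with the smallest ratio of P15 to P6 among those with at least 200 UMIs over both libraries, the leading 5 genes of each P6 cluster with at least 50 UMIs there, *Xist* and 4 Y-linked genes, and markers of cell types.

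The main settings, the named genes and most alternatives were chosen before the data were examined. The limits that widened the set of cells scaled and clustered were an exception. Alternatives covered the filter on cells, predicted labels, doublets, thinning to 3000 UMIs per cell, the gene lists, normalization, smoothing, the cells included, resolution and the number of neighbours. Added after the data were seen were limits read from the labelled cells, relations over labelled cells or over every barcode, partial correlations given UMIs per cell and the ribosomal share, and a TGF list of 4 genes. The design named all cells for the relative G1 score, which was read as the cells that passed the filter, and every barcode is given beside it. An alternative was counted as unchanged where a share or ratio stayed inside its 95% interval, or where a signed value kept its sign and stayed within 1.5-fold. A ratio was counted as changed in direction only where its main interval excluded 1, a condition added after a first set of values was seen. It removed 4 ratios based on few UMIs or close to 1 from that group.

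Lists of markers of pericytes, rods, erythroid cells, macroglia and microglia, and of endothelial, cycling and immediate early genes, were fixed at the start. Lists of further interferon-induced genes, serum response genes and nuclear RNAs were written after the leading genes of the clusters had been seen, and left those genes out.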

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

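The tests of microglial RNA, doublets, depth, other cell types, the number of cells with sex-linked UMIs, ribosomal share and normalization were chosen only after the results below were seen, and those of further interferon-induced and serum response genes, of cluster makeup and of female pups used lists or groups fixed before their values were computed.

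The 42 Venous cells at P6 were led by interferon-induced genes that the paper does not discuss. *Ifit3* (chromosome 19 of GRCm38, 34583531 to 34588731) was 37.3-fold higher in them than in the other labelled cells, followed by *Ifit1*, *Oasl2* and *Ifi44* (11.0). A difference limited to the leading genes is argued against by 14 other interferon-induced genes, whose median ratio was 5.07, with 13 above 1 beyond counting error. A few extreme cells are argued against as well, since 73.8% of Venous cells (58.0 to 86.1%) lay above the 95th percentile of the other cells in UMIs of those genes, against 15.0% of Arterial, 14.2% of Cap-Arterial and 5.37% of Capillary cells. RNA from microglia is argued against by the absence of microglial UMIs in Venous cells, which allows at most 10.5 CPM, while the median cell there had 2777 CPM of interferon-induced genes against 463.5 CPM in others. Doublets are argued against by a median depth of 1.01 times that of all labelled cells. A response of part of the pups or of part of the vessels stays open and was not tested at the level of animals.

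The same Venous cells carried the X-inactivation RNA *Xist* without Y-linked UMIs in 15 of 15 cells with a UMI of either kind, 100%. The share was 39.6% (35.7 to 43.5%) of the other labelled P6 cells, among which Capillary cells were highest at 60.0% (48.04 to 71.15%). Too few Venous cells as the source is argued against by their lower limit of 78.2%, and a depth difference by their ratio of 1.01 in median UMIs. The design offers sex of the animals as biology. Outside Venous, the 76 P6 cells above the same limit in interferon-induced genes had *Xist* alone in 24 of 24 cells with a sex-linked UMI, 100% (85.8 to 100%), against 37.2% of cells below it. This is consistent with female pups with an interferon response that contributed much of the Venous cluster, a hypothesis that 1 pooled library cannot separate by animal.

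Among P15 barcodes with UMIs of *Xist* or of Y-linked genes but not both, 10.2% had *Xist* alone (8.53 to 12.0%, 127 of 1251), against 42.7% (39.4 to 46.1%, 377 of 882) at P6. A difference in depth is argued against because *Xist* fell to 0.418 times its P6 CPM, from 40.1 to 16.7, while *Ddx3y* rose from 24.7 to 71.6 CPM. A difference in cluster makeup is argued against because within Cap-Venous cells the share was 8.00% at P15 and 35.5% at P6. Capillary cells had higher shares, 33.3% (14.6 to 57.0%) at P15 and 60.0% (48.04 to 71.15%) at P6, intervals that overlap. Different numbers of female and male pups in the pools, a biological difference that the labels do not record, stays open and untested.

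The Stalk cluster at P6 was led by *Amt*, *Ccdc85c*, *Slc39a1* (6.45), *D17H6S53E* (6.07) and *Actb* (5.84), and *Actb* was also raised in the P15 Stalk cells (5.35). A serum response of actin genes is argued against by 9 other serum response genes, with a median ratio of 0.910 at P6 and 1.07 at P15 and none above 1 beyond counting error. A depth difference is argued against by a median depth of 1.02 times that of all labelled cells. Why these genes rose together stays open, and the stalk position as biology was not tested beyond the label.

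The relation of the relative G1 score to the BMP Signaling Score had opposite signs in the libraries, r = 0.0633 at P6 and −0.0606 at P15, and the difference itself was not tested. Both values are near 0. Depth cannot be told apart from other reasons, since thinning left r = 0.0480 (rho 0.0128) at P6 and −0.0396 at P15. Given UMIs per cell and the ribosomal share r was −0.00772 at P6 and −0.0690 at P15, of the same sign but not of similar size, so depth and RNA composition stay open as well. With integrated values r was −0.101 at P6 and −0.0623 at P15, so the difference in sign may come from the normalization. Age as a biological reason stays open and untested.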

How the results depend on the processing

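Some alternatives were chosen only after the results were seen. They were those over every barcode, over labelled cells, and given UMIs per cell and the ribosomal share. Also chosen then were a TGF list of 4 genes (also with integrated values) and the relations of single genes over the 5 specified clusters together. The tests built on them were chosen then as well.

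Of 223 values of the comparisons under the alternatives planned at the start, 188 were unchanged, 31 moved and 4 changed direction. Of 232 values of single genes, 199 were unchanged, 30 moved and 3 changed direction. Of 42 values under the added alternatives, 29 were unchanged, 10 moved and 3 changed direction, and of 32 of single genes 20, 11 and 1. No paired analysis was possible because each age has 1 library and no result comes from a test across samples.

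The relation of the relative G1 score to the Arterial Score stayed positive under all alternatives run, with r from 0.410 to 0.636 at P6 and 0.368 to 0.578 at P15. That to the TGF Signaling score stayed between 0.140 and 0.410 at P6 and between 0.182 and 0.273 at P15, and Arterial minus Venous Score against TGF between 0.192 and 0.257 at P6 and between 0.176 and 0.330 at P15. The Venous relation ranged from −0.355 to 0.320 at P6 and from −0.350 to 0.0711 at P15, and the BMP relation from −0.102 to 0.123 at P6 and from −0.147 to −0.0160 at P15.

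Against the Venous Score, r at P6 (main −0.0407) was 0.0932 with smoothing, 0.0589 without labelled Arterial cells, 0.3196 over every barcode, −0.0688 with SCT residuals, −0.2813 with integrated values, −0.0708 with genes found in at least 1% of cells, −0.0186 without shared genes, −0.3546 in the 5 specified clusters, −0.0734 after thinning and −0.00796 given UMIs and ribosomal share. At P15 (main −0.178) it was −0.334 with SCT residuals, −0.332 with integrated values, −0.3502 in the specified clusters, −0.322 after thinning and 0.0711 over every barcode. Against the BMP Signaling Score, r at P6 (main 0.0633) was 0.0251 with SCT residuals, −0.1011 with integrated values, −0.1018 in the specified clusters, 0.1234 over every barcode and −0.00772 given UMIs and ribosomal share. At P15 (main −0.0606) it was −0.147 in the specified clusters, −0.0396 after thinning and −0.0160 over every barcode. Against TGF, integrated values gave 0.1395 at P6. The cause was not tested for any of these, except that fewer cells enter in the specified clusters and more over every barcode.

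For Arterial minus Venous Score against BMP, smoothing gave −0.116 at P6 and −0.112 at P15, integrated values −0.139 at P6, thinning −0.110 at P15 and the cells without labelled Arterial −0.00396 at P6. Against TGF, the list of 4 genes gave 0.176 at P15. The cause was not tested.

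With the same 4 genes, Arterial minus Cap-Venous in TGF was 0.712 SD at P6 and 0.201 SD at P15, and Arterial minus Venous was 0.229 SD at P6 (main 0.879). With integrated values of these 4 genes the differences were 0.192, 0.000871 and 0.221 SD. For BMP, Arterial minus Cap-Venous was −0.206 SD at P6 and −0.677 SD at P15 after thinning and −0.7335 SD at P6 with integrated values. Integrated values raised Arterial minus Cap-Venous in Red G1 to 2.30 SD at P15. The cause was not tested, beyond the shorter list.

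Smoothing raised the venous pairs with negative r from 9 to 16 at P6 and from 5 to 11 at P15. In Cap-Arterial cells it changed r from 0.269 to −0.212 for *Nr2f2* at P15, which had UMIs in 4 cells, from −0.0542 to 0.0631 for *Ptgs1* at P6, and from 0.00376 to −0.307 for *Slc38a5* at P15. Over the 5 clusters together it changed r from 0.0159 to −0.343 for *Ptgs1* at P15. By construction smoothing gives a cell the mean of its neighbours, and no further cause was tested.

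Clusters found again gave 24.57% for Cap-Arterial and 20.0% for Cap-Venous at P15, and 12.35% for Cap-Arterial and 17.9% for Proliferative at P6. Predicted labels gave 36.23% Cap-Venous at P15, and adding Cap-Arterial cells lowered the P15 arterial median ratio from 4.06 to 1.99. These follow from which cells are counted.

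Depth limits the genes with few UMIs most. Venous at P15 had 2 labelled cells and gives no value, *Ptgs1* had 1 UMI in Venous P6 cells, and thinning left out 179 P6 and 481 P15 cells with fewer than 3000 UMIs, among them 58 of 149 P6 and 30 of 42 P15 labelled Capillary cells.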

Differences from the paper's values

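The paper's values here are computed from the P6 scores of Supplementary Data 3, each cell with its published label, and no error is stated for them. The tests of a 4-gene TGF list were chosen only after the values were seen.

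For Arterial minus Venous Score against the TGF Signaling score, the paper's values give r = 0.0665 and the re-computed scores r = 0.245. None of the alternatives set before the data were examined reached the paper's value, and lists without shared genes came closest at 0.192. For the same score against BMP, the paper's values give r = −0.147 and the re-computed scores −0.0557. Smoothing (−0.116) and integrated values (−0.139) fell within the paper's value, and the other alternatives set at the start did not.

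For the relative G1 score against the Venous Score, the paper's values give r = −0.164 and the re-computed scores −0.0407, and none of the alternatives fell within 1.5-fold. Against TGF the paper's values give r = 0.127 and the re-computed scores 0.402, and only integrated values fell within it, at 0.1395. Against BMP the paper's values give r = −0.0705 and the re-computed scores 0.0633, and the 5 specified clusters (−0.102) and integrated values (−0.101) fell within it, while the other alternatives set at the start did not.

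The TGF difference of Arterial minus Cap-Venous cells was 0.0868 SD in the paper's values and 1.36 SD here, and no alternative reached it. The 4-gene list, chosen after the values were seen and dropping 3 of the 7 genes of the methods, gave 0.712 SD, and with integrated values 0.192 SD, still above 1.5-fold. For BMP the paper's values give −0.740 SD and the re-computed scores −0.431 SD, and integrated values gave −0.7335 SD. The number of cells kept, the relation of relative G1 to Arterial Score, and the Red G1, Negative and S/G2/M differences were within 1.5-fold of the paper's.

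The paper describes the venous genes as high in Venous cells. At P6 3 of the 6 named genes had a ratio above 1 there, none beyond counting error, and *Nr2f2* had 0.443. It describes the regulators as higher in Primitive cells, where at P6 4 of 5 had a ratio above 1 and *Cdk2* had 0.980, and at P15 1 of 5 had a ratio above 1.

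The paper describes TGF as rising and BMP as falling from venous to arterial clusters. At P6 the TGF mean of Venous cells (−0.0676) lay above Cap-Venous and Capillary, and the BMP mean was highest in Capillary cells (0.0726). It describes *Ccnd2* and *Cdkn1c* as rising gradually. At P6 *Ccnd2* was lower in Cap-Venous (54.6 to 74.2 CPM) than in Venous cells (71.1 to 151 CPM), the only step against a gradual rise. From Cap-Venous its CPM rose through Capillary and Cap-Arterial to Arterial cells. The Venous and Cap-Venous intervals overlap at their ends, which does not by itself show equal levels. The intervals of *Cdkn1c* in Venous, Cap-Venous and Capillary cells overlap, so a gradual rise of this gene among them was not resolved.

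The paper describes the Negative score as enriched in venous clusters, whereas at P6 the mean was highest in Capillary (−0.000492) and Stalk cells (−0.00189). At P15 Cap-Venous (0.00145) lay above Cap-Arterial (0.000274) and Arterial cells (−0.0115), while Capillary (0.0113) and Stalk cells (0.00672) were again highest.

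The paper gives an upper limit on RNA counts per cell, and 161 labelled P6 cells exceeded it when read as genes per cell. It states that both sexes were used in equal numbers, and 42.7% of P6 and 10.2% of P15 barcodes with UMIs of one kind of sex-linked gene had *Xist* alone.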

Other observations

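The tests of depth, shared genes, Arterial cells, ribosomal share, random pairs, free RNA, other cell types, left-out barcodes and the 4-gene TGF list were chosen only after the results below were seen, and those of the sex of the cells and of nuclear RNAs were fixed before their values were computed.

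The relation of the relative G1 score to the Arterial Score at P6 was put to 6 explanations, and each left it positive. After thinning to a fixed depth r was 0.514. Without genes shared between the lists it was 0.481, and without labelled Arterial cells 0.490. Given UMIs per cell and the ribosomal share it was 0.410. It lay at percentile 100 of random pairs of lists matched on expression. Among P6 cells with *Xist* alone r was 0.506 and among those with Y-linked UMIs alone 0.576. A link between the G1 list and arterial genes in single cells stays open as a hypothesis, found and tested in the same library, and other features of the cells were not tested. The Red G1 list came from sorted FUCCI-Red cells, a state that the paper reports as enriched in arterial cells. Taking out shared genes left 835 of its 853 genes, and random pairs do not share that source. None of the 6 tests can therefore separate G1 state from arterial identity carried by the list.

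Capillary cells held few UMIs, with medians of 3204 at P6 and 2268 at P15, and a mitochondrial share of 2.51% and 1.81%. Cells of another type are argued against by endothelial markers at 1.44 times the CPM of all labelled P6 cells. Damaged cells that lost cytoplasm cannot be told apart from intact capillary cells here, because only 3 nuclear RNAs could be used, with a median ratio of 1.54 at P6 and 1.42 at P15.

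Only 14 labelled P15 cells were Proliferative. Free RNA is argued against as the source of their cycling genes, since 64.3% had a *Mki67* or *Top2a* UMI against 1.42% of other labelled P15 cells. RNA of other cell types is argued against because the largest of 5 ratios to all labelled P15 cells was 1.04, for erythroid genes. The microglial list, at 0.891, was added after the other 4 had been seen. The cycling list fell from 1104 CPM at P6 to 249.9 CPM at P15 over all labelled cells.

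Genes of other cell types were higher in the labelled P15 cells. Pericyte genes rose from 8.19 to 184 CPM, rod genes from 24.8 to 138, erythroid genes from 22.3 to 177, microglial genes from 2.39 to 10.3 and macroglial genes from 622 to 1753 CPM. The lowest of these 5 ratios was 2.82, for the macroglial list, which includes *Apoe* and *Clu* that endothelium also expresses. Of the 295 rod UMIs at P15, 115 lay in the 36 Primitive cells, in 9 of them, and without Primitive cells rod genes were 24.5 and 89.3 CPM. A joint rise may come in part from free RNA of other cells in the P15 droplets, and for rods also from a few Primitive cells, while endothelial genes rose 1.70-fold and immediate early genes from 857 to 2953 CPM. Age as biology stays open and was not tested.

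Over all barcodes, the largest ratios of P15 to P6 among genes with at least 200 UMIs were *Vtn* (67.4, 48.9 to 95.4, from 38 to 2125 UMIs), *Sema3c* (54.1), *Gm42814* (46.1), *Slco1a4* (33.7) and *Rgs4* (31.1). The smallest were *Gm16200* (0.00194), *Gm15610* (0.0167), *Gm12366* (0.0222), *Ccnf* (0.0317) and *Fabp7* (0.0364). At P15 the barcodes left out by every rule held 87.0% of the UMIs of *Vtn* and 88.1% of those of *Rgs4*, against 25.9% of all UMIs, so these may come from other cell types among the barcodes. They held at most 25.0% of the UMIs of *Sema3c*, *Gm42814* and *Slco1a4*, which argues against that source for the 3 genes and leaves age and the library open.

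The TGF column of Supplementary Data 3 ranks Cap-Arterial (0.173) above Arterial cells (0.0439) at P6. A score over *Smad3*, *Tgfbr1*, *Tgfbr2* and *Acvrl1* from integrated values correlated with that column at r = 0.952, against 0.681 for the 7 genes of the methods. This is consistent with a column that weighs these 4 genes, a hypothesis from the same table.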
